# CARMA: A platform for analyzing microarray datasets that incorporate replicate measures

**DOI:** 10.1186/1471-2105-7-149

**Published:** 2006-03-17

**Authors:** Kevin A Greer, Matthew R McReynolds, Heddwen L Brooks, James B Hoying

## Abstract

**Background:**

The incorporation of statistical models that account for experimental variability provides a necessary framework for the interpretation of microarray data. A robust experimental design coupled with an analysis of variance (ANOVA) incorporating a model that accounts for known sources of experimental variability can significantly improve the determination of differences in gene expression and estimations of their significance.

**Results:**

To realize the full benefits of performing analysis of variance on microarray data we have developed CARMA, a microarray analysis platform that reads data files generated by most microarray image processing software packages, performs ANOVA using a user-defined linear model, and produces easily interpretable graphical and numeric results. No pre-processing of the data is required and user-specified parameters control most aspects of the analysis including statistical significance criterion. The software also performs location and intensity dependent lowess normalization, automatic outlier detection and removal, and accommodates missing data.

**Conclusion:**

CARMA provides a clear quantitative and statistical characterization of each measured gene that can be used to assess marginally acceptable measures and improve confidence in the interpretation of microarray results. Overall, applying CARMA to microarray datasets incorporating repeated measures effectively reduces the number of gene incorrectly identified as differentially expressed and results in a more robust and reliable analysis.

## Background

High-density microarrays[1,2], in combination with high-throughput sequencing efforts[3,4], are proving invaluable in the investigation of complex systems. Researchers, however, struggle with the challenges associated with analyzing and interpreting the enormous amounts of data generated by microarray experiments. While initial analysis techniques focused on individual hybridizations and selected differentially expressed genes based on the ratio of the measured levels of gene expression between two samples[5], the results of any single microarray hybridization is subject to substantial variability[6], and consequently are unreliable. Therefore, as with any biological assay, robust microarray experiments rely on replication[7].

Kerr et al. [8] first described the use of analysis of variance (ANOVA) in combination with optimal experimental designs incorporating replicate measures, for microarrays. This technique uses a basic additive linear model to account for known sources of variability, thereby improving estimates of differences in gene expression and providing a measure of confidence for those estimates. Others have expanded these techniques to incorporate mixed models[9], multi-factorial designs[10], and biological replication strategies[11]. In addition, advancements in data transformation [12-14] and normalization[13,15,16] have improved the quality of the data to which subsequent analyses are applied.

In an effort to apply many of these powerful statistical techniques to our microarray datasets, we have developed an analysis platform with supporting software named CARMA (**C**omputational **A**nalysis of **R**eplicate **M**easures for **A**rrays). In addition to performing ANOVA on microarray datasets that incorporate replication, CARMA also performs all of the necessary steps for calculating differential expression in a microarray data set including importing, transforming, and normalizing the raw data files. The analysis is designed to be easy to apply, require only a basic understanding of the underlying principles, and provides output in both an easy to interpret graphical format and a delimited text file. Each step in the process was chosen for its broad applicability to microarray data, with user-defined parameters tailoring the analysis to each experiment. To demonstrate the utility of our approach, we present an example analysis of a microarray experiment designed to characterize gene expression in an aquaporin-1 knockout mouse model.

## Implementation

CARMA was implemented using the *R programming language and environment*[17] because of its "wide variety of statistical (linear and nonlinear modeling, classical statistical tests, time-series analysis, classification, clustering, etc) and graphical techniques". In addition R is available at no cost and runs on a variety of computing platforms. Under CARMA, analysis begins with data files and user-defined parameters being read from delimited files. Normalization between the two channels of each array and between both channels of all arrays is achieved using the *loess *function, which was chosen because of its ability to perform simultaneous location and intensity dependent lowess normalization. ANOVA is implemented using the *aov *function utilizing partitioned error for replicates, or the *lme *function for more complicated models, including mixed models. Graphical output and delimited text files are generated to present the results of the normalization, analysis of variance, and the ANOVA contrasts. CARMA is available as an R package for Microsoft Windows [Additional file 2], and as an R source file [Additional file 3]. A user manual is also available [Additional file 1].

## Results and discussion

### Example dataset

The microarray dataset used for this manuscript contains measurements of gene expression in kidneys from adult aquaporin-1 knockout and wild type mice[18] (GEO Accession GSE2402) [additional files 4, 5, 6, 7, 8]. In brief, RNA from kidney medullae of three aquaporin-1 knockout mice and three wild type mice was reverse-transcribed incorporating an amino modified dUTP, labeled using Alexa Fluor 546 and 647 ester dyes, and hybridized to a custom microarray containing the NIA Mouse 15 K cDNA clone set[19] with each clone printed in duplicate. 

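Medullary RNA of the 3 wild type mice (WT1 to WT3) and the 3 aquaporin-1 knockout mice (KO1 to KO3) was hybridized to 12 arrays, with 1 mouse in each dye, so that each mouse was on 4 arrays and 2 times in each dye. The deposited table holds 1 value per clone and array for 15600 clones, with 0 missing values and no filter on intensity. Each value is the linlog intensity of the green channel (the shorter-wavelength dye) minus that of the red channel, after subtraction of the local background and lowess normalization for intensity and position, averaged over the duplicate spots. It is a log2 ratio where both channels lie above the linlog crossover. For the 100 clones that Additional file 4 shows from the authors' normalized intensities, the deposited values differed from the channel difference by at most 0.00499. A linear model with a dye term and 5 mouse contrasts was fitted to each clone, which left 6 residual degrees of freedom. The residual SD had a median of 0.37 on the log2 scale, and the variances were moderated across clones with limma (prior SD 0.34, 3.11 prior degrees of freedom). Clones were called at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision. Raw spot intensities were held for 1600 spots of each array (5.13%), in 3 of 48 subarrays, and 1144 lines of the array layout (3.67%), which identify 572 clones. The results below on the ranges of intensities, the crossover and the trends of M rest on the 1600 spots, and those on F values under each option, the intensity filter and duplicate spots on the 572 clones.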

Slides were scanned using an Applied Precision arrayWoRx Biochip Reader and image analysis was accomplished using softWoRx Tracker software. Because this experiment is balanced for both mouse (each mouse sample is hybridized twice with each dye) and genotype (3 mice of each genotype were used), it was possible to perform two different analyses; one to determine differences in gene expression between mice and the other to determine differences in gene expression between the aquaporin-1 knockout and wild type groups. The results of the comparison between the aquaporin-1 knockout and wild type groups have been reported previously [18], therefore this paper presents the comparison of gene expression between individual mice in order to demonstrate the functionality of CARMA.

### Experimental design

Successful microarray data analysis depends on a sound experimental design. The most common approach consists of all samples of interest being hybridized against a common reference sample (with or without swapping the dyes) (Figure 1). While this approach is useful for experiments with large numbers of samples, or cases where all samples are not available at one time, it is usually possible to implement a more efficient design. In the "Interwoven Loop" design[20] employed in the aquaporin-1 knockout experiment (Figure 1), samples are hybridized against each other, thus providing twice as much data for the samples of interest than the reference design for the same number of hybridizations. 

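In the deposited ratios, the difference between 2 mice had a standard error of 0.645 residual SD when the mice shared an array and of 0.707 residual SD for the 3 pairs that did not (WT1 with KO1, WT2 with KO2 and WT3 with KO3). Because every mouse was measured in both dyes, the dye effect was estimated apart from the mice. At an adjusted p under 0.05 in limma, 53 of 15600 clones had a dye effect, of which 45 were higher in the green channel and 8 in the red. With each mouse left out the count was 1 to 4, and the plain fit gave 9. It rose to 506 when the array with WT1 in green and WT2 in red was left out, and fell to between 4 and 20 when any of the other 11 arrays was. Among the clones that the held layout describes, the largest dye effects were 0.73 on the log2 scale for H3048H01 (Hnrpc, adjusted p = 0.0445), 0.72 for H3025G01 (SRp20, adjusted p = 0.0399) and 0.62 for H3108G07 (0610008K04Rik, adjusted p = 0.0267), which did not pass the intensity filter. Without a description in the held layout, H3153D01 reached 4.92 and H3138A03 reached 3.46, while H3126B09 was at -0.71 and H3154C06 at -0.67.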

Applying this balanced design, in which each variable of interest participates in the same number of hybridizations, enables the calculation of both experimental and biological effects.

### Analysis of variance (ANOVA) and linear model

In the simplest sense, microarray data is the measured intensities, at defined wavelengths, of elements (or "spots"), which have been arrayed on a glass slide. Included in these measurements are numerous sources of variability. Given that a two-channel microarray experiment consists of multiple samples labeled with two dyes hybridized to multiple arrays containing multiple spots (that represent genes), there are four main sources of variability termed: Array, Dye, Gene, and Variety[8]. The Array term refers to the variability in the measured intensities associated with a specific hybridization, due to either variability between slides, variability between hybridizations (e.g. differences in the amount of cDNA used in each hybridization), or both. The Dye term refers to variability caused by differences in fluorochrome chemistry, coefficient of extinction, incorporation efficiency, photobleachability, scanner sensitivity, etc. The Gene term refers to each element (or replicate elements) on the microarray. Since each element will hybridize to its complementary sequence in each sample, the intensity of each spot will depend on its nucleotide sequence, which is considered unique. The Variety term refers to the distinguishing feature of interest (such as time, treatment, or dosage) in the experimental samples. The goal of most microarray experiments is to determine the effect of this Variety term on the measured intensity for each element. In other words, how does dosage (or time, treatment, genotype, etc.) affect the expression of each gene?

Based on the four main effects (Array, Dye, Gene, Variety) and allowing for all interactions between those effects, there are 16 possible terms that could be included in the model[20], however many of the interaction effects do not make practical sense. In addition, performing a log-based transformation (see later sections) on the microarray dataset before applying the linear model allows the use of an additive linear model. Equation 1.1 describes the collection of mathematical equations that can be used to calculate values for each of the known factors that contribute to the transformed measured intensities:

*i*_*ijkl *_= *μ + A*_*i *_*+ D*_*j *_*+ G*_*k *_*+ (AD)*_*ij *_*+ (GA)*_*ki *_*+ (GD)*_*kj *_*+ (GV)*_*kl*_*+ ε *_*ijkl *_   (1.1)

Equation 1.1 defines a relatively complete model for the sources of variability in a microarray experiment; however there are practical limitations to its implementation. Utilizing a least squares approach to solve equation 1.1, even for reasonably small microarray datasets (e.g. 4 hybridization of a 10,000 element array), requires gigabytes of memory, precluding the use of a personal computer. In addition, it assumes equal variance between all genes. Splitting equation 1.1 into two equations, one containing all Gene independent terms, and another equation containing all gene-dependent terms, yields equations 1.2 and 1.3 respectively:

*i*_*ij *_*= μ +A*_*i *_*+ D*_*j *_*+AD*_*ij *_*+ ε *_*ij *_   (1.2)

*i*_*ijkl *_*= G*_*k *_*+ GA*_*ki *_*+ (GD)*_*kj *_*+ (GV)*_*kl*_*+ ε *_*ijkl *_   (1.3)

Applying these two models sequentially[9] to a dataset significantly reduces the memory requirements and time required for computation, and allows for gene specific variances. When using these two models, equation 1.2 effectively serves to perform a linear global normalization between the two channels for each array and between arrays. Instead, because only the Gene × Variety effect is usually of interest, and in order to allow for non-linear global normalization, CARMA performs a lowess normalization between the two channels of each array and between both channels of all arrays, followed by a gene-by-gene ANOVA implementing equation 1.3 alone. Limiting equation 1.3 to the subset of data for each gene yields equation 1.4:

iijkl=Gk+GAki+GDkj+GVkl+εijkl⇒iijl=μ+Ai+Dj+Vl+εijl     (1.4)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGPbqAdaWgaaWcbaGaemyAaKMaemOAaOMaem4AaSMaemiBaWgabeaakiabg2da9iqbdEeahzaawaWaaSbaaSqaaiabdUgaRbqabaGccqGHRaWkcqWGhbWrcuWGbbqqgaGfamaaBaaaleaacqWGRbWAcqWGPbqAaeqaaOGaey4kaSIaem4raCKafmiraqKbaybadaWgaaWcbaGaem4AaSMaemOAaOgabeaakiabgUcaRiabdEeahjqbdAfawzaawaWaaSbaaSqaaiabdUgaRjabdYgaSbqabaGccqGHRaWkiiGacqWF1oqzdaWgaaWcbaGaemyAaKMaemOAaOMaem4AaSMaemiBaWgabeaakiabgkDiElabdMgaPnaaBaaaleaacqWGPbqAcqWGQbGAcqWGSbaBaeqaaOGaeyypa0Jae8hVd0Maey4kaSIaemyqae0aaSbaaSqaaiabdMgaPbqabaGccqGHRaWkcqWGebardaWgaaWcbaGaemOAaOgabeaakiabgUcaRiabdAfawnaaBaaaleaacqWGSbaBaeqaaOGaey4kaSIae8xTdu2aaSbaaSqaaiabdMgaPjabdQgaQjabdYgaSbqabaGccaWLjaGaaCzcamaabmaabaGaeGymaeJaeiOla4IaeGinaqdacaGLOaGaayzkaaaaaa@7407@    

Implementing this form of the equation reduces computation times to a few hours on a basic personal computer (500 MHz Pentium III with 512 MB of memory) for even relatively large data sets (e.g. an experiment involving 32,000 elements and 12 hybridization).

### Background subtraction and transformation

Most microarray scanners generate 16 bit numbers, resulting in measurements ranging from 0 to 65,535 for each pixel in the generated images. Microarray image processing software is then used to analyze each image, generating a multitude of measures for each spot, which are usually further processed to produce one measure of intensity for each channel for each spot. The most controversial part of this process is whether to subtract some measure of background (defined as the pixels around the areas delineated as spots) from each spot (defined as the pixels within each area delineated as a spot). Background subtraction is often used to reduce the negative impact of local image artifacts, and provide better estimates of gene expression by subtracting fluorescent signal that is unrelated to the fluorescently labeled hybridized target cDNA. Nevertheless, some researchers have concluded that background subtraction increases variance and degrades the performance of subsequent analyses[21]. In most cases, however, this increase in variance is not simply due to background subtraction, but the combination of background subtraction and a log-based transformation of the data. In effect, subtracting the background intensities from the spot intensities reduces the values for low intensity measurements to the point that error is no longer multiplicative, but additive, causing a log-based transformation to inflate the variance of these small values. In other words, the measurement error associated with small values is not proportional to the true value, but is a combination of some random error added to the true value. For instance, a log base 2 transformation assigns the same significance to the difference between 2 and 32 (log_2_(32) - log_2_(2) = 4) as the difference between 2000 and 32000 (log_2_(32000) - log_2_(2000) = 4), even though a difference of 32 is well within the noise of current microarray scanning technology and of no real significance.

The logarithm base 2 of the expression ratio is the most widely used transformation for microarray data due to its continuous range of values and similar treatment of up- and down-regulation[22]. It has the added effects of improving linearity and variance homogeneity, and converting multiplicative error into additive error, thus allowing the application of a linear additive model[8]. While log transformations work well for moderate to high signal intensities, they have the undesirable effect of magnifying small differences in intensity at low signal intensities[23]. In addition, log transformations cannot be applied to negative numbers, which can result from background subtraction, and they transform numbers between 0 and 1 into negative values. To address these problems some researchers have proposed discarding data below a threshold[24], while others have proposed variance-stabilizing transformations [12-14]. CARMA implements a version of the linlog transformation[13] that has been adapted to better cope with large negative numbers (where the local background signal intensity is significantly higher than the spot signal intensity) as follows.

Zik={log⁡2(−1/Yik)+2*log⁡2(di)−2/ln⁡(2)Yik≤−dilog⁡2(di)+Yik/(di*ln⁡(2))−1/ln⁡(2)−di<Yik<dilog⁡2(Yik)Yik≥di
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGAbGwdaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabg2da9maaceaabaqbaeaabmGaaaqaaiGbcYgaSjabc+gaVjabcEgaNnaaBaaaleaacqaIYaGmaeqaaOGaeiikaGIaeyOeI0IaeGymaeJaei4la8IaemywaK1aaSbaaSqaaiabdMgaPjabdUgaRbqabaGccqGGPaqkcqGHRaWkcqaIYaGmcqGGQaGkcyGGSbaBcqGGVbWBcqGGNbWzdaWgaaWcbaGaeGOmaidabeaakiabcIcaOiabdsgaKnaaBaaaleaacqWGPbqAaeqaaOGaeiykaKIaeyOeI0IaeGOmaiJaei4la8IagiiBaWMaeiOBa4MaeiikaGIaeGOmaiJaeiykaKIaaCjaVdqaaiabdMfaznaaBaaaleaacqWGPbqAcqWGRbWAaeqaaOGaeyizImQaeyOeI0Iaemizaq2aaSbaaSqaaiabdMgaPbqabaaakeaacyGGSbaBcqGGVbWBcqGGNbWzdaWgaaWcbaGaeGOmaidabeaakiabcIcaOiabdsgaKnaaBaaaleaacqWGPbqAaeqaaOGaeiykaKIaey4kaSIaemywaK1aaSbaaSqaaiabdMgaPjabdUgaRbqabaGccqGGVaWlcqGGOaakcqWGKbazdaWgaaWcbaGaemyAaKgabeaakiabcQcaQiGbcYgaSjabc6gaUjabcIcaOiabikdaYiabcMcaPiabcMcaPiabgkHiTiabigdaXiabc+caViGbcYgaSjabc6gaUjabcIcaOiabikdaYiabcMcaPaqaaiabgkHiTiabdsgaKnaaBaaaleaacqWGPbqAaeqaaOGaeyipaWJaemywaK1aaSbaaSqaaiabdMgaPjabdUgaRbqabaGccqGH8aapcqWGKbazdaWgaaWcbaGaemyAaKgabeaaaOqaaiGbcYgaSjabc+gaVjabcEgaNnaaBaaaleaacqaIYaGmaeqaaOGaeiikaGIaemywaK1aaSbaaSqaaiabdMgaPjabdUgaRbqabaGccqGGPaqkaeaacqWGzbqwdaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabgwMiZkabdsgaKnaaBaaaleaacqWGPbqAaeqaaaaaaOGaay5Eaaaaaa@A48F@

where Z_ik _represents the transformed intensities, Y_ik _represents the untransformed intensities, and d_i _represents the threshold between the log and linear portions of the transformation. The subscripts i and k denote the array and element (spot) for each intensity, respectively. This modified linlog transformation is symmetrical around 0 (raw signal) and both it and its first derivative are continuous. It is similar to a log_2 _transformation for both large positive and large negative intensities, and a linear transformation at low intensities (positive or negative). For the example analysis in this manuscript, the crossover point (d_*i*_) between the linear and log portions of the transformation was calculated based on the median of one standard deviation of the local background of all spots. This method of calculating the cutoff for the linlog function was based on the observation that the variability in the measured intensities at background levels provides a good indication of the minimum intensity that the scanner can accurately measure (the point at which error becomes multiplicative). This approach has worked well in practice, and has the advantage of not assuming any distribution for the data. 

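In the 1600 spots held on every array, the median background SD, and with it the crossover, lay between 23.7 and 41.9 intensity units in the green channel on 11 arrays and at 78.8 on the array of KO1 against KO3. In the red channel it lay between 39.4 and 61.3. After background subtraction, 67.1% of the spot values were between minus and plus the crossover and were therefore transformed linearly, and 31.3% were at or below 0.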

Recently CARMA has been enhanced to include the capability of calculating the linlog crossover point based on minimizing the absolute deviation of the inner quartile range (IQR) for each bin from the median IQR, for 20 bins spanning the range of intensities for each hybridization.

Utilizing the aquaporin-1 dataset, we compared the effect of local background versus no background subtraction, and the consequences of applying either a log_2 _or linlog transformation, on the ability to detect differentially expressed genes. Because this dataset consists of four replicate measurements for 6 mice, one success criterion is minimizing the within mouse variance while maximizing the between mouse variance[25], which equates to maximizing the ANOVA *F *value for the Variety (mouse) term, in equation 1.4. In the case of log_2 _background subtracted data, values less than 1 were set to 1, and in the case of the linlog transformation, the crossover point between the linear and logarithmic segments was set to the median of one standard deviation of the background for all spots. Figure 2 illustrates the effect of each background subtraction/transformation method on one of the hybridizations in the dataset. The most obvious change due to background subtraction is the expansion of the range of the data resulting from the removal of the relatively large signal floor associated with the longer exposure times and CCD-based image capture employed in the Applied Precision arrayWoRx Biochip Reader. This large signal floor also negates any difference between the log_2 _and linlog transformation on the non-background subtracted data because error remains multiplicative across the entire range of values. 

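The range from the 5th to the 95th percentile of the transformed intensities was taken for each of the 24 channels over the 1600 spots held. Without background subtraction its median was 1.31 on the log2 scale (0.14 to 3.55 over the channels). After subtraction the median was 8.30 with the linlog transformation (4.96 to 11.1) and 11.5 with log2 (8.77 to 13.6). The median moved most when the floor of the log2 values was replaced by the normexp correction with an offset of 50, which gave 5.03. The paper states that this expansion comes from the removal of a large signal floor of the scanner.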

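The lowest unsubtracted intensity among the held spots was 837 units, above the largest crossover. Every unsubtracted value therefore fell in the logarithmic part of the linlog function, and the largest difference between the unsubtracted log2 and linlog values was 0.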

The difference in transformation applied to the background subtracted data however, is obvious as indicated by the larger spread of the lower range of the log_2 _transformed data as compared to the linlog transformed data. 

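From the 5th percentile to the median, the subtracted log2 values spanned a median of 3.53 over the channels (0 to 4.96) and the subtracted linlog values spanned 1.07 (0.47 to 2.77). The unsubtracted values spanned 0.06 over the same part. Values under 1 made up 33.6% of the subtracted values and were set to 1 before log2, and 69.1% of the subtracted values differed between the log2 and the linlog transformation.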

Table 1 presents a summary quantitative comparison of the effect of each transformation on the ratio of the between group mean squares over the within group mean squares after location and intensity dependent lowess normalization and gene-by-gene analysis of variance. 

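The 127 of 572 held clones that passed the intensity filter were normalized and analysed under each combination. The plain ANOVA F values of the mouse term summed to 138.5 over the top 10 clones and 352.3 over the top 100 for the subtracted linlog data. The sums were 94.6 and 272.9 for subtracted log2, and 76.3 and 219.1 for both transformations of unsubtracted data. In the deposited ratios, which are subtracted linlog data of all 15600 clones without a filter, the F values summed to 864.3 over the top 10 clones, 3629 over the top 100 and 12868 over the top 1000. With each mouse and its arrays left out in turn, the sum over the top 10 deposited clones was 4269 to 10590, highest without WT1. Such a fit has 3 residual degrees of freedom instead of 6, so its plain F values are larger by construction. Leaving out each array in turn kept the subtracted linlog sums above those of the other combinations on all 12 occasions, at the top 10 and at the top 100. Subtracted log2 stayed above unsubtracted data on 8 of the 12 occasions at the top 10 and on 9 at the top 100. With the log2 floor set at the background SD, the subtracted log2 sum over the top 10 rose to 159.9, above that of subtracted linlog.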

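The F values of the 127 held clones were ranked within each combination. At 81 ranks (63.8%) the subtracted linlog value was above the subtracted log2 value, and the first rank at which it was not was 76. Against the unsubtracted data it was larger at 124 ranks (97.6%). The median F was 1.54 for subtracted linlog, 1.41 for subtracted log2 and 1.13 for unsubtracted data.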

On a row-by-row basis after ranking, the ANOVA *F *values for the linlog transformed local background subtracted data were larger than any of the other combinations of background subtraction and transformation, for every element in the dataset. Also, applying a step-up *p*-value procedure[26] to the ANOVA *p*-value controlling at a 5% false discovery rate resulted in 8 genes being identified as differentially expressed for both of the non-background subtracted datasets, and 22 and 129 genes being identified as differentially expressed for the log_2 _transformed and linlog transformed background subtracted data, respectively.

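In the deposited subtracted linlog ratios, 283 of 15600 clones (1.81%) differed among the 6 mice with limma's moderated F and a Benjamini-Hochberg adjustment. The plain ANOVA p-value with the same adjustment called 2 clones, H3078F02 and H3021A01, each with an adjusted p of 0.018. At an unadjusted p under 0.05, the plain F passed for 1943 clones and the moderated F for 2379, where 780 would pass by chance. The count of 283 was 1097 with array quality weights, 0 to 1 with each mouse and its arrays left out, and 7 to 245 with each array left out, with 7 for the array of KO3 against WT1. Among the 283 clones, the range between the highest and lowest mouse had a median of 1.87 on the log2 scale (0.94 to 5.20), against 0.53 over all clones. The described clones with the largest moderated F were H3108G07 (0610008K04Rik), H3044G01 (Catna1) and H3131H01 (RHOGDI-1). For the mouse term over all 6 mice, limma's adjusted p was 0.0193, 0.0279 and 0.0288 in this order. H3108G07 was highest in KO2, at 1.52 above WT1 (standard error 0.17), H3044G01 was highest in KO3, at 2.82 above WT1 (standard error 0.40), and H3131H01 was lowest in KO2, at -0.80 relative to WT1 (standard error 0.15). None of these 3 passed the intensity filter in the scanner data, and of the 8 held clones called among the 6 mice, 2 passed. With single arrays or mice left out and under the other settings tried, the adjusted p of H3108G07 lay between 0.00543 and 0.541, that of H3044G01 between 0.00673 and 0.952 and that of H3131H01 between 0.0156 and 0.541. Counts for the other combinations were not analysed here.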

### Normalization

Differences in fluorochrome characteristics, scanner wavelength sensitivities and settings, dye incorporation, and other non-biological effects all contribute to differences in the intensities between the two channels of any hybridization. And while global normalization techniques apply the same adjustment to every spot for a hybridization[22], it is often necessary to correct for intensity and location specific effects[13,15,27-29]. CARMA implements a locally weighted regression (lowess)[15,16] transformation that can adjust for either intensity or location (or both) dependent effects. In addition, CARMA normalizes between both channels of all arrays, serving to minimize the Array term in the linear model and aiding in the visualization of the normalized data.

Figure 3 displays the data for one of the hybridizations in the aquaporin-1 dataset, both before and after normalization. As is common with two dye hybridizations, pre-normalized data shows curvature of the data at lower intensities (Figure 3A). Following lowess normalization for both intensity and position on the array, the curvature (intensity bias) of the plotted data is removed and the distribution of the data is narrowed (spatial bias) as compared to the pre-normalized data (Figure 3D). 

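Over the 1600 spots held, a lowess fit on intensity explained a median of 68.3% of the variance of the log ratio M before normalization (7.93% to 87.0% over the 12 arrays) and 5.53% after it. The dimmest spots had a lower M than the brightest on all 12 arrays, with a median difference of -2.50 on the log2 scale (-4.62 to -0.26). The SD of M fell from a median of 1.36 before normalization to 0.68 after it. In unsubtracted log2 data the SD was 0.47 before and 0.10 after.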

Our observations indicate that the location dependent effect is due to spatial hybridization variability and spatial scanning biases often caused by photo bleaching. In practice, the location of an element on the array can play a significant role in normalization, particularly with epifluorescence-based scanners (unpublished observation), and can vary by as much as a factor of 2 from one end of the slide to the other (Figure 3E). 

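Only a corner of each array was held, so the change from one end of the slide to the other was not analysed here. Within that corner, position explained a median of 7.37% of the variance of M before normalization and 2.68% after it. With the intensity trend taken out, the fit on position ranged over a median of 0.71 on the log2 scale (0.45 to 1.30 over the 12 arrays), and over 0.39 from its 5th to its 95th percentile.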

The extent to which location affects the intensity measurements is specific to each hybridization and scanning process.

### Variance shrinking

Microarray datasets usually contain thousands of elements, each representing one gene, but only a few measurements for each element. Whereas performing a global ANOVA on the entire dataset assumes equal variance within the data for each gene, it is generally accepted that independent analysis of the subset of data for each gene does not utilize sufficient data to determine an adequate representation of the variance associated with each gene. On the other hand, the major consequence of performing a gene-by-gene ANOVA is the overestimation of the significance of the calculated differences in expression for genes with abnormally small variances, and the underestimation of the significance of the calculated differences in expression for genes with abnormally large variances. 

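The residual SD of the deposited clones ran from 0.15 at the 5th percentile to 0.95 at the 95th. H3131H01 had a plain F of 45.1 and a moderated F of 17.5. For H3044G01 the plain F of 13.2 rose to 18.0 on moderation.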

Researchers have addressed these issues by including information from all genes on the array when assessing the significance of differences in expression for each gene [30-34]. CARMA calculates four variances and associated p-values for each gene[35]: gene specific variance, pooled variance (average for all genes), half of the gene and half of the pooled variance, and an estimator based on the James-Stein-Lindley shrinkage concept[36] that uses a formula to calculate the variance based on both the gene and pooled variances.

### Data filtering and outlier detection

Given that the samples hybridized to most large microarrays will contain transcripts for only a subset of the genes represented on the microarray, removing spots that exhibit low intensities for all samples can both reduce the number of genes incorrectly identified as differentially expressed between samples and decrease the computing time required for subsequent analyses. 

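With a threshold of 2 background SD on both duplicate spots, in at least 51% of the measurements of at least 1 mouse, 127 of the 572 held clones (22.2%) passed. At 4 background SD, 98 passed. Among the 100 clones whose analysis the authors show, 26 passed here, and all 26 are among the 28 that the authors analysed.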

As implemented in CARMA, the ANOVA is usually (based on typical user settings) performed on only those genes that have background subtracted intensities greater than 1 or 2 background standard deviations for at least 51% of the measurements for at least one sample in the hybridization scheme. Furthermore, in the case of microarrays with replicate elements, usually at least 51% of the replicates must have background subtracted intensities greater than 1 or 2 background standard deviations in order for any of the replicates to be included in the ANOVA. In other words, the ANOVA is only performed on genes that are consistently expressed at measurable levels in at least one of the samples.

CARMA also has the capability to remove anomalous measurements through outlier detection. Dust, impurities, surface inhomogeneities, fluorochrome-specific effects, local hybridization effects, technician effects, etc. all contribute to non-systematic variability in the measured intensities. Anomalous measurements can be identified by their incongruity with other measurements within a hybridization and through inconsistencies between replicated measures[22,27]. Following the ANOVA of the normalized data for a gene, CARMA applies the following formula to identify outliers:

*r*_ti _*> |quantile*((*OP/2*)*/n, df -1*)*|*

Where r_ti _= studentized residual of the ith element, OP = user defined outlier probability, n = the number of measurements, and df = degrees of freedom. ANOVA is performed recursively, removing the most extreme outlier after each step, until all outliers (which meet the criteria above) have been removed. 

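Dropping values by the studentized residual at an outlier probability of 0.05 removed 1468 of 187200 deposited values, in 1400 clones (8.97%), where a nominal 5% of clones lose a value by chance at this probability. The model was then fitted again to the remaining values, which raised the clones that differed among the 6 mice to 455 with limma. All 283 clones called with every value kept were among them. Removing the largest residuals lowers the residual variance by construction, so the larger count is no evidence that the dropped values were errors.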

The results of both the original ANOVA (using all data points), and the last ANOVA, performed on the dataset with all outliers removed, are shown in the graphical output (Figure 4A).

### Missing data

Most microarray hybridizations will have regions that are obviously problematic. While it may not be worthwhile to flag small abnormalities such as fine dust particles, large abnormalities should be flagged for exclusion from analysis. Missing data, whether flagged manually, filtered out, removed through outlier detection, or unavailable because of a failed hybridization may result in some experimental imbalance. This imbalance, however, is less problematic than including erroneous data. Therefore, CARMA utilizes functions that can accommodate missing data, to apply the linear model and perform the ANOVA.

### Output and display

Any analysis is only as good as its ability to portray relevant information to the researcher. In addition to generating tab delimited output files, CARMA creates an Adobe Portable Document Format (pdf) file containing easy to interpret graphical output (Figure 4) including an estimate, and its standard error, for each level (possible value) of the Variety effect, as well as plots of the normalized data and other statistical quality control information. This graphical output allows the researcher to refine and prioritize the list of differentially expressed genes by helping to identify cases of non-normality, outliers, unexpected patterns, etc. Visualizing the normalized data and the results of the ANOVA also helps to identify and correct cases of mislabeled samples and misaligned grids. All of the numbers used and generated by the ANOVA, and a file containing the contrasts between all pair-wise combinations of the levels of the Variety effect are also provided in delimited text files.

## Conclusion

Microarray experiments are intended to determine relative differences in gene expression between various treatments or conditions. As with nearly all experiments, and exacerbated by the number of measures obtained from microarray hybridizations, experimental noise can confound measurements and lead to the incorrect identification of random variations as significant differences in gene expression. We have employed a generalized approach and developed supporting software (CARMA) for performing ANOVA on microarray datasets that is easy to implement, generates readily interpretable graphical results, and accounts for experimental sources of variability. Applying ANOVA to microarray datasets incorporating replicated measures improves estimates of differences in gene expression between samples and provides a statistical basis for determining the significance of these differences. Also, because each sample is involved in multiple hybridizations, it is possible to identify and remove incongruous data points that are caused by dust particles, local background, etc, as well as allow for missing data caused by occasional failed or abnormal hybridizations. CARMA provides a clear quantitative and statistical characterization of each measured element on the microarray that can be used to assess marginally acceptable measures and improve confidence in the interpretation of microarray results. Overall, applying CARMA to microarray datasets incorporating replicated measures effectively reduces the number of gene incorrectly identified as differentially expressed and results in a more robust and reliable analysis.

In some situations it is advantageous to study the effects of more than one Variety on gene expression. For example, in gene knockout studies both genotype and treatment dependent effects may be important. Also, in cases where subjects are exposed to multiple treatments, accounting for individual-specific effects may expose differences in gene expression due to treatment that might otherwise be obscured. In these cases equation 1.4 can be modified to include terms for each of the varieties of interest. For example, the following model could be used to examine the effects of genotype (V1), drug treatment (V2), and the interaction between genotype and drug treatment (V1V2):

*i*_*ijlm *_*= μ +A*_*i *_*+ D*_*j *_*+ V*1_*l *_*+ V*2_*m *_*+ V*1*V*2_*lm *_*+ε *_*ijlm *_   (1.5)

Theoretically equation 1.5 could be expanded to include any number of varieties, however because of an exponential increase in the number of hybridization that must be performed most researchers limit their experiments to studying a maximum of two varieties.

Implementation of CARMA depends on a few assumptions. First, the lowess normalization assumes that the expression levels for the majority of genes in each sample are the same. While this is usually the case, even under conditions where the expression levels of the majority of genes are affected, lowess normalization produces the desired result of adjusting the dataset such that genes that behave dissimilarly from the majority are more likely to be identified as differentially expressed. Second, when determining the significance of differences in gene expression between samples, it is assumed that the data is normally distributed after the application of the linear model. We make this assumption in order to utilize the readily available R packages that perform ANOVA and their superior computational efficiency over non-parametric approaches. Lastly, in order to apply the ANOVA to each gene individually, it is assumed that after transformation and normalization each gene is independent of the other genes on each array. Theoretically, because each element (gene) is on every array there is not complete independence between genes, however we chose to implement the ANOVA on each gene independently in order to allow genes to have dissimilar variances, and to efficiently implement the ANOVA.

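The spread between duplicate spots was taken over the held clones, divided into 3 groups by their mean subtracted intensity (medians of -9.28, 8.71 and 246 units). With log2 after subtraction, the SD between duplicates of a channel was 1.17 in the dimmest group of 190 clones, 1.31 in the middle group and 0.82 in the brightest. With linlog after subtraction it was 0.41, 0.49 and 0.61, and without subtraction 0.03, 0.04 and 0.11.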

Background subtraction has been criticized for inflating the variance of microarray datasets, but this increased variability is almost always limited to elements that exhibit low intensity measures. This increased variability is not simply due to the smaller numbers, but rather the methods by which these numbers are measured and transformed. Both photomultiplier tubes (PMT) and charge-coupled devices (CCD) cannot accurately distinguish small differences in intensity. Therefore the assumption that error is multiplicative for these values is inaccurate and thus the application of a basic log-based transformation is inappropriate. The commonly seen flaring of the data at lower intensities, in either a simple green channel vs. red channel or a ratio-intensity plot, is not usually an indication of the inappropriate application of background subtraction, but rather an inappropriate transformation. In addition, not removing the relatively large uniform background associated with some datasets, such as those generated by CCD based scanners, can completely obscure the magnitude of any differences in gene expression. As illustrated by this dataset, different approaches to background subtraction and transformation can have a significant effect on the identification of differentially expressed genes. In fact, at most only 25 % the top 100 genes were shared between the background subtracted and non-background subtracted results.

Many statisticians are hesitant to remove outliers based solely on statistical criteria. In the case of microarray datasets, however, we know that there are invalid measurements in every dataset; yet it is often impractical to manually flag each instance. CARMA not only automatically detects and removes outliers, but also provides supporting graphs to assist in the final determination of the validity of the measurements that were removed. For example, in Figure 4, panels B and C, the green 'x' that indicates one of the excluded outliers is clearly separated from the rest of the measures (the corresponding red measurement is also excluded). Of course the researcher can also investigate each spot on the images from which the measurements were derived to further authenticate measurements flagged as outliers, or turn off outlier detection altogether if so desired. In addition to removing sporadic anomalous measurements, outlier detection has proven invaluable for detecting mislabeled samples and misaligned grids. In these cases, without outlier detection, all or a part of a microarray dataset is often labeled as too variable and of little value. A quick inspection of CARMA's graphical output reveals these problems as a series of genes for which the same hybridization's values were dropped as outliers, providing not only an indication that there is a problem, but also the exact hybridization that is the cause of the problem.

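Values dropped as outliers were unevenly spread over the arrays. The array of KO1 against KO3 lost 313 values (2.01% of clones) and that of WT2 against KO1 lost 36, with a median of 104.5 over the 12 arrays.

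**Figure D1:**
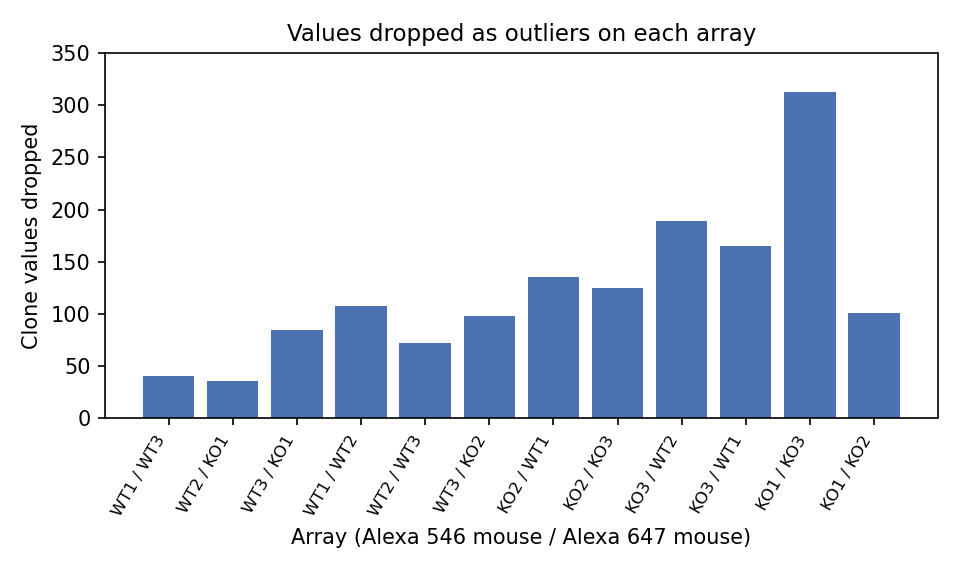
Clone values dropped as outliers on each of the 12 arrays; each bar is 1 array, named by its mouse in the green and in the red channel, and its height is the number of values. The array of KO1 against KO3 has 313 and that of WT2 against KO1 has 36.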

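Each of the 15 pairs of mice was compared in the fit to all arrays, with limma and a Benjamini-Hochberg adjustment within each pair. The 6 pairs of the same genotype gave 681 calls and the 9 pairs across genotypes gave 1542. Pairs with KO3 took 2067 of these calls (93.0%) and the other 10 pairs took 156. KO3 differed from KO1 in 284 clones and from KO2 in 393, while KO1 and KO2 differed in 0 clones. At an unadjusted p under 0.05 limma passed 1243 clones between KO1 and KO2, and the plain fit called 0. Among wild type mice, 2 clones differed between WT1 and WT2, 2 between WT2 and WT3, and 0 between WT1 and WT3, a pair with 858 clones at an unadjusted p under 0.05 and 0 in the plain fit. The calls of a mouse averaged 413.4 per pair for KO3 and between 38.4 (WT3) and 137.8 (WT1) for the others. With all arrays scaled to one spread, the share of calls in pairs with KO3 fell to 65.6%. Of the described clones, H3118H07 (listed as CYCLIN) was at 1.43 in KO3 relative to WT1. H3134H07 (Birc6), which did not pass the intensity filter, was at 1.93 in KO3 and H3080H01 (Uqcrc1) at -1.90. H3080H01 was also below WT1 in KO2 (-1.52), KO1 (-1.09), WT3 (-0.92) and WT2 (-0.43), so its difference is not specific to KO3.

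**Figure D2:**
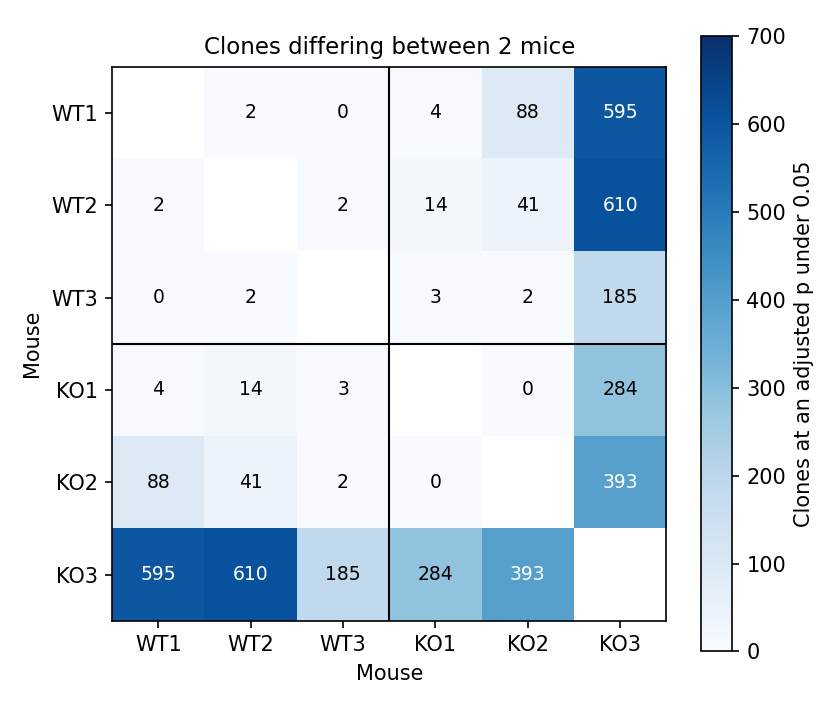
Clones that differ between 2 mice at an adjusted p under 0.05, for each of the 15 pairs; both axes list the 6 mice, and color and number give the count of clones. Pairs with KO3 hold between 185 and 610 clones, and the other pairs hold at most 88.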

Because of the balanced design of this experiment we were able to assess the affects of inter-individual variability in the aquaporin-1 knockout vs. wildtype microarray dataset. 

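Contrasts among the 3 mice of a genotype were tested in the same fit. Among the knockout mice 259 clones differed, and among the wild type mice 2 did, H3078F02 and H3079E09, which were named after their values were seen. Their adjusted p in limma's test over the 3 wild type mice was 0.0475 each. H3078F02 was 1.07 higher and H3079E09 was 2.63 higher in WT2 than in WT1. At an unadjusted p under 0.05 the counts were 2463 and 825, and the plain F with the same adjustment called 1 and 0 clones. A joint test over both genotypes called 99 of 15600 clones (0.635%). With any 1 mouse and its arrays left out it called 0 clones, in a fit with 3 residual degrees of freedom. KO3's arrays bear days in their names that no other name bears. A dye term for each day was added after the data had been seen, with a shared term for the arrays of KO1 against KO3 and KO1 against KO2. This fit also leaves 3 residual degrees of freedom, so fewer clones can pass. With that term 4 clones differed among the knockout mice, 0 among the wild type mice and 0 in the joint test. Whether the difference among knockout mice exceeds that among wild type mice was not tested. From the share of genes that differed, the paper reasons that expression varies considerably between mice that are genetically similar.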

The fact that 3% (129 out of 4361) of the confidently measured genes were identified as differentially expressed between mice of the same genotype highlights the significant amount of variability in gene expression between even genetically similar mice. This finding corroborates the results of an earlier study[37], underscoring the need for including biological replicates in any study, especially those addressing gene expression and molecular activities.

CARMA was designed to be an integrated, easy to use, analysis platform that researchers can apply to their microarray datasets without preprocessing their data or writing any computer code, with an emphasis on providing results in an easily interpretable format. In particular, we have attempted to identify and address issues such as the relatively high background and scanning related photobleaching that can occur with CCD based imaging systems, and include means to address many of the real-world problems associated with microarray experiments. There are already a number of existing microarray analysis tools that prove useful in analyzing microarray datasets [34,38,39]. CARMA implements many of the same statistical and analytical processes employed in these packages and includes the following additional features:

• Ability to read data files generated by most microarray image processing software

• No need to preprocess or combine raw data files

• Automatic exclusion of genes with low confidence measures for all samples

• Modified linlog transformation that better handles large negative numbers (that can result from background subtraction)

• Automatic computation of linlog crossover point

• Simultaneous intensity and location lowess normalization

• Ability to process incomplete datasets for fixed effect models

• Automatic outlier detection and removal

• Detailed graphical output for each gene

• Ability to detect and identify misaligned grids or mislabeled samples

The relative expression values generated by CARMA (i.e. the Variety value for each gene relative to a reference sample), can be further processed by commercial and freeware software packages designed to organize, cluster and display microarray data. In this regard, the relative expression values are analogous to the more traditional ratio-metric measures in that both provide a relative difference in expression between samples. Of course more advanced users can modify or extract portions of CARMA to integrate into their own analyses if so desired. Future development of CARMA may include developing a graphical user interface, improving the implementation of mixed models, adding new methods of normalization, implementing bootstrapping to calculate significance, and adapting CARMA to function as a Bioconductor[38] package.

## Availability and requirements

Project name: CARMA

Project home page: 

Operating system(s): Platform independent, only tested on Microsoft Windows 2000/XP

Programming language: R

Other requirements: R version 1.9 or higher

License: GNU General Public License

Restrictions to use by non-academics: Permission from University of Arizona required

## Authors' contributions

KG designed and developed the software and drafted the manuscript. MM performed all experiments related to the aquaporin-1 experimental dataset. HB conceived of the aquaporin-1 study and participated in its design and coordination. JH participated in the conceptualization, design, review and testing of the software, and assisted in the preparation of the manuscript.

## Grants and support

This research was supported in part by a University of Arizona Foundation Award (HLB), the Diamond Family Foundation, PANDA (People Acting Now Discover Answers) (JBH), University of Arizona BIO5 Graduate Research Award, and NIH awards #DK064706 (HLB) and #HL67067 (JBH).

## Supplementary Material

Additional File 1 **CARMA User Document.doc **A Microsoft Word document describing how to install and use the CARMA software. Click here for file

Additional File 2 **CARMA_5.0.zip **An R package for installing CARMA under the Microsoft Windows operating system. Click here for file

Additional File 3 **CARMA_Source.zip **The R source code for CARMA. Click here for file

Additional File 4 **CARMAAquaporin1.zip **The configuration files used to process the aquaporin-1 example dataset using CARMA. Click here for file

Additional File 5 **Data1.zip **Comma separated value data files containing the microarray experimental data. Click here for file

Additional File 6 **Data2.zip **Comma separated value data files containing the microarray experimental data. Click here for file

Additional File 7 **Data3.zip **Comma separated value data files containing the microarray experimental data. Click here for file

Additional File 8 **Data4.zip **Comma separated value data files containing the microarray experimental data. Click here for file

## Figures and Tables

**Figure 1:**
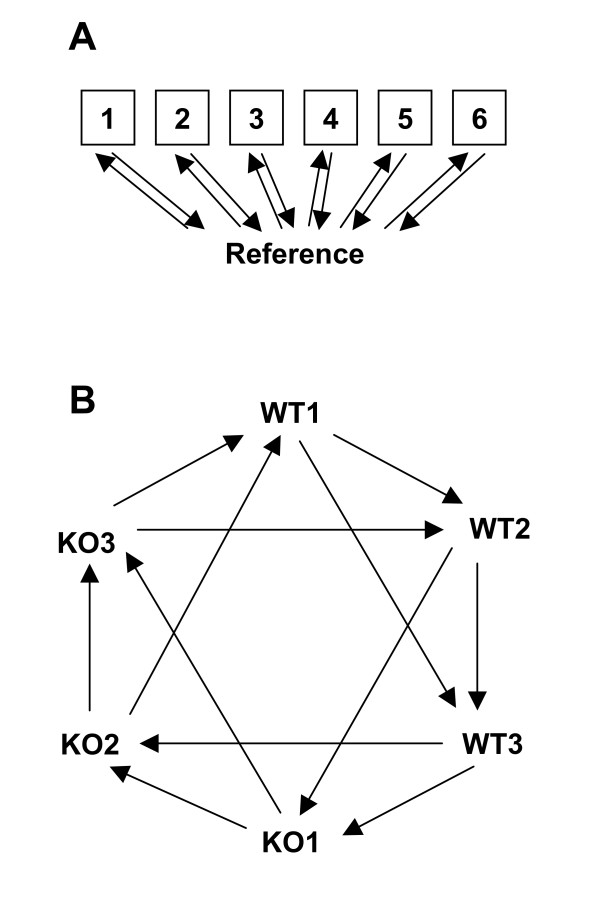
Hybridization scheme for 6 samples where all samples are hybridized against a reference sample. **B **Interwoven loop hybridization scheme for the aquaporin-1 knockout experiment used in this study, where W1-W3 and KO1-KO3 denote each of the wild type and aquaporin-1 deficient mice respectively. Each arrow in both schemes represents one hybridization, with the tail of the arrow denoting labeling with the Alexa 546 dye and the head of the arrow denoting labeling with the Alexa 647 dye.

**Figure 2:**
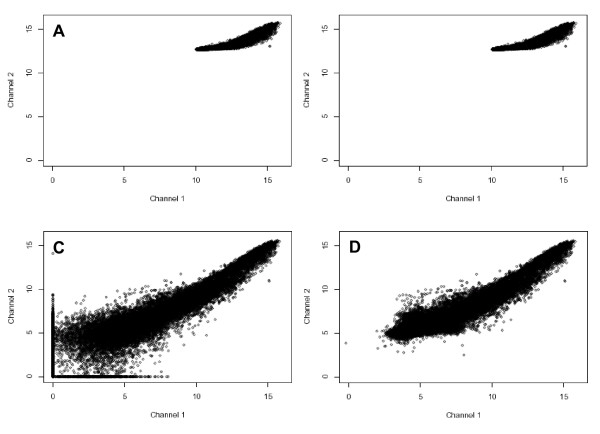
Plot of the pre-normalized data, channel one (green) vs. channel 2 (red), for one hybridization in the aquaporin-1 dataset after applying **A **log2 transformation without background subtraction or **B **linlog transformation without background subtraction or **C **log2 transformation after background subtraction or **D **linlog transformation after background subtraction.

**Figure 3:**
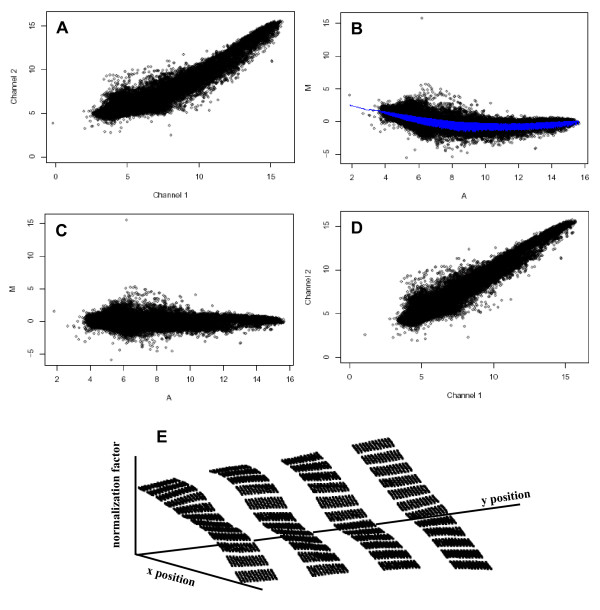
Normalization of a two-channel hybridization. **A **The linlog transformed data before normalization plotted as channel 1 (Alexa 546 dye) versus channel 2 (Alexa 647 dye) intensities. **B**,**C **Ratio-Intensity plot before (**B**) and after (**C**) spatial and intensity lowess normalization. "M" refers to the log ratio of the two channels and "A" refers to the geometric mean of the spot intensity for both channels. The blue line in **B **is the spatial/intensity lowess normalization fitted curve, with the curvature of the line representing the intensity-dependent fit and the width of the line representing the spatial component of the lowess normalization. **D **The final normalized data used for the ANOVA. **E **A plot of the correction factors, by array position, used to normalize intensities due to spatial effects only. Shown are the amount adjusted for each of the 650 elements in the 12 × 4 subarrays (in the X and Y directions, respectively) of the mouse cDNA microarray used in the study. A location depended effect can be observed as a general increase over the length of the slide (bottom to top) and a dip near the center of the slide.

**Figure 4:**
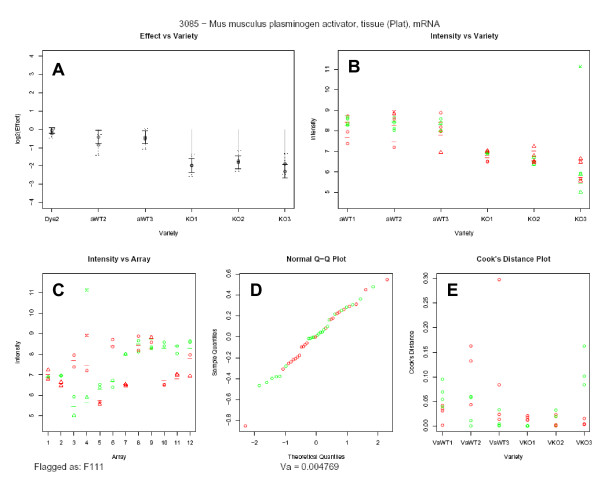
Results of ANOVA for the Mus Musculus *Plat *gene. In panels B-E of this figure the color of the plotted data points represents the fluorochrome that was used to label the sample (green = Alexa 546, Red = Alexa 647). **A **Graphical display of the Variety term estimate and standard error for the relative *Plat *gene expression for mice WT2, WT3, KO1, KO2, KO3 referenced to WT1 (the a in front of WT1, WT2 and WT3 is simply a label marker). Solid lines represent the final estimates after removal of outliers, while the dashed lines represent estimates before removal of outliers. The Dye2 (Alexa 647) effect and its standard error are also shown. **B, C **Transformed and normalized intensities plotted by sample (**B**) or hybridization (**C**). Colored circles (confident) and triangles (below user defined confidence threshold) represent the normalized measured intensities for each element (i.e. spot), and dashes represent the calculated intensities from the ANOVA model. An x denotes a point that was identified as an outlier. **D **A normal Q-Q plot for all data providing an indicator of the normality of the residuals. **E **The Cook's distance plot illustrating the influence of each data point on the fit of the model.

**Table 1:** Comparison of background and transformation techniques

**Number of Genes**	**Background Subtracted Linlog Transformed**	**Background Subtracted Log2 Transformed**	**Non-Background Subtracted Log2 Transformed**	**Non-Background Subtracted Linlog Transformed**
10	778	375	565	565
100	3091	1464	2087	2087
1000	7084	3565	5019	5019

The sum of the gene Variety term ANOVA *F *values for the first 10, 100, or 1000 genes ranked by Variety term ANOVA *F *value. Larger numbers represent higher ratios of the between mouse variance over the within mouse variance.

# Supplementary material for: CARMA: A platform for analyzing microarray datasets that incorporate replicate measures
**Source:** BMC Bioinformatics. 2006 Mar 17;7:149. doi: 10.1186/1471-2105-7-149
**Supplement:** Additional File 1 — CARMA User Document.doc A Microsoft Word document describing how to install and use the CARMA software.

# CARMA User Manual

###### Version 5.0

###### April 22, 2005

# Introduction

CARMA is an R package that was developed to provide a user-friendly method to analyze two-channel microarray datasets. This document is contains a description of how to analyze your dataset using CARMA. For a more detailed description of theory behind CARMA please refer to the accompanying article “CARMA: A platform for analyzing microarray datasets that incorporate replicate measures”.

CARMA was originally designed to analyze the microarray datasets generated by our laboratory, however the techniques employed for each aspect of the analysis were chosen for their broad applicability to two-channel microarray datasets. The main functions performed by CARMA are: reading in the data files, transformation, normalization, performing an analysis of variance (including contrasts), and generating both tab delimited files and a graphical representation of the results. User-defined parameters are used to tailor the analysis for dataset. Other features include data filtering, outlier detection and removal, and the ability to process incomplete datasets.

# System Requirements

CARMA was designed and developed under the Microsoft Windows 2000 operating system, however it was designed to be operating system independent. It has also been tested under Microsoft Windows XP. A precompiled version is only available for Microsoft Windows. In addition, the R programming environment (version 2.0 or later) must be installed, as well as the R “nlme” package. At least 1 GB of free hard drive space and 512 MB of RAM are also recommended.

# Installation

CARMA is a package for the R computing environment. If you do not already have R installed please visit [http://www.r-project.org](http://www.r-project.org/). In addition, you must have installed the *nlme* packeage, which can either be downloaded from the R website, or installed through R using the *install.packages* command (Ex. type *install.packages(“nlme”)* at the r command prompt).

CARMA is available at <http://www.u.arizona.edu/~jhoying/CARMA>. Currently a precompiled version of CARMA is only available for Microsoft Windows. To install CARMA, download CARMA.zip and select *Install package(s) from local zip files…* from the *Packages* dropdown menu. If you are using a different operating system then you can download the source file CARMA_Source.zip and either build a package on your system (if you are a very experienced R user), or you can load the file manually using the R source command (Ex. type *source(C:/CARMA/CARMA.R)* at the r command prompt, assuming that you have unzipped the CARMA.R file to the c:/CARMA directory).

# Known Issues

The following is a list of known issues and their solution.

## Error in scan … line ? did not have x elements

This error can be caused by one of two problems. This error is caused by one of the input files not containing the correct number of tabs. Usually the file is the Experiment file. To correct the problem open the file in a word processor that can display tabs, and make sure that each line has the same number of tabs.

# Data

CARMA was designed to read data from the individual data files (one for each hybridization) generated by most image analysis (spot finding) software packages. The user specifies a formula to calculate the spot intensities used in the ANOVA. CARMA will read the data and perform the calculations for each file (hybridization) in the experiment.

# Input

CARMA utilizes four input files in addition to the data files. Two of these files specify information about the array that was used in the experiment, and two files provide information specific to the experiment. Each of the files, a description of their use, and a description of each field are provided below. All files should be tab delimited. Also, all of these files should be tab delimited. Some characters, including a single quotation (‘) mark and the number sign (#), will cause an error if they exist inside of the file. Please remove or replace these characters if they exist in any of the input files.

## ArrayLayout.txt

This file is specific to a microarray, but is common to all experiments that use the microarray. In other words, if I have a microarray that contains 15,000 mouse cDNA clones, I would use the same files for all of the hybridizations that I performed that used this microarray, but I would use a different file for hybridizations involving a different microarray (for example a 12,000 cDNA rat microarray). This file is used to specify information about each spot on the microarray, and is used to describe what expressed sequence tags (which represent genes) are present on the array and how they are arranged on the array. The layout file is dependent on the orientation of the scanned image (i.e. a vertical image would have a different layout than a horizontal image). The location (SetRow, SetColumn, Row, Column) for each element should be specified from the upper left hand corner of the image. In addition to the required fields listed below, user-defined fields can also be provided. These fields will be included in some of the output files, and often include information such as the print plate location, length, or blast e-values for each spot.

## ArrayParameter.txt

This file is specific to a microarray and the data file generated by the spotfinding software, but is common to all experiments that use the microarray. In other words, if I have a microarray that contains 15,000 mouse cDNA clones, I would use the same files for all of the hybridizations that I performed that used this microarray, but I would use a different file for hybridizations involving a different microarray (for example a 12,000 cDNA rat microarray). This file contains information specific to the array, but common to all spots on the array. Also, it defines the names of columns in the data files that are necessary for the analysis.

## Experiment.txt

This file is specific to one microarray experiment. It defines the samples that were used in each hybridization of the experiment. Up to 4 attributes (varieties) can be specified for each sample in each hybridization, although in practice only 1 or 2 are usually used. These attributes are used in the analysis of variance. For example a researcher might be interested in the effect of drug dosage and time on gene expression. The values for each attribute are entered in pairs (one for each channel). For example, the one might enter the values of t8h, t16h, d10, d100 in the Va1, Va2, Vb1, and Vb2 fields respectively, to specify that the cy3 sample was treated with 10ug of a drug for 8 hours, and the cy5 sample was treated with 100 ug of a drug for 16 hours.

## Input.txt

This file is specific to one microarray experiment, however most values will be the same for all experiments. The purpose of this file is to tailor the analysis for each experiment. A more detailed description of many of the fields is provided after the following table. Also, please refer to the Example section of this document for an illustration of how this file is used.

The following bullets contain a more detailed description and common values for many of the fields in the above table.

**IntensityFormula** – This formula describes how the intensity value used in the ANOVA is calculated. This formula is described based on the fields in the ArrayParameter.txt file (without the Ch1 or Ch2 prefix), which currently include: Status, Spot, Background, and BackgroundSD. The most common values for this field are *Spot* for non-background subtracted data, and *Spot-Background* for background subtracted data.

#### MinimumIntensityFormula – This formula is used to describe the cutoff between the log and linear portions of the linlog transformation. The most common values are: *BackgroundSD*, which sets the cutoff to the median of one standard deviation of the background of all spots on the array; *Background*, which sets the cutoff to the median of the background of all spots on the entire array; *Optimize*, which attempts to optimize the cutoff based on the assumption of equal variance over the entire range of intensities; and *1*, which sets the cutoff to 1.

**CriteriaFormula** – This formula defines the criteria for a spot to be identified as a reliable measure. Common values are: *BackgroundSD*, which sets the criteria to the median of one standard deviation of the background of all spots on the array; and *Background*, which sets the cutoff to the median of the background of all spots on the entire array; or *1* which designates all spots as reliable measures.

#### ExcludeFormula – This formula defines the criteria to exclude spots from the analysis. Common values are: *Flag > 0*, which excludes all spots for which the flag is greater than 0; or *Flag <> Normal*, which excludes all spots for which the flag is not equal to NORMAL.

**ReplicatePercent** – The percentage of replicates of a element on the array that must pass the CriteriaFormula for the any of the replicates to be used in the ANOVA. For example, if the microarray that I am using is printed in triplicate, and my ReplicatePercent was set to .51, then for any given element at least two of the three spots must be identified as reliable measures (based on the CriteriaFormula) and not be excluded (based on the ExcludeFormula) in at least one of the channels, for any of the measures for the three spots to be include in the ANOVA. The most common value is *.51*.

**SpotPercent** – The percentage of measurements for a given element on the array that must be identified as reliable and non-excluded (based on the CriteriaFormula, ReplicatePercent, and ExcludeFormula). The most common value is *.51*. This percentage essentially defines the percentage of times an element must be measured reliably for the element to be analyzed in the ANOVA. For example, if I was using an array printed in triplicate, and each sample in my hybridization scheme were hybridized 4 times, then for each element on the array I would have 12 measurements per sample. If my SpotPercent were set at .51, then 7 of those measurements for at least one sample would have to be identified as reliable.

**AnovaFormula** – The formula used to fit the data in the ANOVA. The available terms for this formula are I (Intensity), A (Array), D (Dye), Va (Variety a), Vb (Variety b), Vc (Variety c), Vd (Variety d). The left side of the formula is always I and the left and right sides of the formula are separated by a ~. The most common values are: *I~A+D+Va*, which is used for experiments involving one variety (variable of interest); *I~A+D+Va+Vb*, which is used for experiments involving two varieties (variables of interest) without an interaction term; or *I~A+D+Va+Vb+VaVb*; which is used for experiments involving two varieties (variables of interest) with an interaction term.

#### ReplicationFormula – This formula defines the replication used in the microarray experiment. The most common values are: *R*, if the only replication is replicate spots for each element on the array; *Vb*, if there is replication at the sample level; or *Vb/R* if there is replication at the sample and array levels.

#### LoessFormula – The formula for the locally weighted regression used to normalize the data. The available terms are: M (the product of the intensities of the two channels), A (the ratio of the intensities of the two channels), R (row), C (column). The most common values are: *M~A*, for an intensity based loess normalization; *M~R+*C, for a location based loess normalization, M*~A+R+C*, for a intensity and location based loess normalization; *M~A+R*, for an intensity an row based loess normalization; *M~A+C*, for an intensity and column based normalization.

**LoessSpan** – The percentage of spots used in the locally weighted regression. Common values range from .2 to .4.

**OutlierProbability** – The probability at which to remove outliers. Common values are: *.05*, 95% confidence that a spot is an outlier is required for it to be excluded from use in the ANOVA; *.01*, 99% confidence that a spot is an outlier is required for it to be excluded from use in the ANOVA; *0*, no spots are excluded from use in the ANOVA based on the outlier calculation.

**AnovaProbability** – The maximum *p*-value for the ANOVA variety term allowable for an element on the array to be included in the list of selected elements. If there is more than one variety in the linear model defined for the ANOVA, then if either variety has a *p*-value less than the value defined in this field then the element is flagged as selected. Common values range from .05 to .001.

**Effect** – The magnitude (in the log2 scale) of the difference between any two levels of the variety (i.e. Difference between any two treatements) that is necessary for an element to be included in the list of selected elements. Common values are: *.585*, or *1*, *0* which correspond to a 1.5 fold change, a 2 fold change, or no fold change criteria, respectively.

# Output

## Normalized.txt

This file contains the normalized intensities for all hybridization in the experiment. It also has a Pass columns indicating whether each intensity measurement was identified as a reliable.

## NormalizedMean.txt

This file contains the average normalized intensities by element for all replicate spots for all hybridization in the experiment. It also has Pass columns that average the Pass values for all replicate spots for each element.

## Output.txt

This file contains the calculated values for each level of the variety effect. For example, if we were analyzing the effect of four different dosages (10, 20, 40, 80) of a drug on gene expression there would be three calculated values Value.20, Value.40, and Value.80. Each of these values is a calculation (reported as log2) of how the corresponding dosage affected gene expression relative to the lowest dosage level (10). This file also contains measures of the significance (*p­­*-value) of the Variety term and calculations of the standard error associated with each level of the Variety Effect.

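For 22 of the 28 clones that the authors analysed among the 100 shown, the plain F of the Variety term computed from the deposited ratios was within 1% of the F given by the sums of squares in that output. The other 6 were further off.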

## OutputSelect.txt

This file is the same as the Output.txt file, however it only contains elements that were identified as differentially expressed based on the AnovaProbability and Effect parameters specified in the Input.txt file.

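The selected output in Additional file 4 lists 7 clones. The deposited ratios gave, for these clones, 35 log2 values relative to WT1, 1 for each of the other 5 mice, and these differed from the values in that output by a median of 0.002 and at most 0.30. H3154G07 (Igfbp3) was at 1.62 in KO1 (standard error 0.29). H3116G07 (Tm4sf6) was at -1.60 in KO2 and -1.33 in KO3. H3142G07 (Scamp2) was at -0.56 in KO1, H3131G01 (0610007P06Rik) at -1.22 in KO3, H3159G01 (1210001E11Rik) at 0.83 in KO3 and H3157G07 at -1.10 in KO2. H3118G01 was at 3.14 in WT2. After adjustment over all 15600 clones, limma's p-values of the mouse term ran from 0.0651 for H3154G07 to 0.225 for H3142G07.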

## AnovaContrast.txt

## AnovaContrastSelect.txt

This file is the same as the Output.txt file, however it only contains elements that were identified as differentially expressed based on the AnovaProbability and Effect parameters specified in the Input.txt file.

## PlotNormalize.pdf

This file contains graphs of the data for each hybridization both before and after normalization. There is one page for between channel normalization for each hybridization and one page for between array normalization for each hyrbridization.

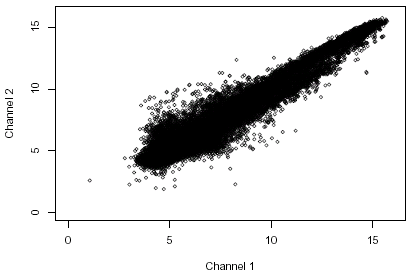

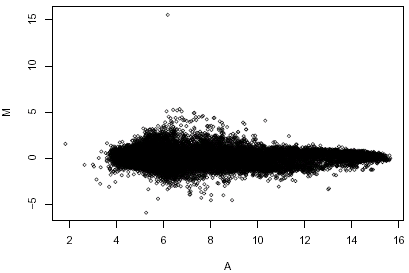

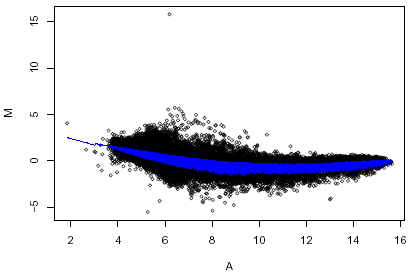

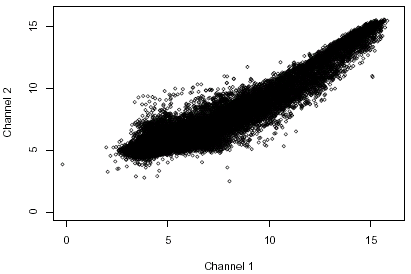

**A**

**B**

**C**

**D**

Normalization of a two-channel hybridization. **A** The linlog transformed data before normalization plotted as channel 1 (Alexa 546 dye) versus channel 2 (Alexa 647 dye) intensities. **B**,**C** Ratio-Intensity plot before (**B**) and after (**C**) spatial and intensity lowess normalization. “M” refers to the log ratio of the two channels and “A” refers to the geometric mean of the spot intensity for both channels. The blue line in **B** is the spatial/intensity lowess normalization fitted curve, with the curvature of the line representing the intensity-dependent fit and the width of the line representing the spatial component of the lowess normalization. **D** The final normalized data used for the ANOVA.

## Plot.pdf

This file contains one page for each expressed sequence tag (gene) on the array that was analyzed (only EST’s that had enough confident measures are analyzed). The following figure is for one gene in an experiment that compared the gene expression of 6 different mice. Three of the mice were wildtype (WT) and three were aquaporin-1 knockouts.

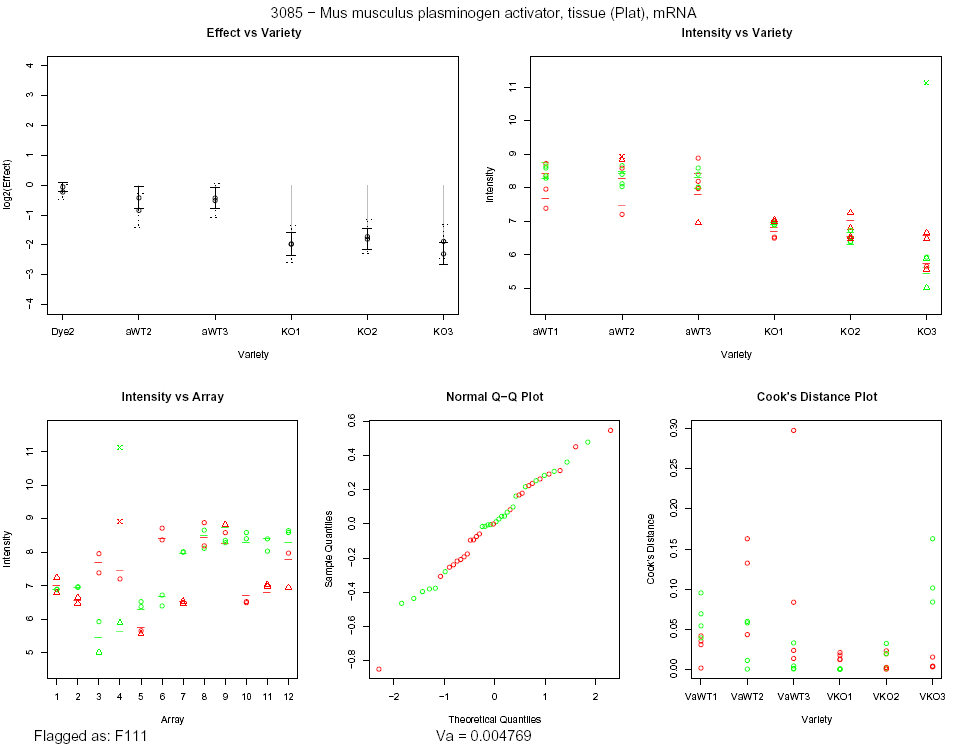

**A**

**B**

**C**

**D**

**E**

Results of ANOVA for the Mus Musculus *Plat* gene. In panels B-E of this figure the color of the plotted data points represents the fluorochrome that was used to label the sample (green = Alexa 546, Red = Alexa 647). **A** Graphical display of the Variety term estimate and standard error for the relative *Plat* gene expression for mice WT2, WT3, KO1, KO2, KO3 referenced to WT1 (the a in front of WT1, WT2 and WT3 is simply a label marker). Solid lines represent the final estimates after removal of outliers, while the dashed lines represent estimates before removal of outliers. The Dye2 (Alexa 647) effect and its standard error are also shown. **B,C** Transformed and normalized intensities plotted by sample (**B**) or hybridization (**C**). Colored circles (confident) and triangles (below user defined confidence threshold) represent the normalized measured intensities for each element (i.e. spot), and dashes represent the calculated intensities from the ANOVA model. An x denotes a point that was identified as an outlier. **D** A normal Q-Q plot for all data providing an indicator of the normality of the residuals. **E** The Cook’s distance plot illustrating the influence of each data point on the fit of the model.

## PlotSelect.pdf

This file is the same as the Plot.pdf file, however it only contains elements that were identified as differentially expressed based on the AnovaProbability and Effect parameters specified in the Input.txt file.

# Examples of Input Files

This section if divided into two parts. The first part contains examples of the files used to define the layout of the microarray and the data files generated by the spot finding software. These files are common to all experiments that use the same microarray and scanner/spotfinding software. The second part contains examples of the input files used to define specific experiments.

## ArrayLayout.txt – This example contains the first 10 rows of the layout file for a rat oligo array array. Each element on the array is printed in triplicate. In addition to the required fields, this file contains a location column that specified the plate location of each element on the array.

## ArrayParameter.txt – The following tables are examples of the ArrayParameter.txt file. Because this file can be dependent upon the type of scanner/software used, I have included two examples. These examples are both for a rat oligo array.

ArrayParamter.txt for ArrayWoRx scanner

ArrayParameter.txt for GenePix scanner – In this case there are no Status fields in the data files, so those columns should be set to the name of another existing column in the data files (in this case they were set to the Flags column).

## Input.txt and Experiment.txt – The following examples of the experiment.txt and input.txt files are all for an experiment that involved a comparison between 3 aquaporin-1 knockout mice, and 3 wildtype mice. The experimental design consisted of RNA from each mouse being hybridized against four of the other mice, using a mouse cDNA array with each element printed in duplicate.

The following two tables were used to analyze the dataset for differences in gene expression between mice, irrespective of genotype. The a was added in front of WT in order that WT be alphabetically smaller than KO. This insured that mouse WT1 would be used as the reference.

Experiment.txt

Input.txt

The following two tables were used analyze differences between the aquaporin-1 group and the wildtype group.

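For the genotype comparison, the 6 estimated mouse effects were taken as replicates, 3 knockout mice against 3 wild type mice. With limma, 0 of 15600 clones passed an adjusted p under 0.05, and the smallest adjusted p was 0.213. At an unadjusted p under 0.05 there were 1486 clones, of which 464 were higher and 1022 lower in the knockout mice, and the plain fit gave 0 and 1238. Contrasting the genotypes with arrays as replicates, which leaves out the spread between mice, called 229 clones.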

Input.txt

## Mixed Effects Models – All of the examples presented so far have been fixed effects models. However, to get a better estimate of the significances of the difference in gene expression, a mixed effects model should be used in some cases. In the previous example, the Vb terms should really be specified as a random effect in the ReplicationFormula. Many statisticians also recommend specifying the array term as a random effect. Please refer to the help documentation for the random parameter of the r lme function for a more detailed description of the implementation of random effects.

## Multiple Variety Terms – The AnovaFormula field in the Input.txt file can be used to specify more than one (up to 4) variety (condition) term in the ANOVA. For example, if we wanted to investigate the effects of dosage and time in a microarray experiment, we would modify the AnovaFormula to read I~A+D+Va+Vb. If we also wanted to include a term for the interaction of dosage and time we would modify the AnovaFormula to read I~A+D+Va+Vb+VaVb

## Common Reference Designs – Many researchers perform microarray experiments where all experimental samples are hybridized against a common reference design. In this case, differences in gene expression between the common reference and the experimental samples are usually of no interest. These types of designs can be accommodated in CARMA by specifying the common reference as CARMAref in the Experiment.txt file, as in the following example.

# Supplementary material for: CARMA: A platform for analyzing microarray datasets that incorporate replicate measures
**Source:** BMC Bioinformatics. 2006 Mar 17;7:149. doi: 10.1186/1471-2105-7-149
**Supplement:** Additional File 2 — CARMA_5.0.zip An R package for installing CARMA under the Microsoft Windows operating system.

R: CARMA

# CARMA

---

## Documentation for package `CARMA' version 5.0

## Help Pages

|  |  |
| --- | --- |
| CARMA | CARMA (Computational Analysis of Replicate Measures for Arrays) |

# Supplementary material for: CARMA: A platform for analyzing microarray datasets that incorporate replicate measures
**Source:** BMC Bioinformatics. 2006 Mar 17;7:149. doi: 10.1186/1471-2105-7-149
**Supplement:** Additional File 2 — CARMA_5.0.zip An R package for installing CARMA under the Microsoft Windows operating system.

R: CARMA (Computational Analysis of Replicate Measures for Arrays)

|  |  |
| --- | --- |
| CARMA {CARMA} | R Documentation |

## CARMA (Computational Analysis of Replicate Measures for Arrays)

### Description

CARMA is a microarray analysis platform that reads data files generated by
most microarray image processing software packages, performs ANOVA using a
user-defined linear model, and produces easily interpretable graphical and
numeric results. No pre-processing of the data is required and user-specified
parameters control most aspects of the analysis including statistical
significance criterion. The software also performs location and intensity
dependent lowess normalization, automatic outlier detection and removal, and
accommodates missing data. In addition, multiple effects of interest can be
modeled, allowing studies that examine combinations of effects such as genotype
and treatment, dosage and time, or genotype and time.

### Usage

```
CARMA(pchrFileInput = "", pchrFileNormalized = "")
```

### Arguments

|  |  |
| --- | --- |
| `pchrFileInput` | the name and path of the Input.txt file. If this argument is left blank, a dialogue box will appear to allow the file to be selected. |
| `pchrFileNormalized` | the name and path of the Normalized.txt file. If this argument is left blank, a dialogue box will appear to allow the file to be selected. This argument is used to allow the analysis of variance (ANOVA) to be run on a dataset that has been previously processed by CARMA. This prevents the data from being re-read and re-normalized, and thus speeding up the analysis. |

### Value

No value is returned. Output files are created in the Output directory specified
in the Input.txt file.

### Note

Please refer to http://www.u.arizona.edu/~jhoying/CARMA.html to obtain the
necessary files and instructions for an example analysis of a microarray dataset.

### Author(s)

Kevin Greer  and Jay Hoying 

### References

http://www.u.arizona.edu/~jhoying/CARMA.html

### Examples

```
 CARMA()
```

---

[Package *CARMA* version 5.0 Index]

# Supplementary material for: CARMA: A platform for analyzing microarray datasets that incorporate replicate measures
**Source:** BMC Bioinformatics. 2006 Mar 17;7:149. doi: 10.1186/1471-2105-7-149
**Supplement:** Additional File 4 — CARMAAquaporin1.zip The configuration files used to process the aquaporin-1 example dataset using CARMA.

## 2 - UNKNOWN

Effect vs Variety

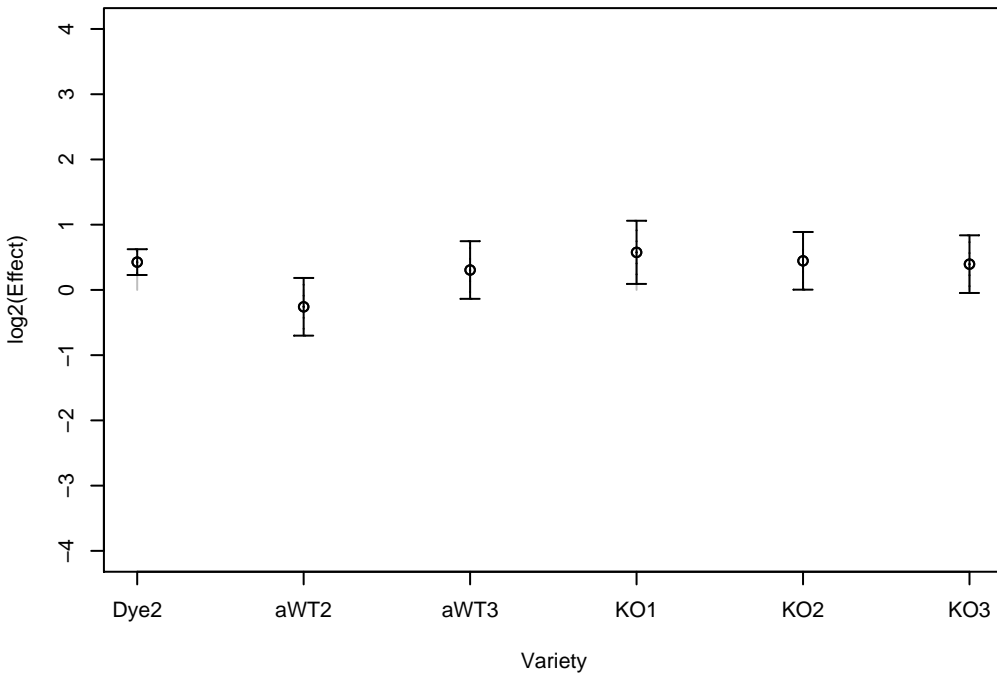

Intensity vs Variety

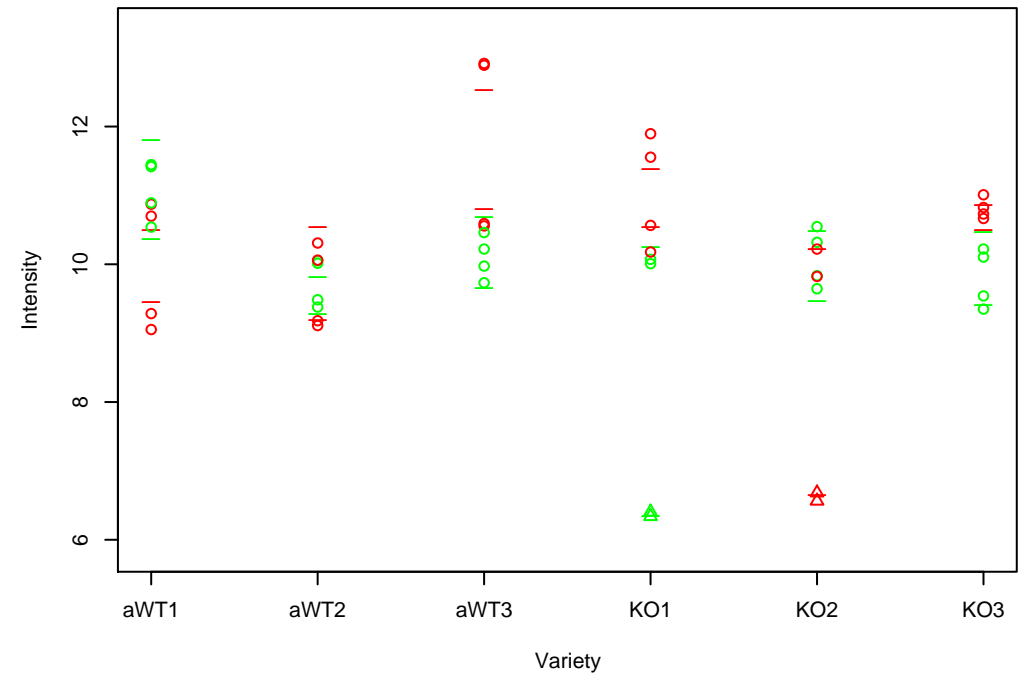

Intensity vs Array

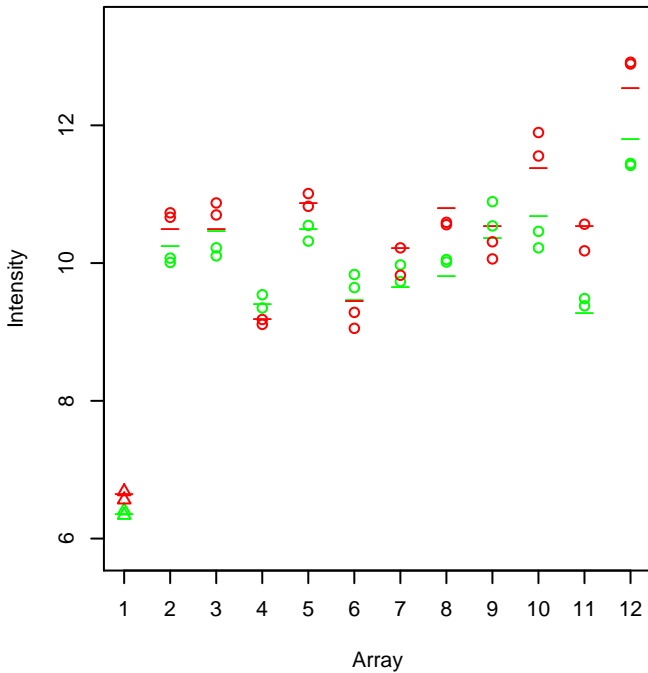

Normal Q-Q Plot

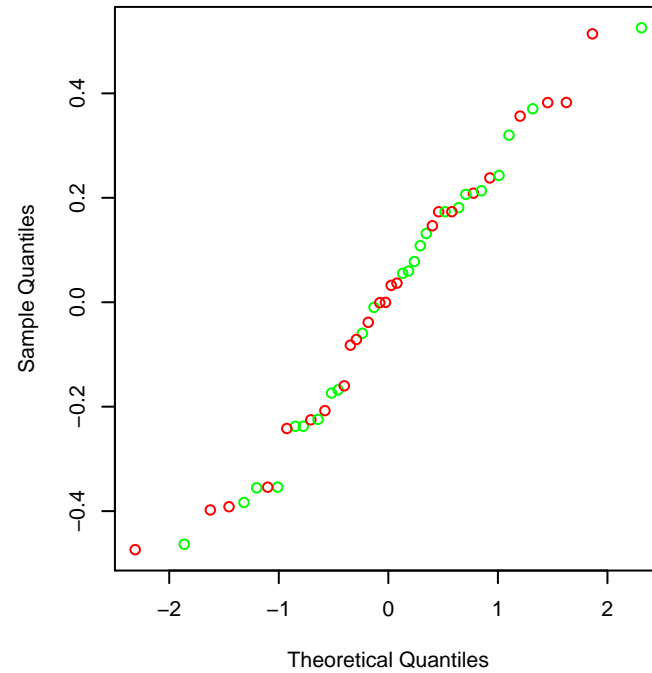

Cook's Distance Plot

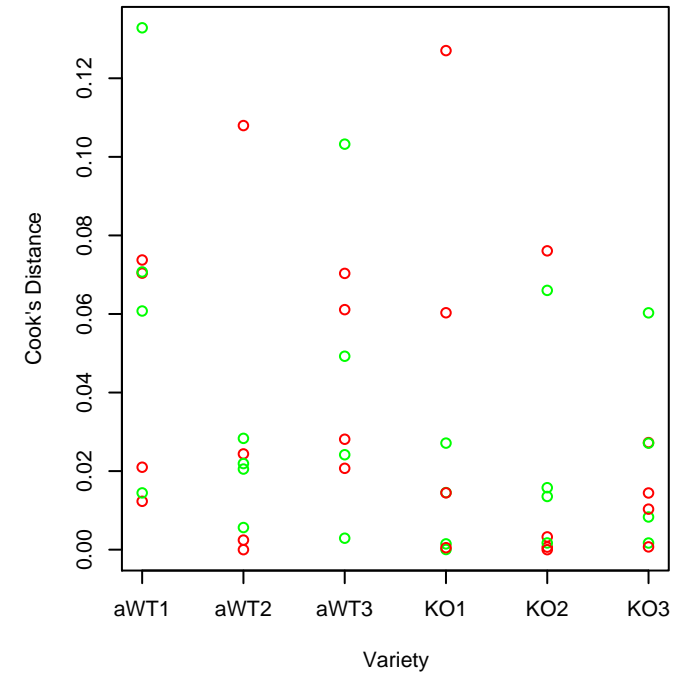

Flagged as: 101

Va = 0.5378

Probability > 0.05.

# 4 – 1200006L06RIK PROTEIN (FRAGMENT) homolog [Mus musculus]

Effect vs Variety

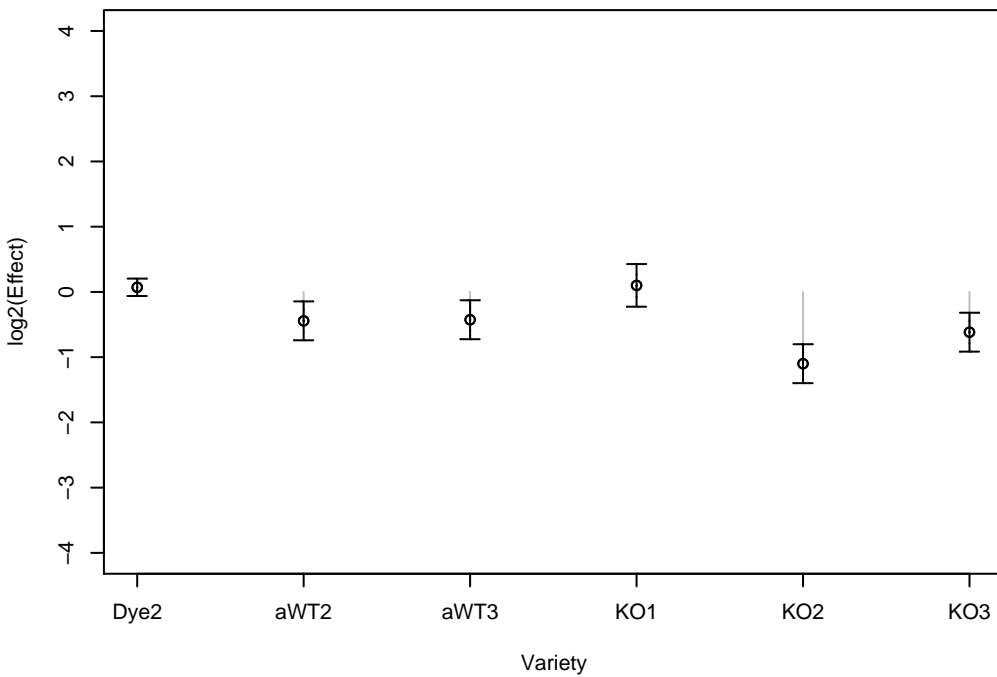

Intensity vs Variety

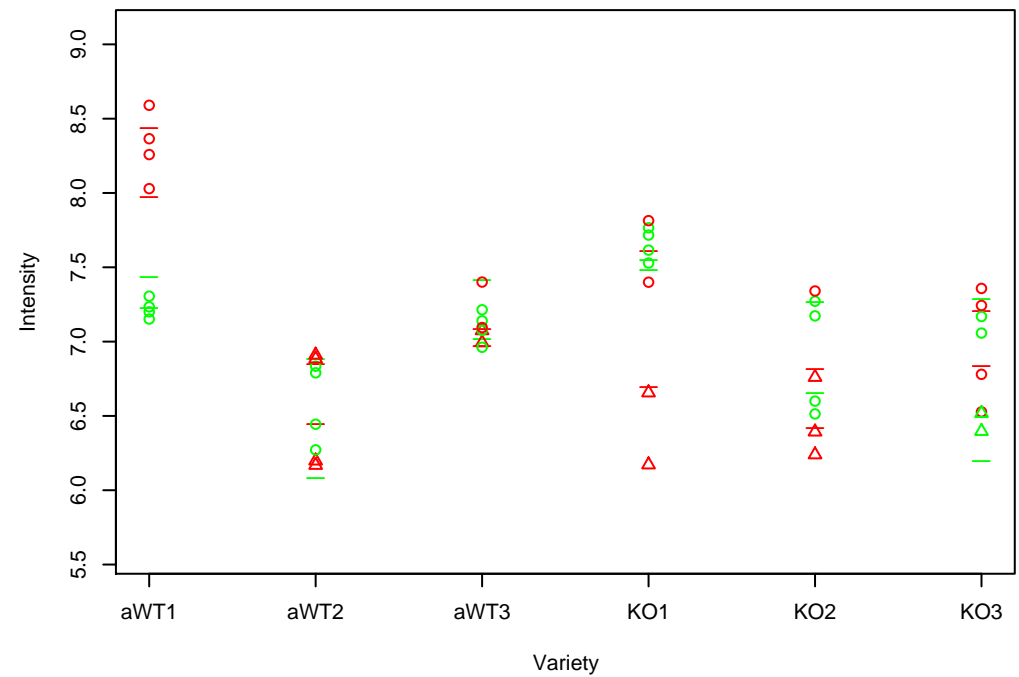

Intensity vs Array

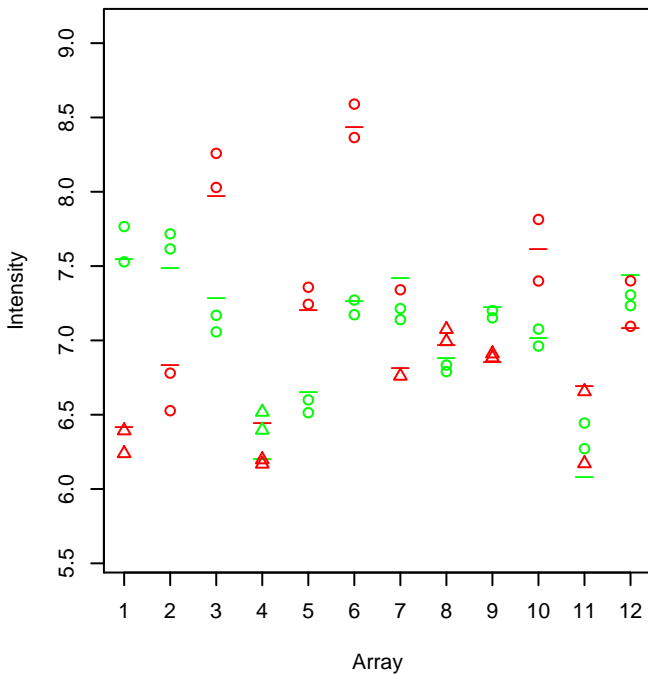

Normal Q-Q Plot

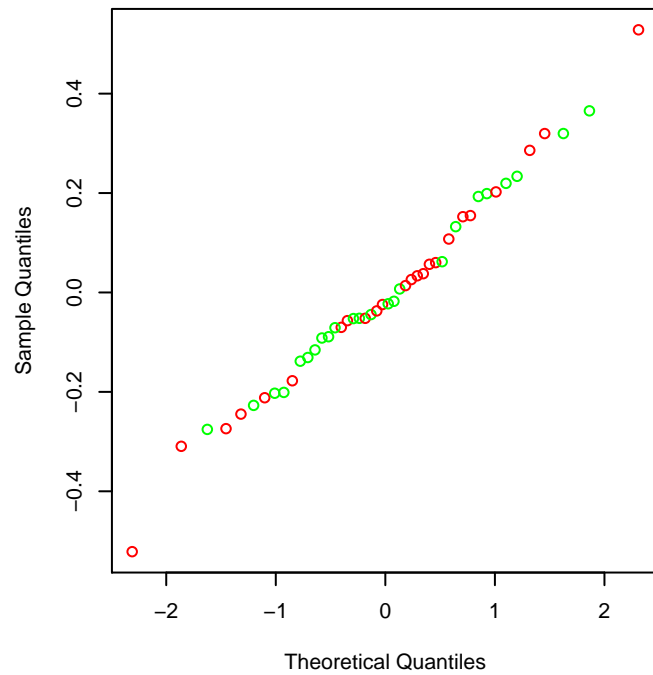

Cook's Distance Plot

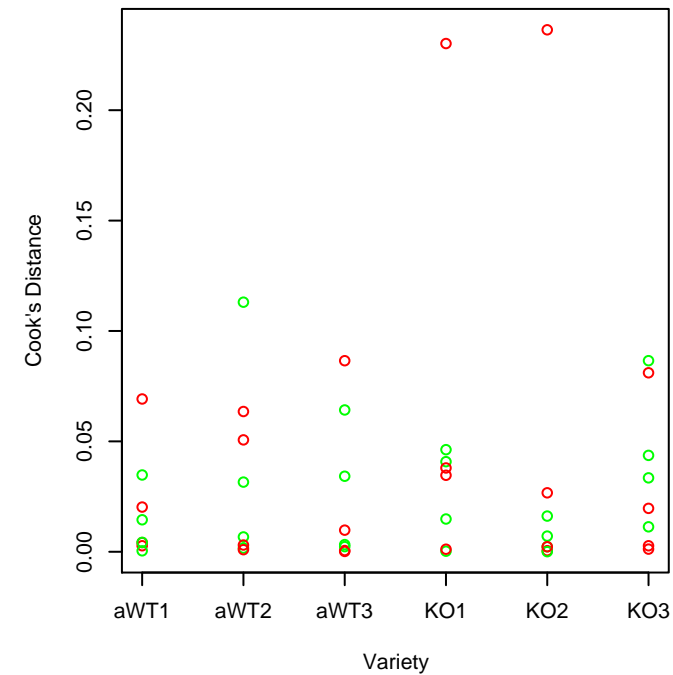

Flagged as: 111

Va = 0.03965

# 7 – Mus musculus RIKEN cDNA 1210001E11 gene (1210001E11Rik), mRNA

**Effect vs Variety**

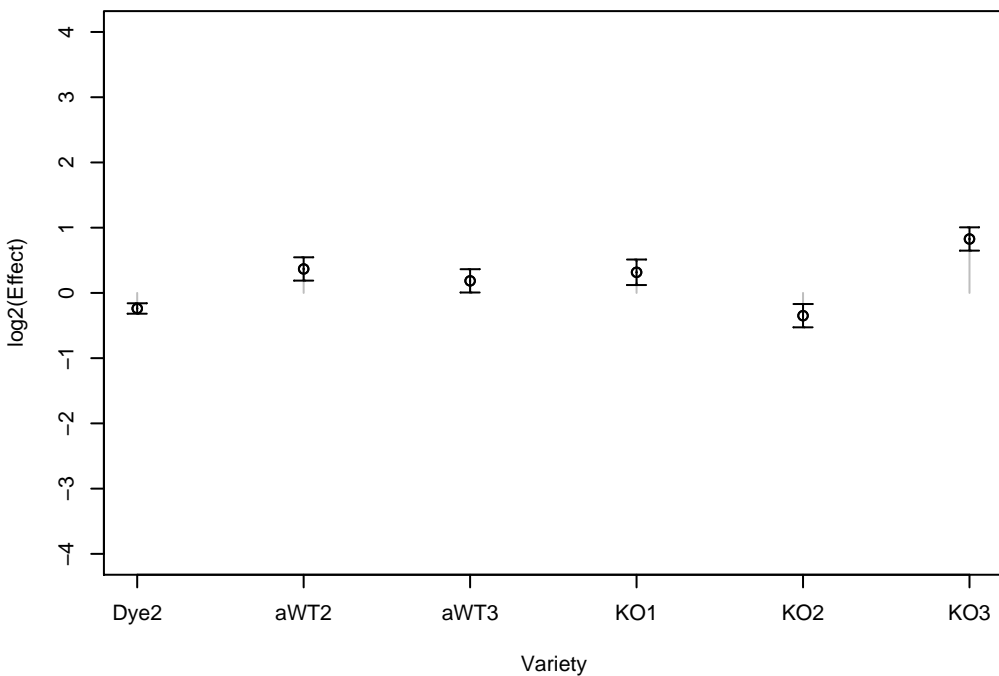

**Intensity vs Variety**

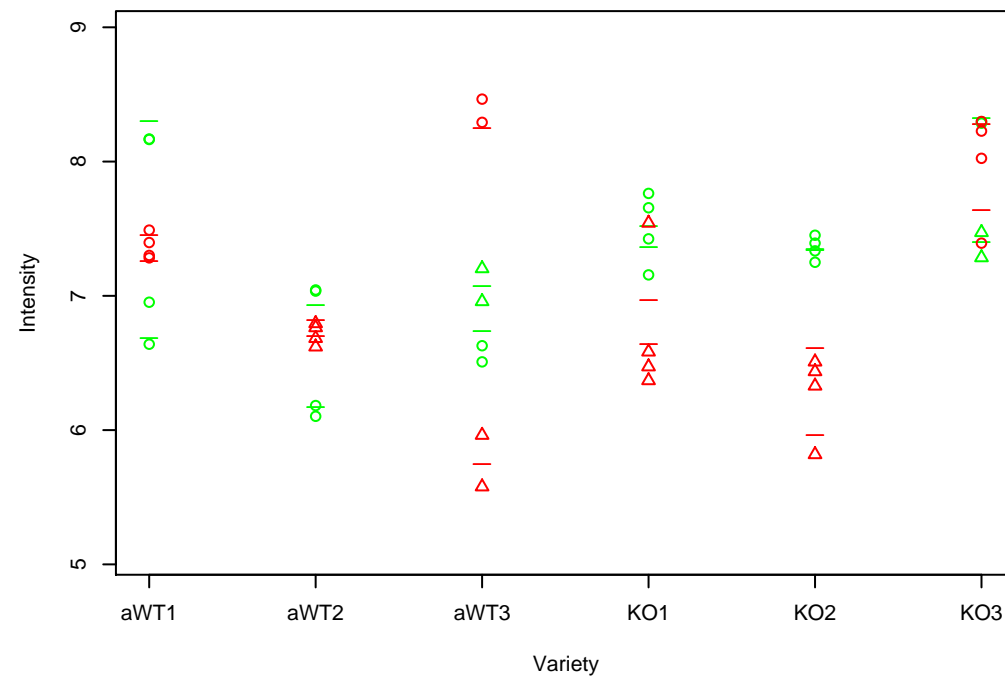

**Intensity vs Array**

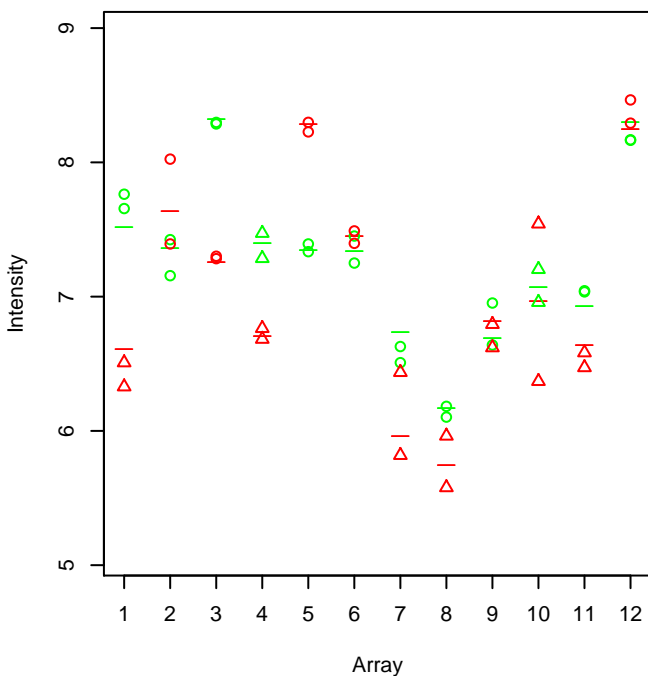

**Normal Q-Q Plot**

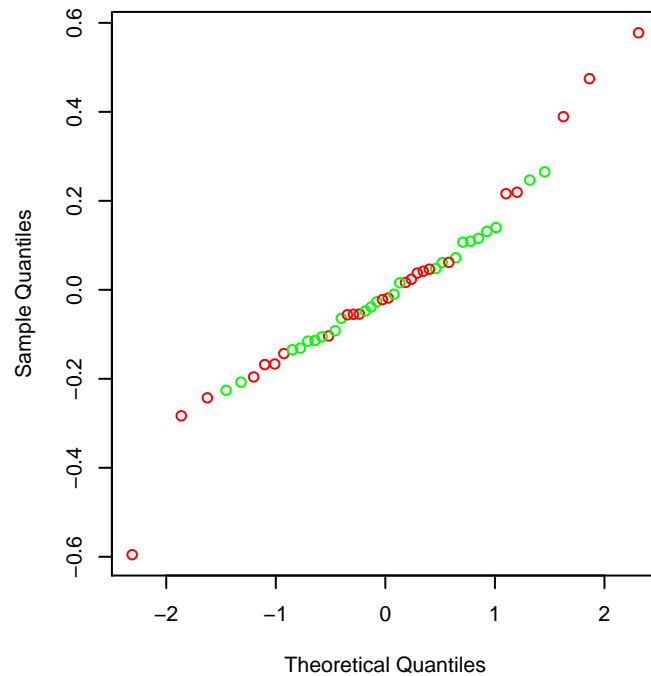

**Cook's Distance Plot**

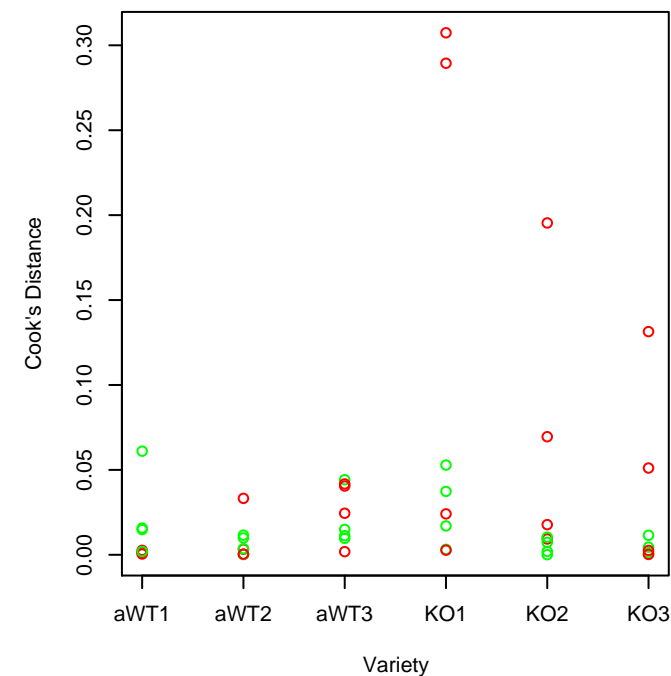

Flagged as: 111

Va = 0.008267

# 21 – Mus musculus gamma-aminobutyric acid (GABA-A) transporter 3 (Gabt3), mRNA

Effect vs Variety

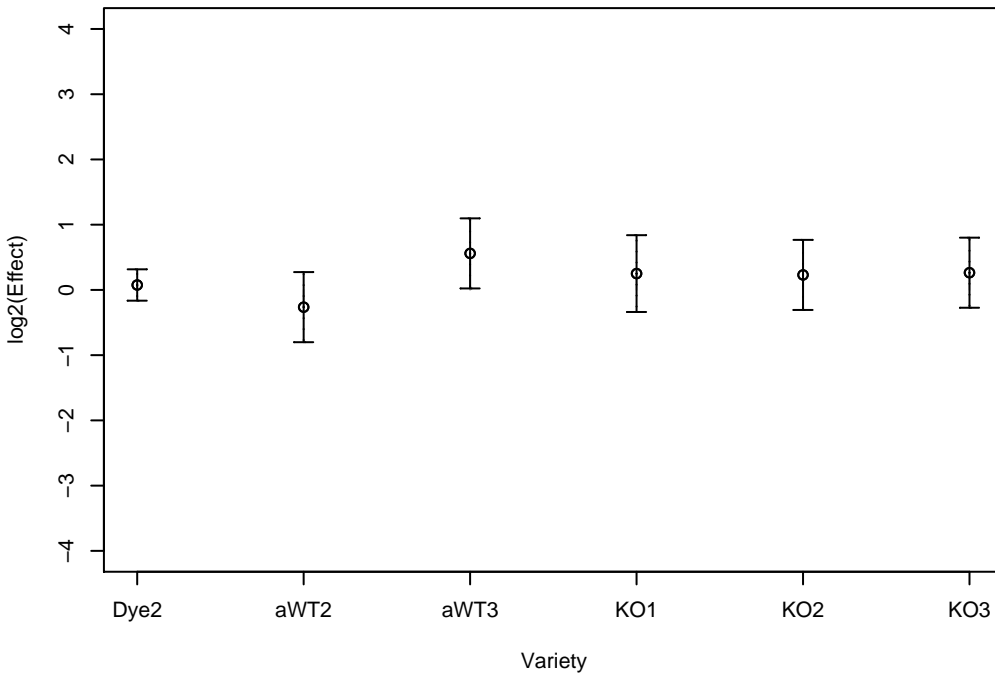

Intensity vs Variety

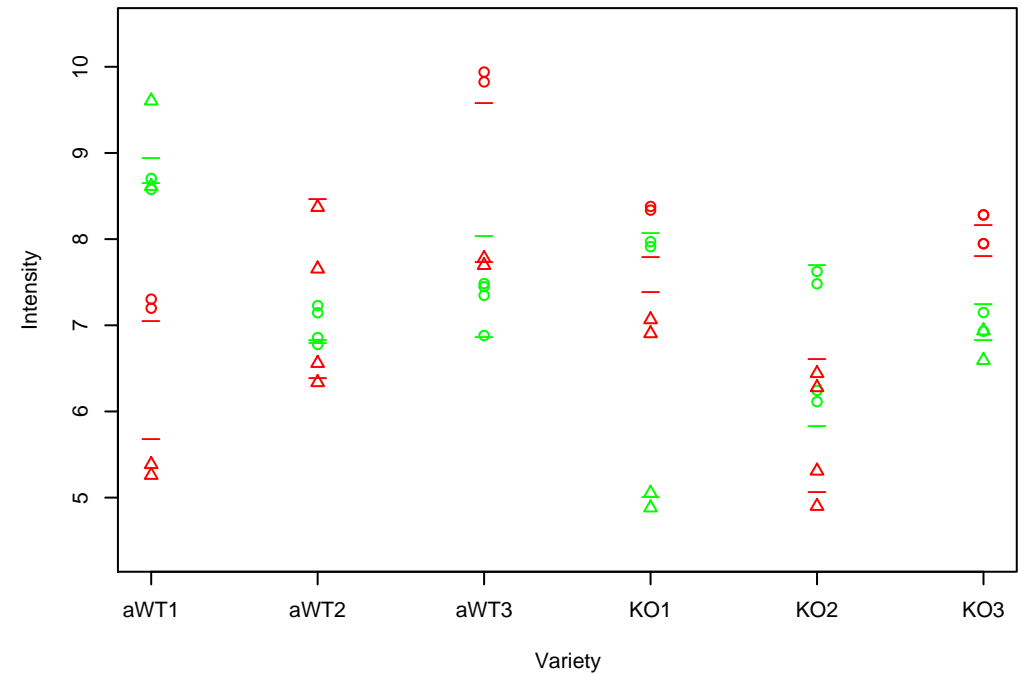

Intensity vs Array

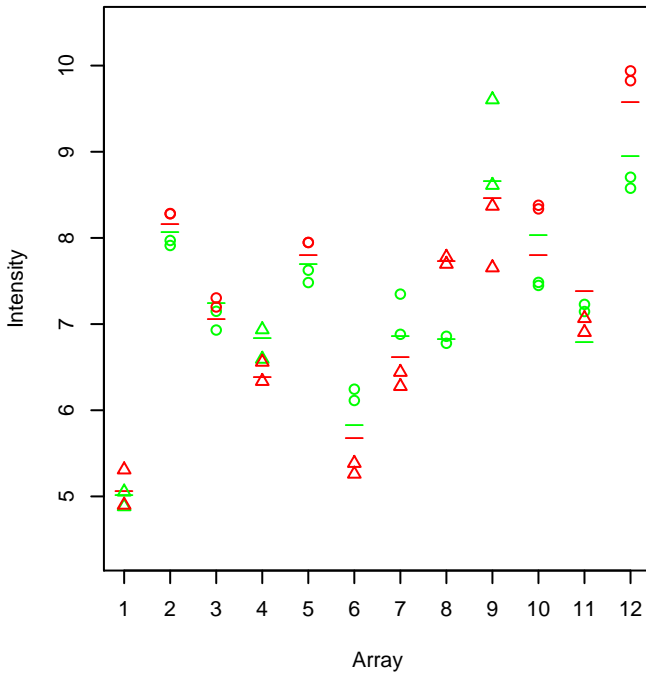

Normal Q-Q Plot

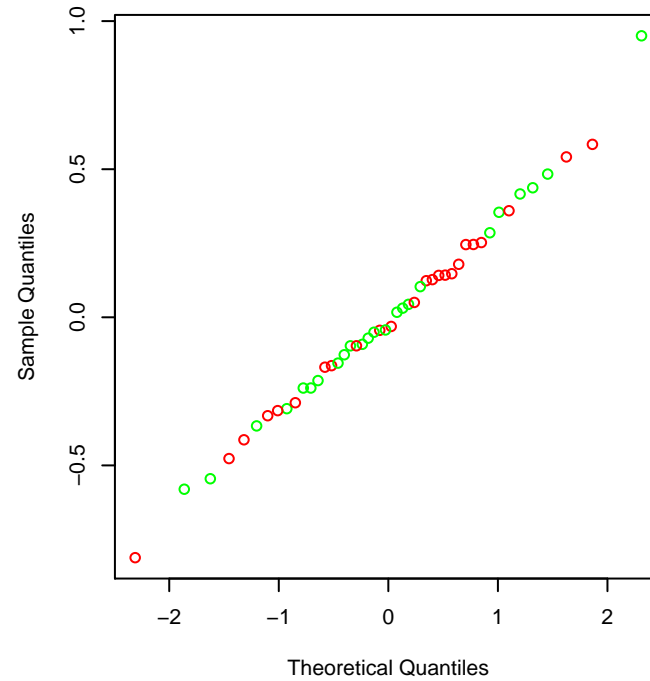

Cook's Distance Plot

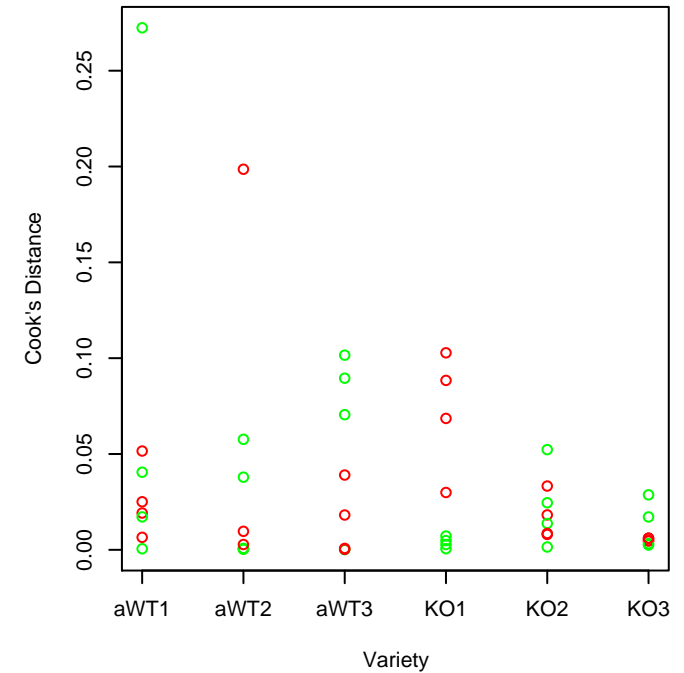

Flagged as: 101

Va = 0.7304

Probability > 0.05.

Effect vs Variety

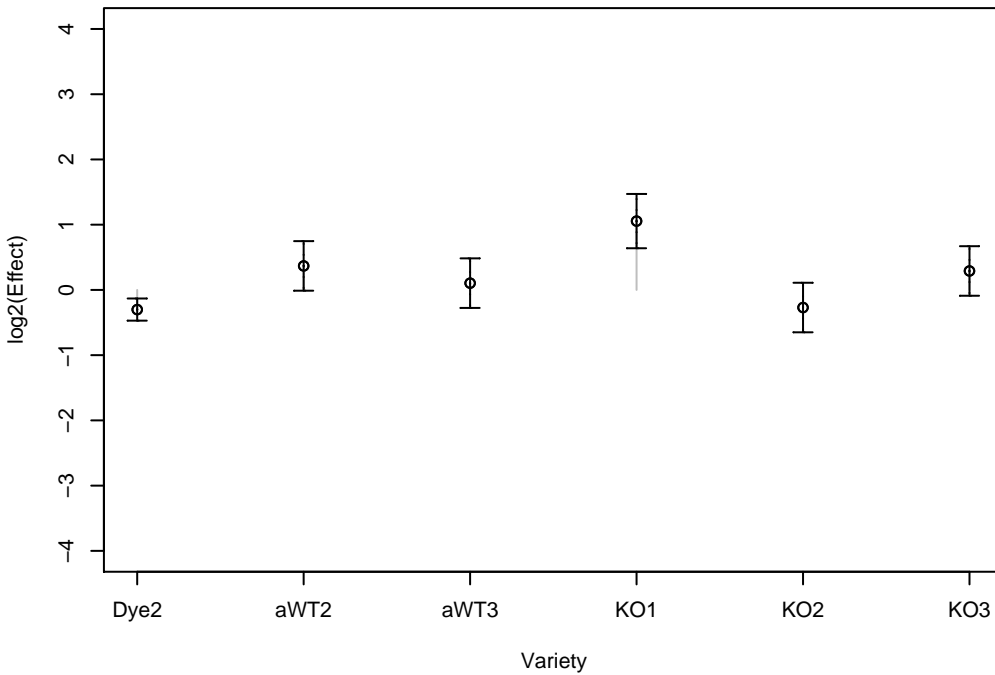

Intensity vs Variety

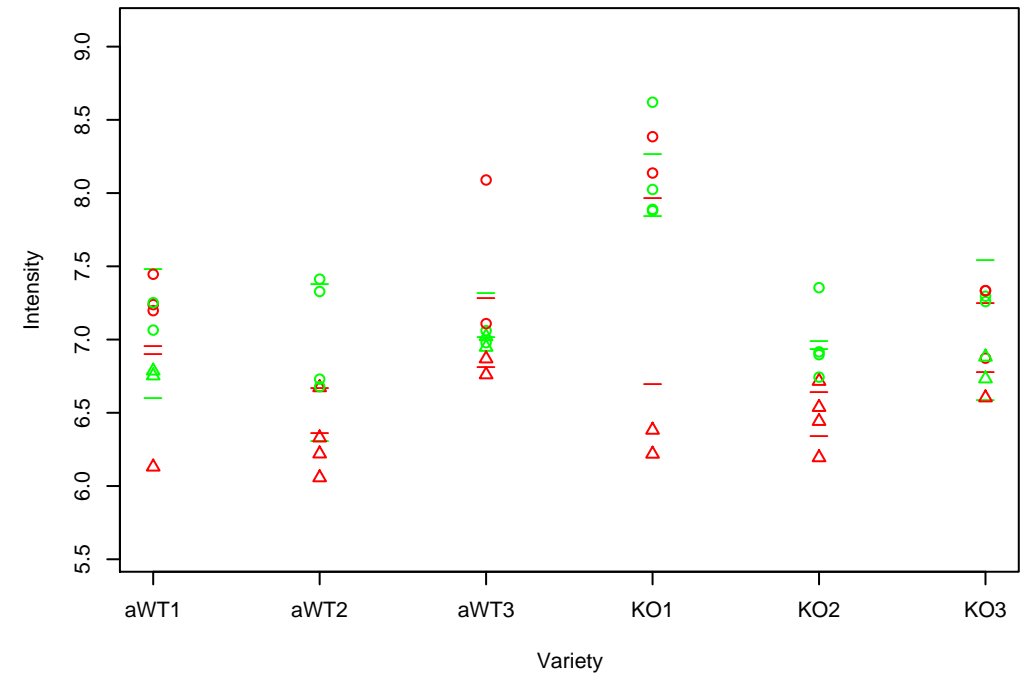

Intensity vs Array

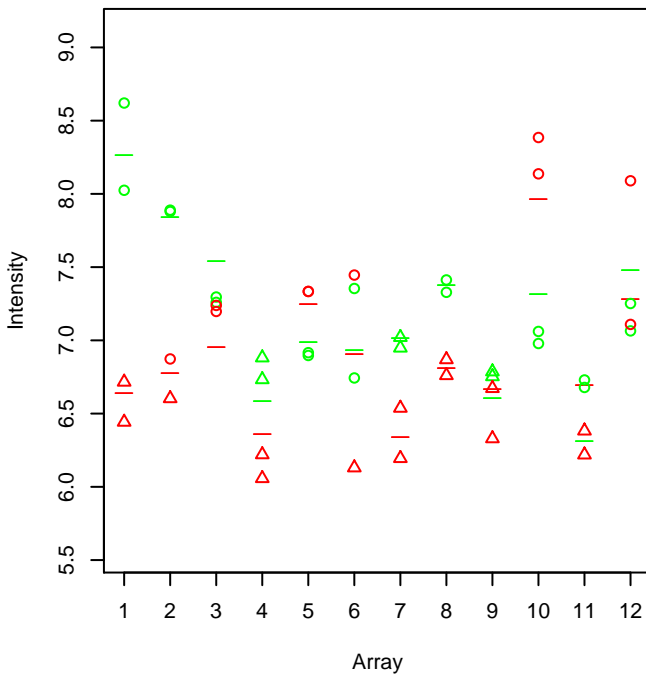

Normal Q-Q Plot

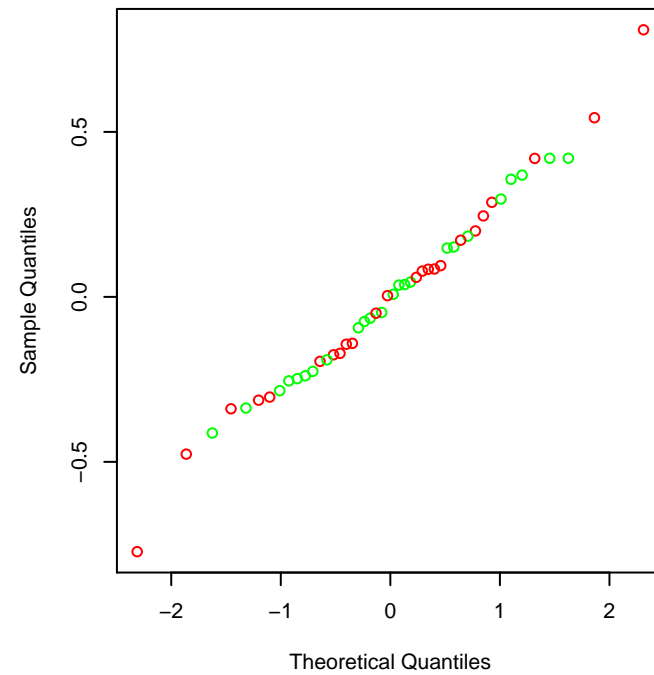

Cook's Distance Plot

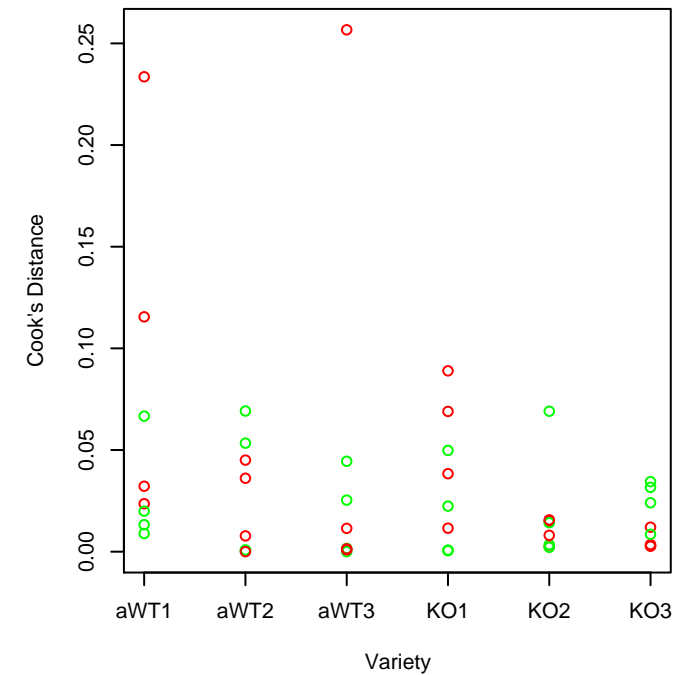

Flagged as: 101

Va = 0.1357

Probability &gt; 0.05.

# 24 – Mus musculus Vhlh–interacting deubiquitinating enzyme 1 (Vdu1–pending), mRNA

**Effect vs Variety**

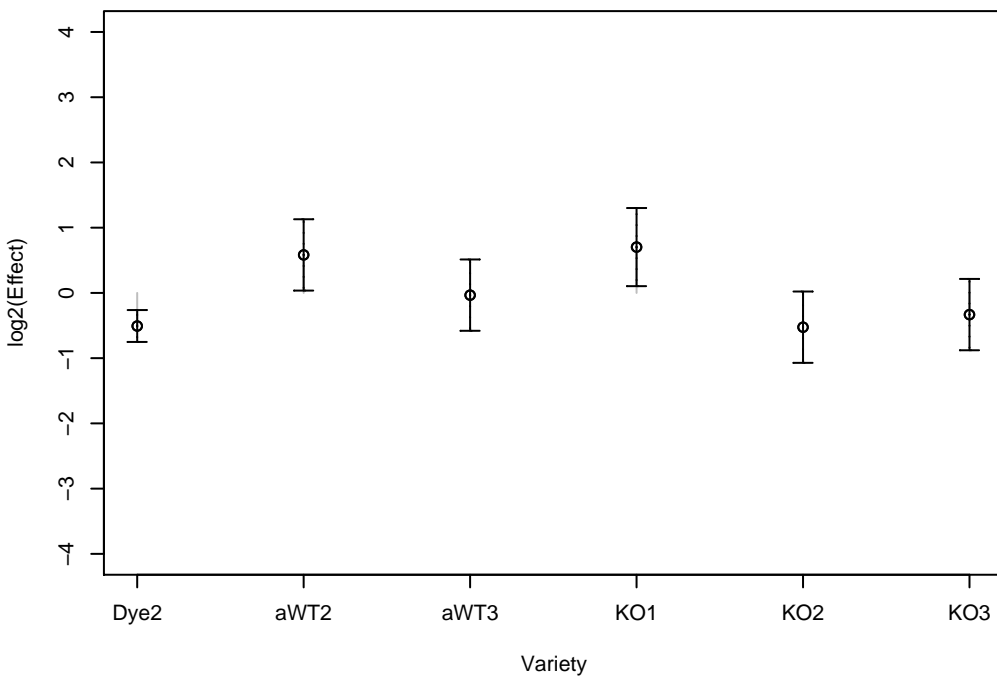

**Intensity vs Variety**

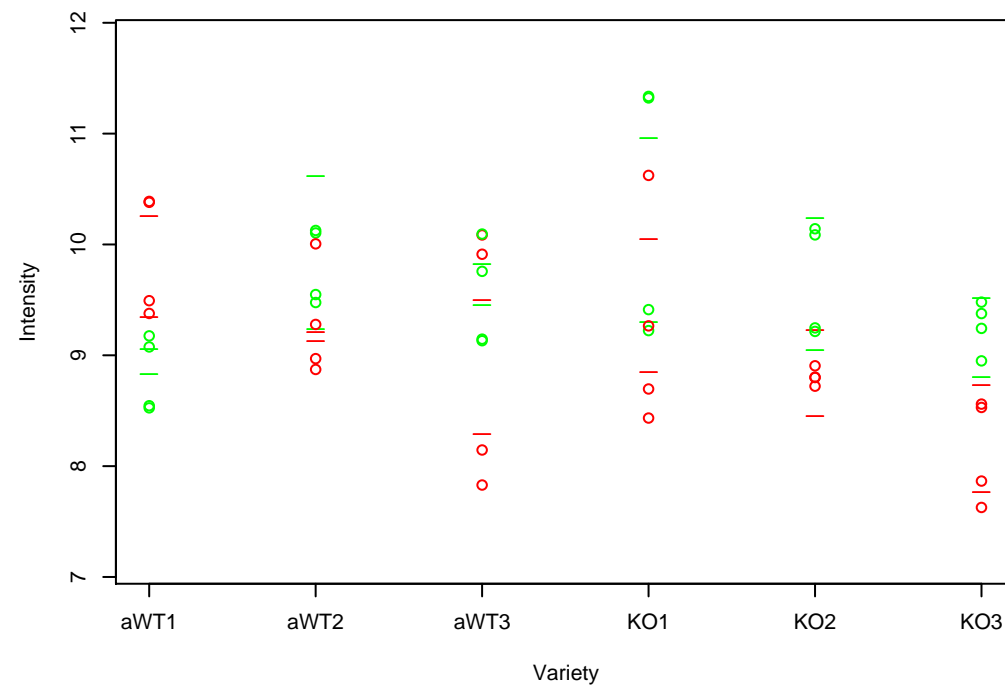

**Intensity vs Array**

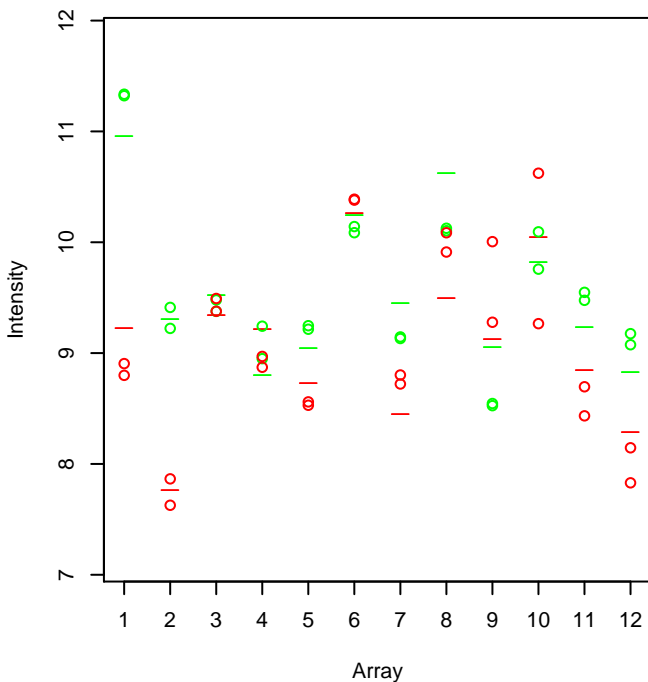

**Normal Q–Q Plot**

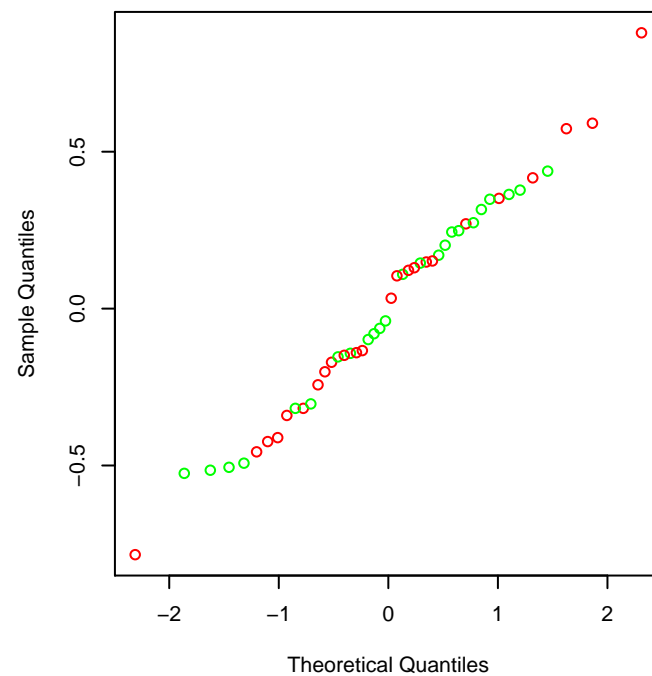

**Cook's Distance Plot**

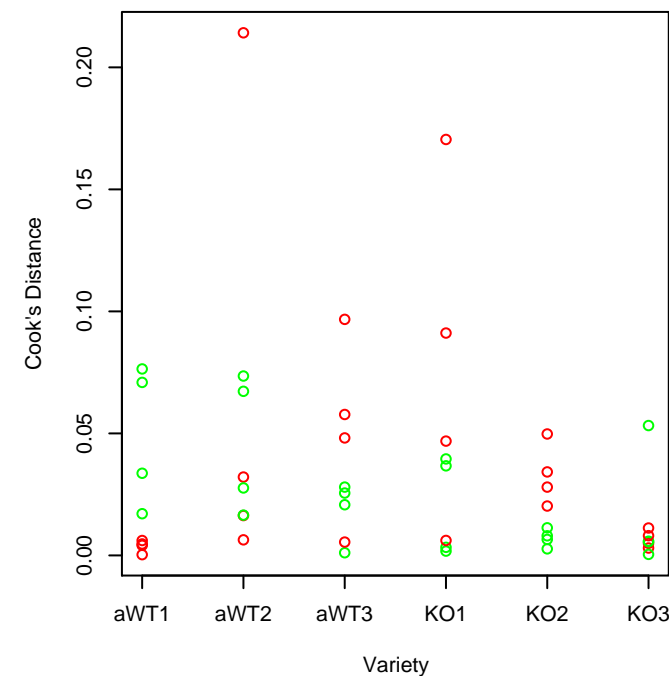

Flagged as: 101

Va = 0.3171

Probability > 0.05.

Effect vs Variety

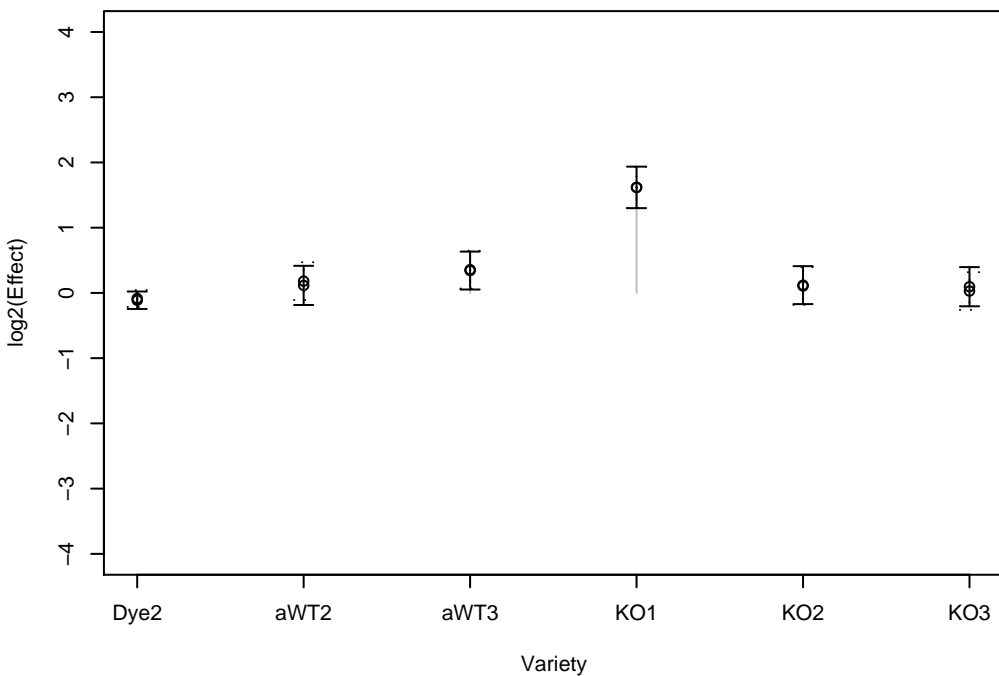

Intensity vs Variety

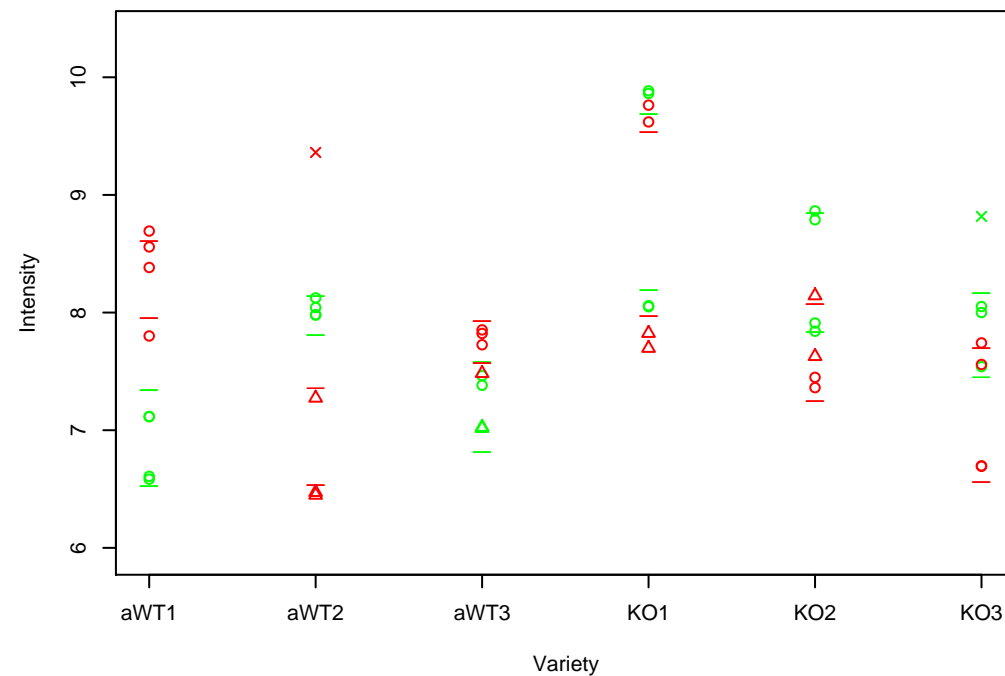

Intensity vs Array

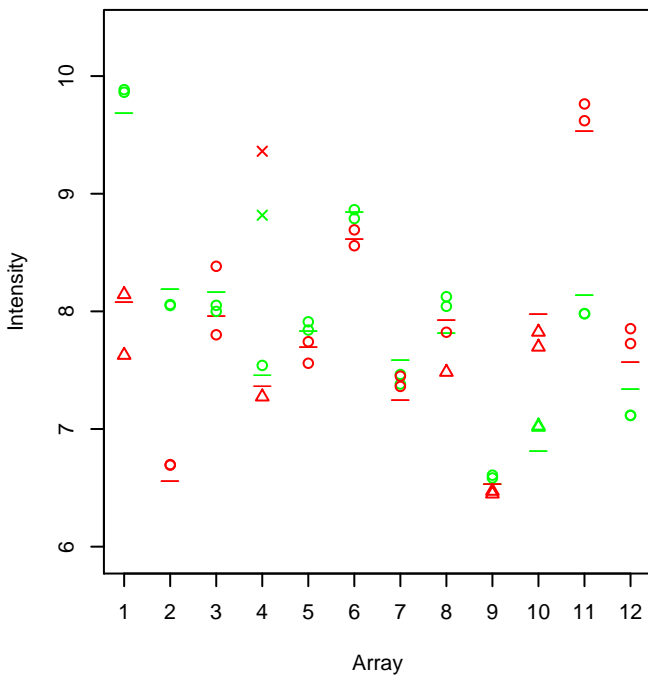

Normal Q-Q Plot

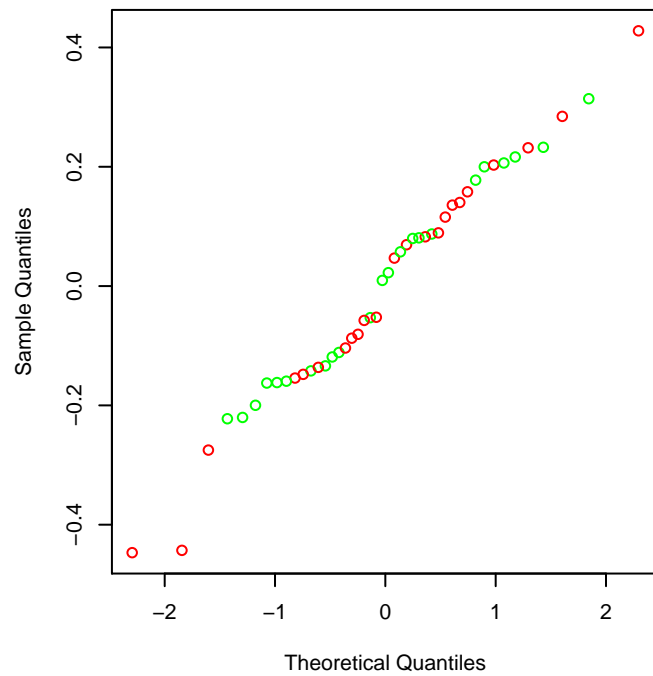

Cook's Distance Plot

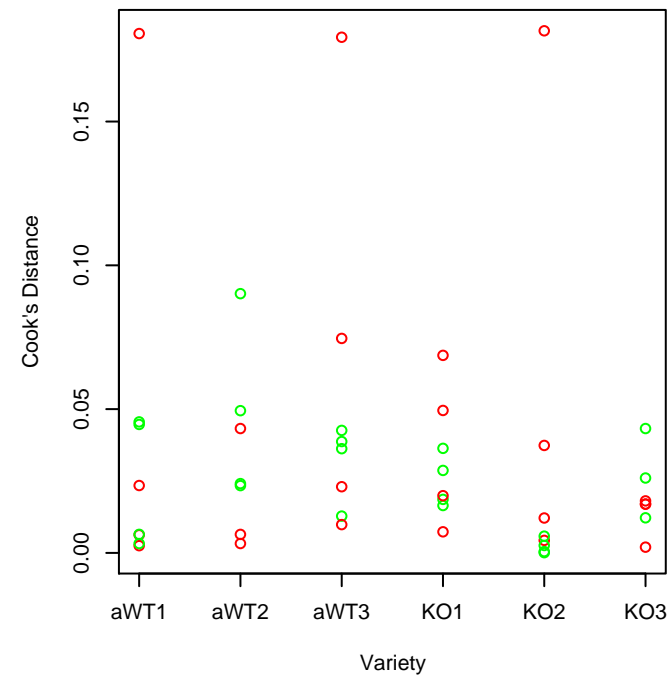

# 32 – Mus musculus secretory carrier membrane protein 2 (Scamp2), mRNA

Effect vs Variety

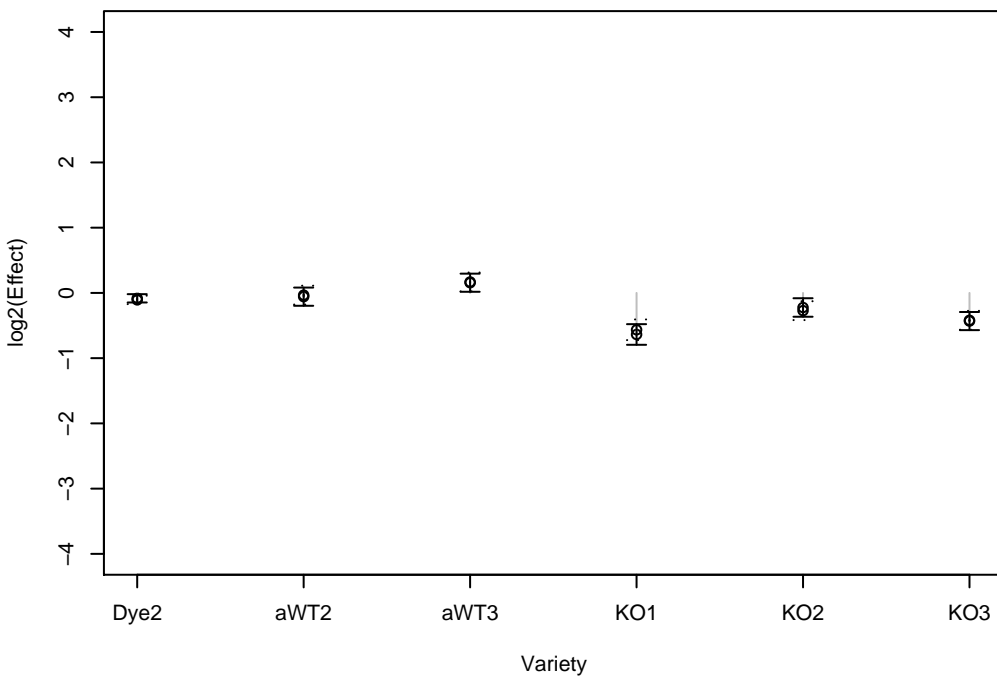

Intensity vs Variety

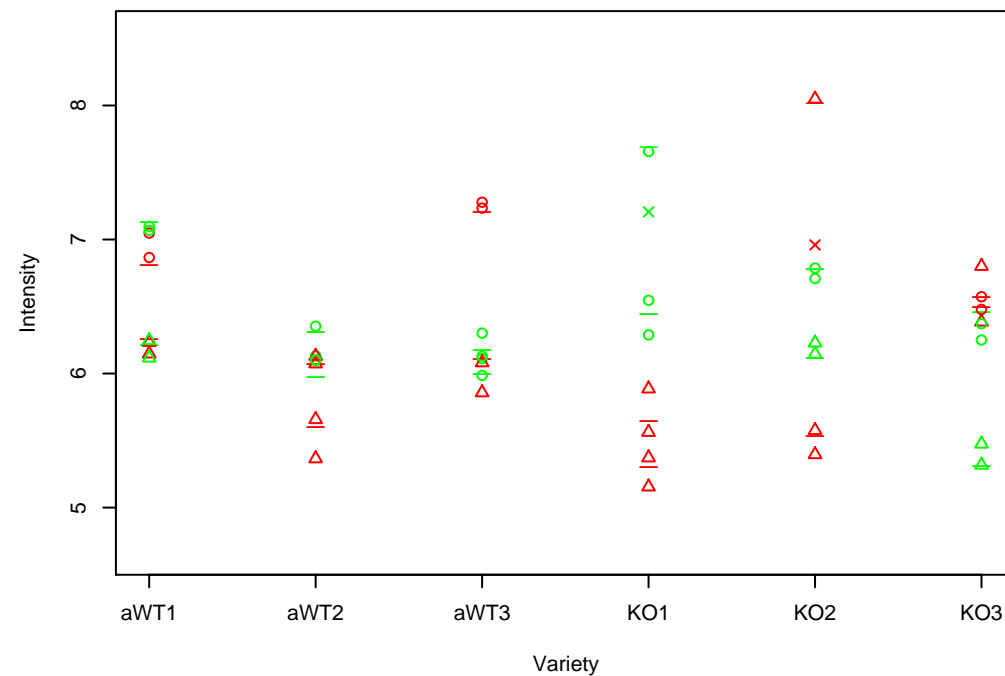

Intensity vs Array

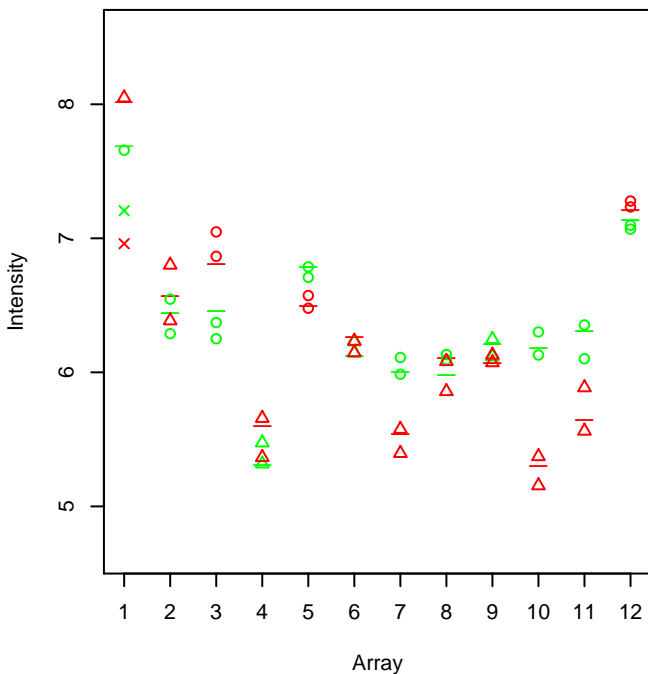

Normal Q-Q Plot

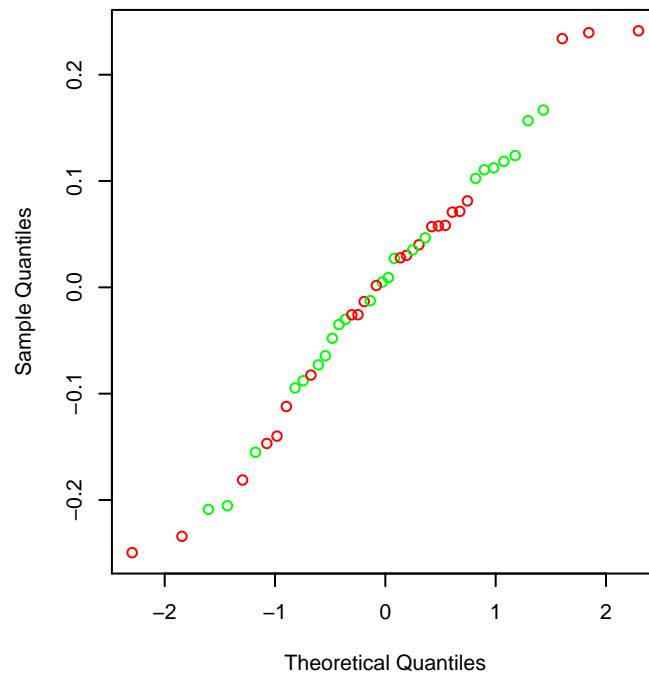

Cook's Distance Plot

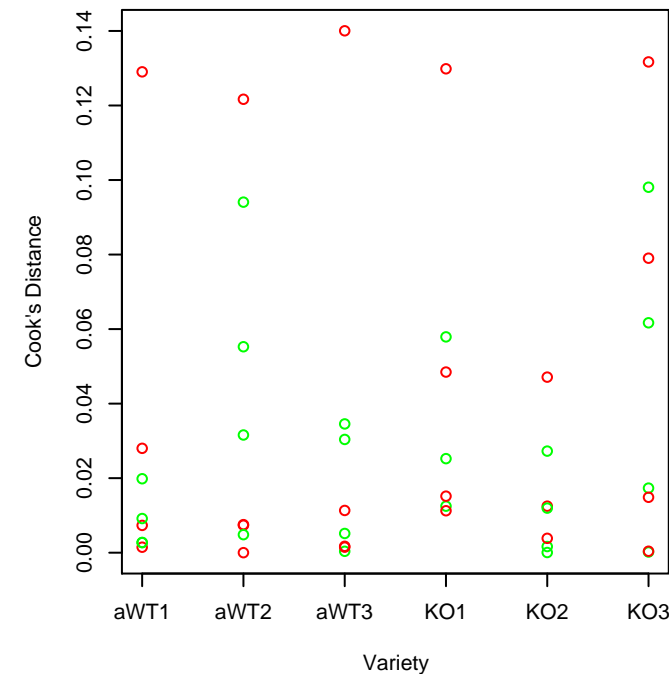

Flagged as: 111

Va = 0.01476

# 47 – Mus musculus vacuolar protein sorting 45 (yeast) (Vps45), mRNA

Effect vs Variety

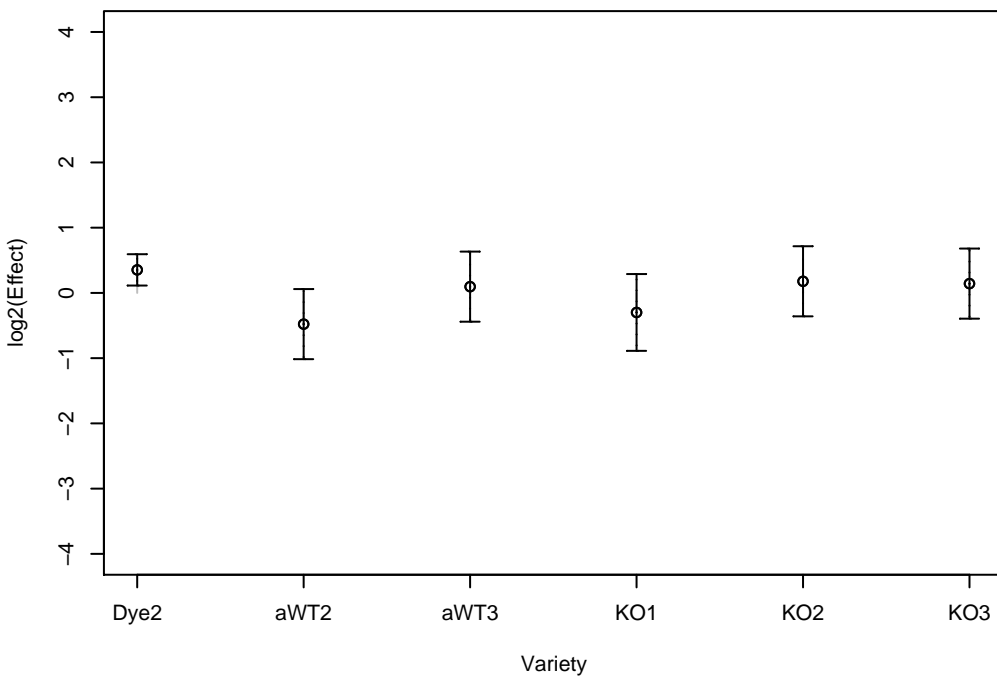

Intensity vs Variety

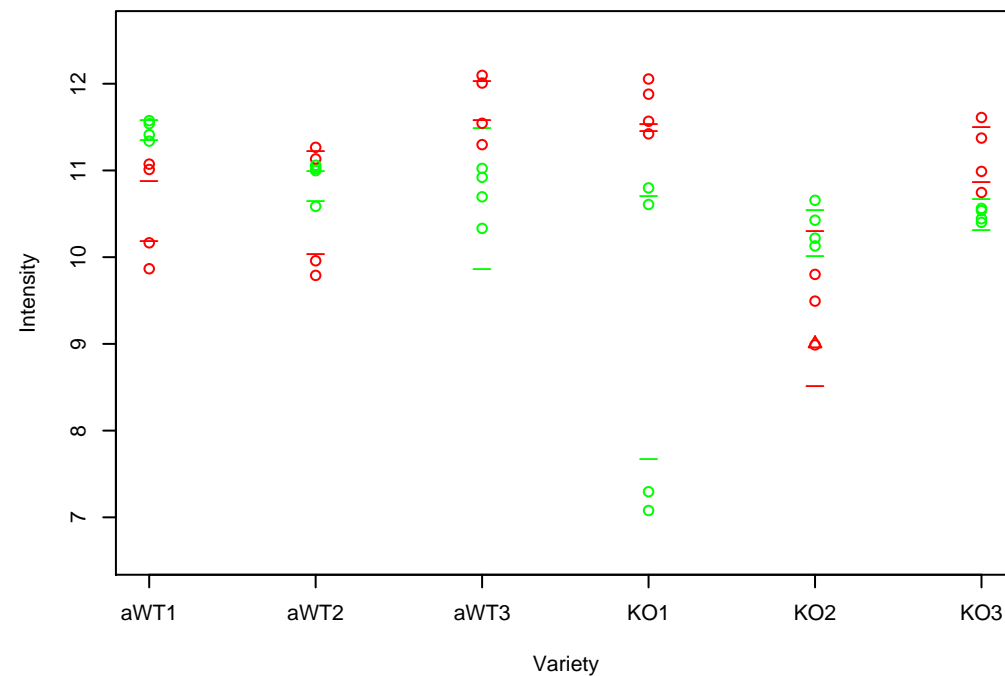

Intensity vs Array

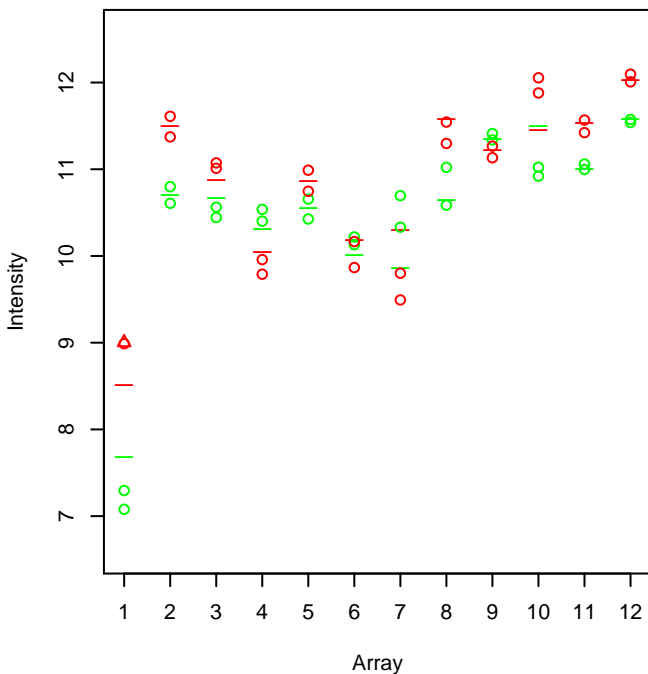

Normal Q–Q Plot

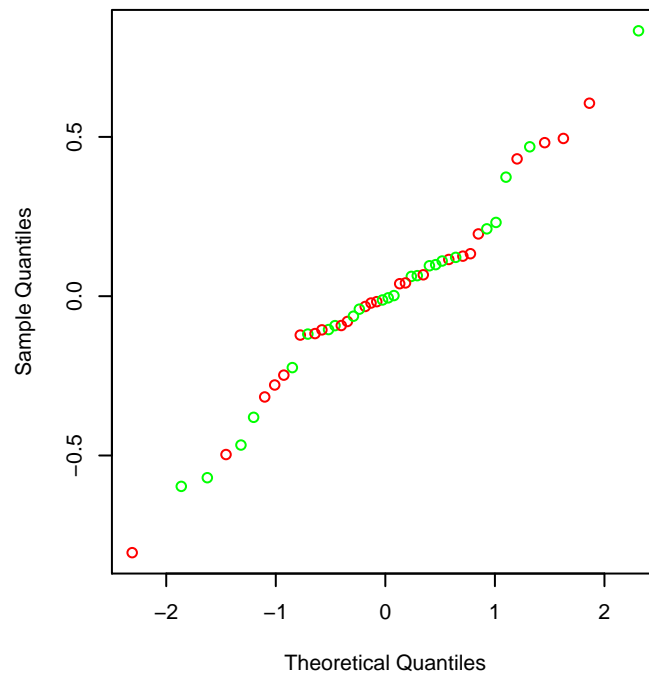

Cook's Distance Plot

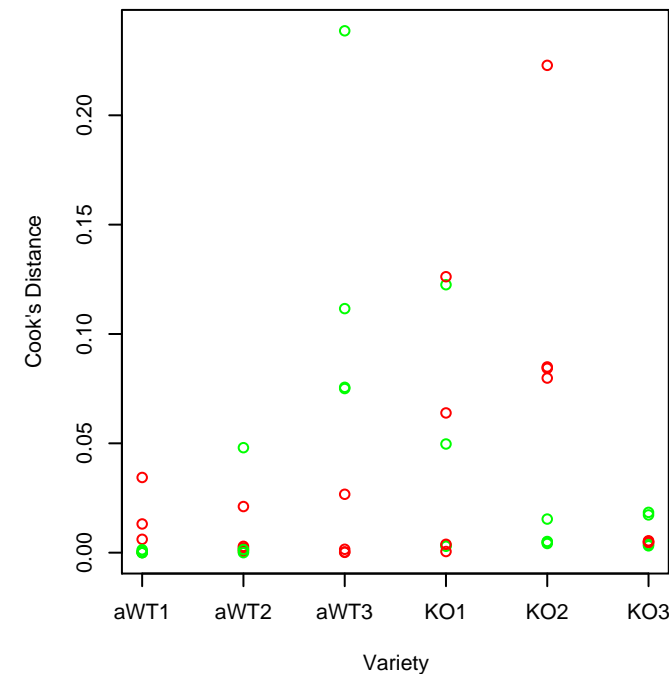

Flagged as: 101

Va = 0.788

Probability > 0.05.

# 48 – Mus musculus vacuolar protein sorting 26 (yeast) (Vps26), mRNA

Effect vs Variety

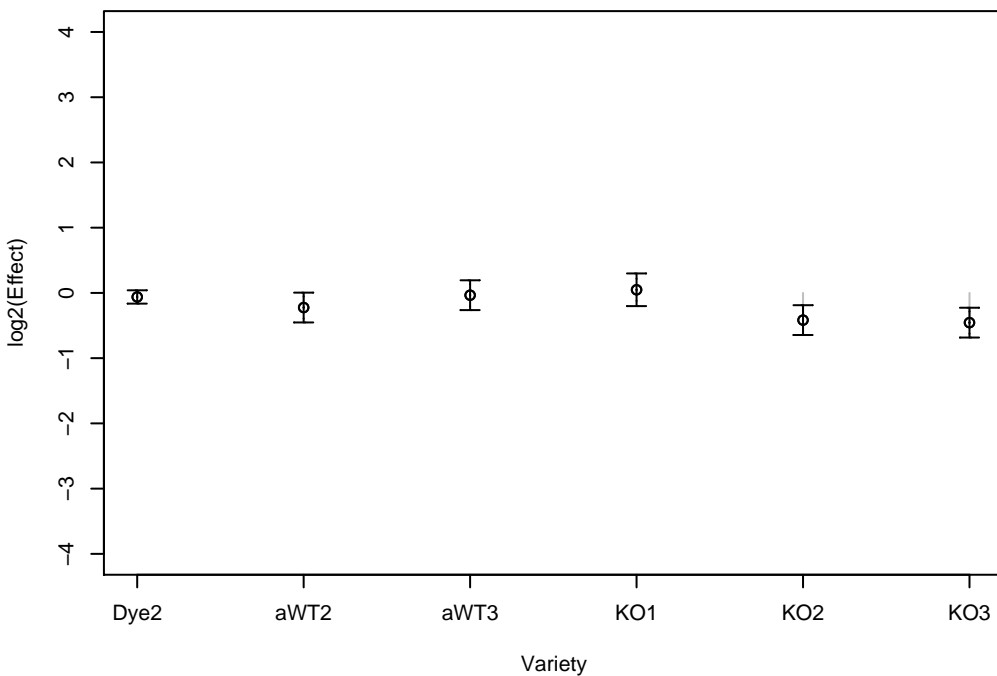

Intensity vs Variety

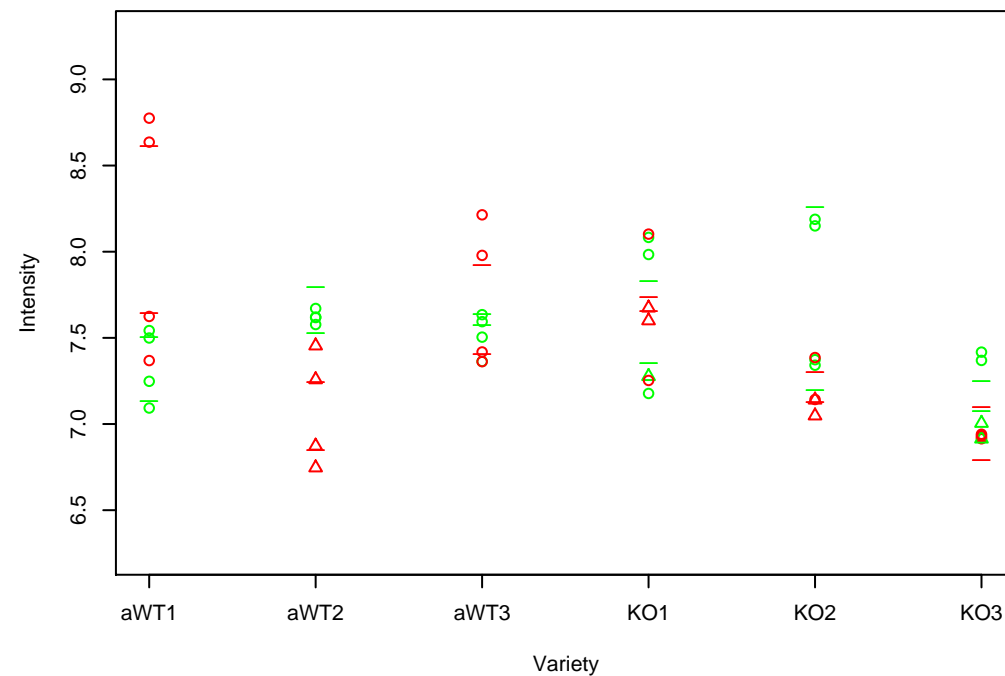

Intensity vs Array

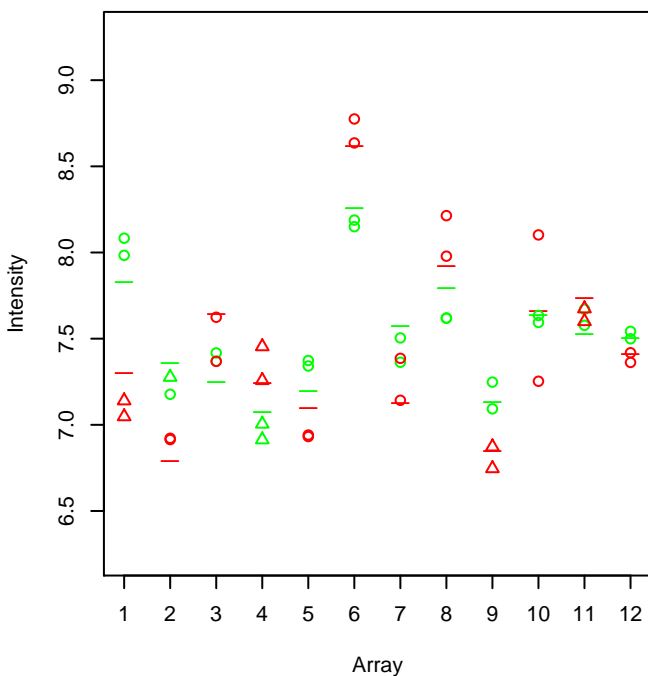

Normal Q-Q Plot

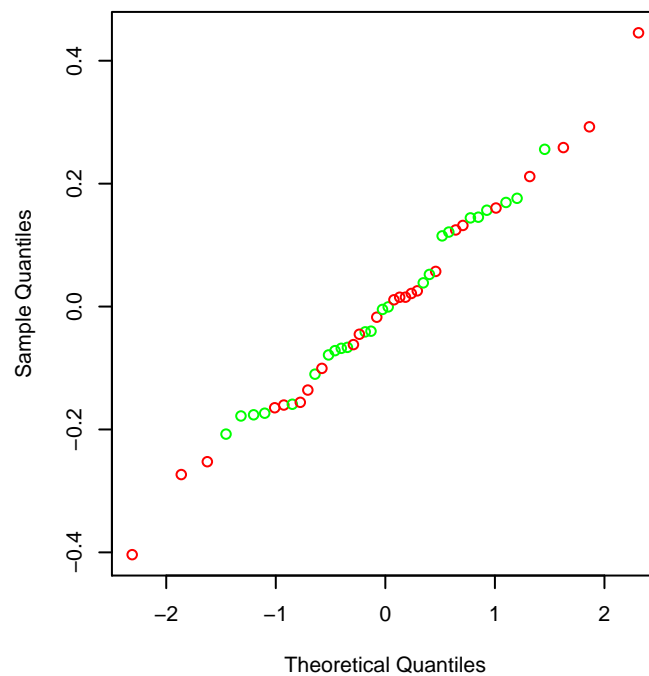

Cook's Distance Plot

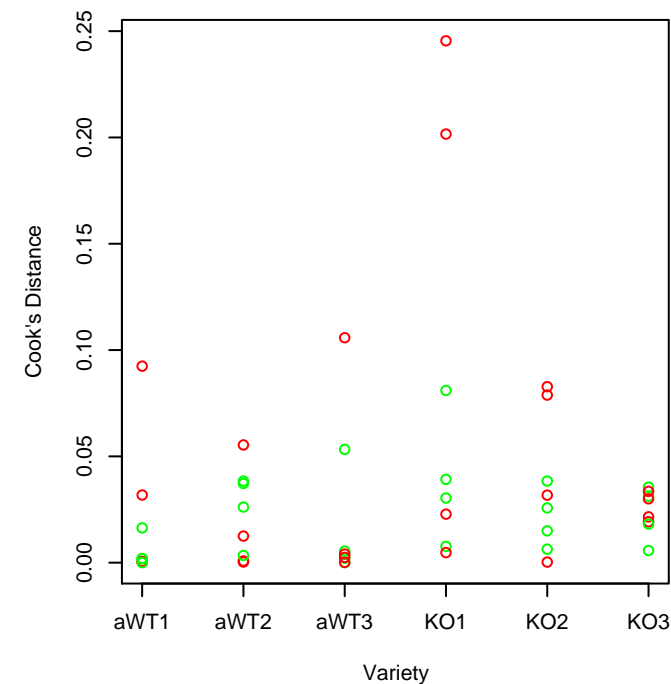

Flagged as: 100

Va = 0.2208

Probability > 0.05. Effect < 0.585.

Effect vs Variety

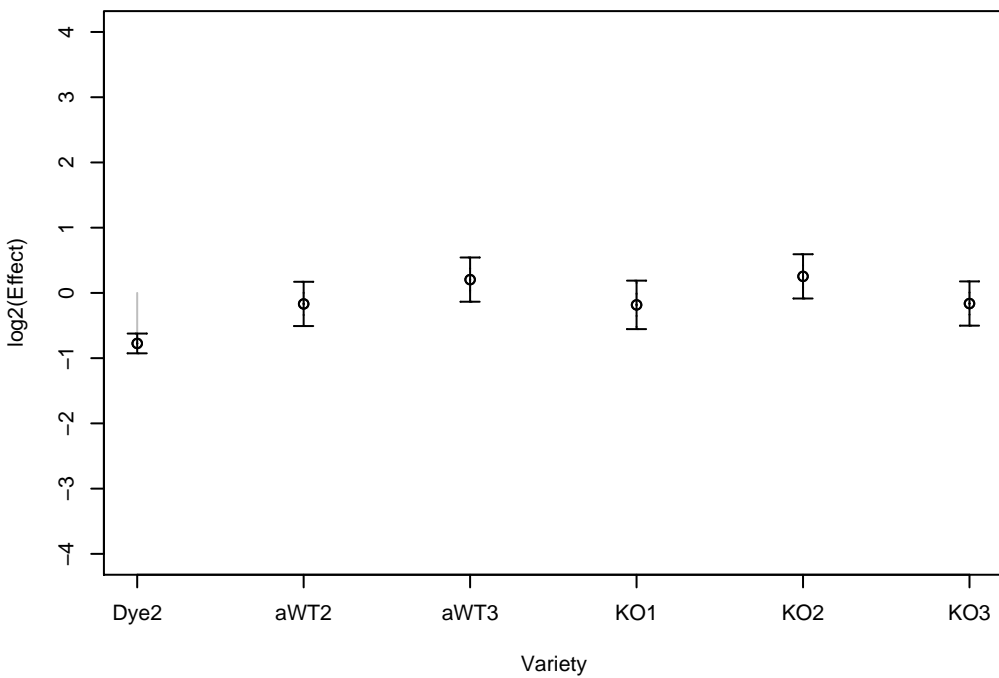

Intensity vs Variety

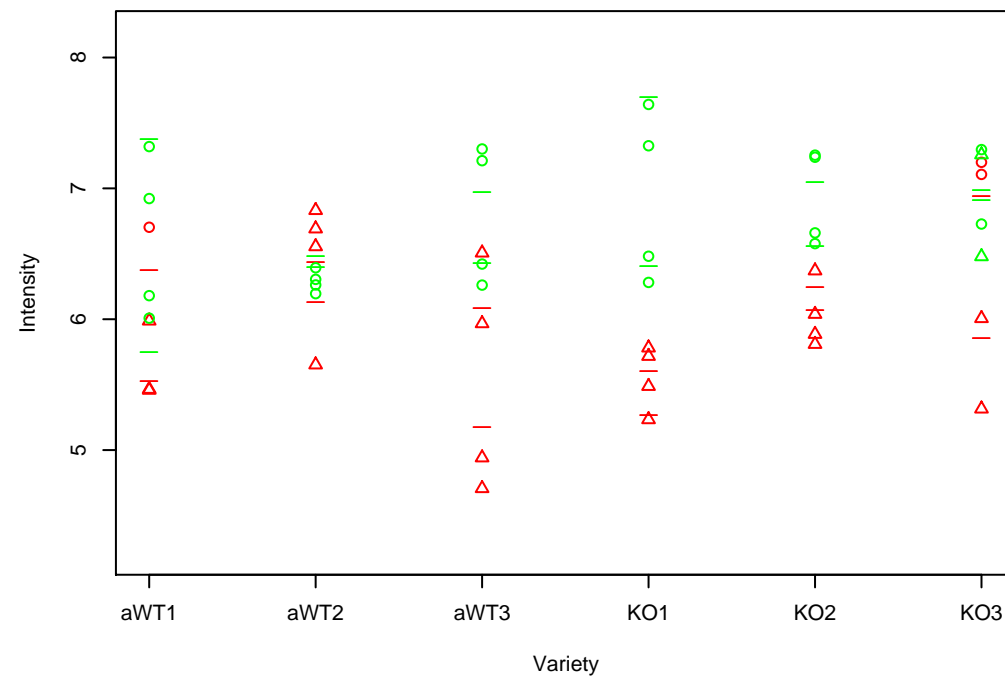

Intensity vs Array

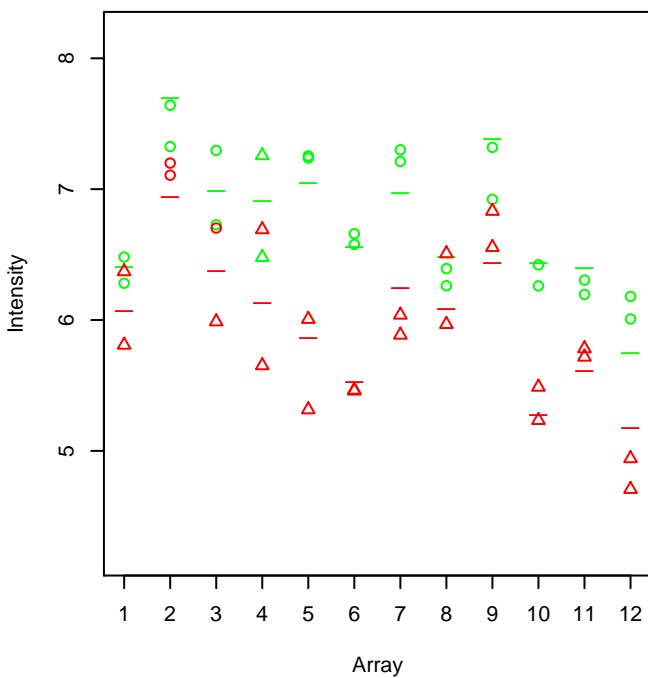

Normal Q-Q Plot

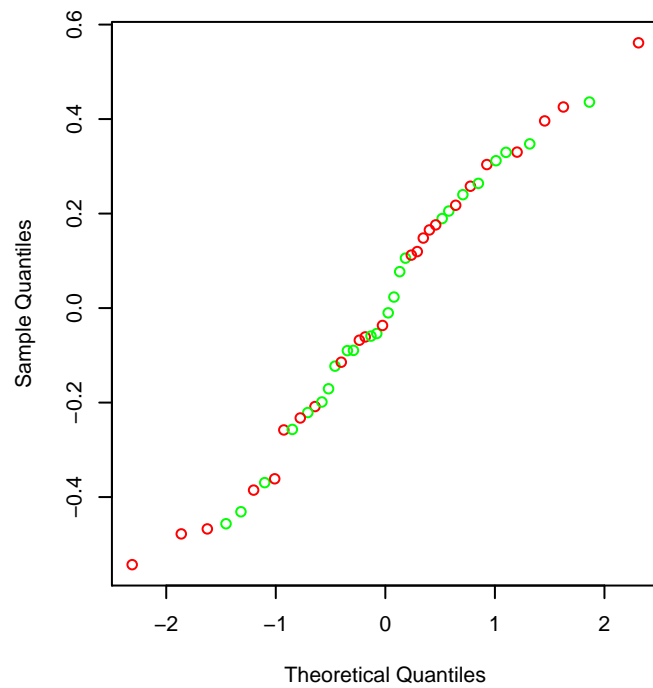

Cook's Distance Plot

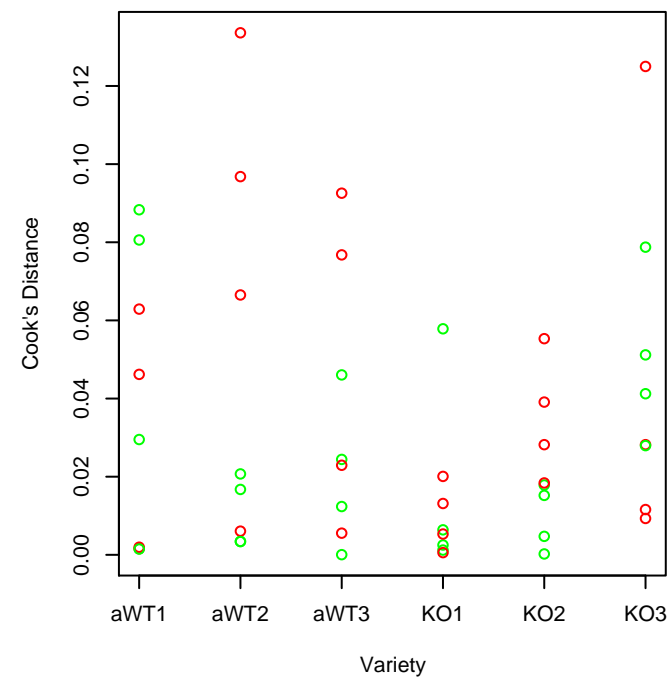

Flagged as: 100

Va = 0.7093

Probability &gt; 0.05. Effect &lt; 0.585.

Effect vs Variety

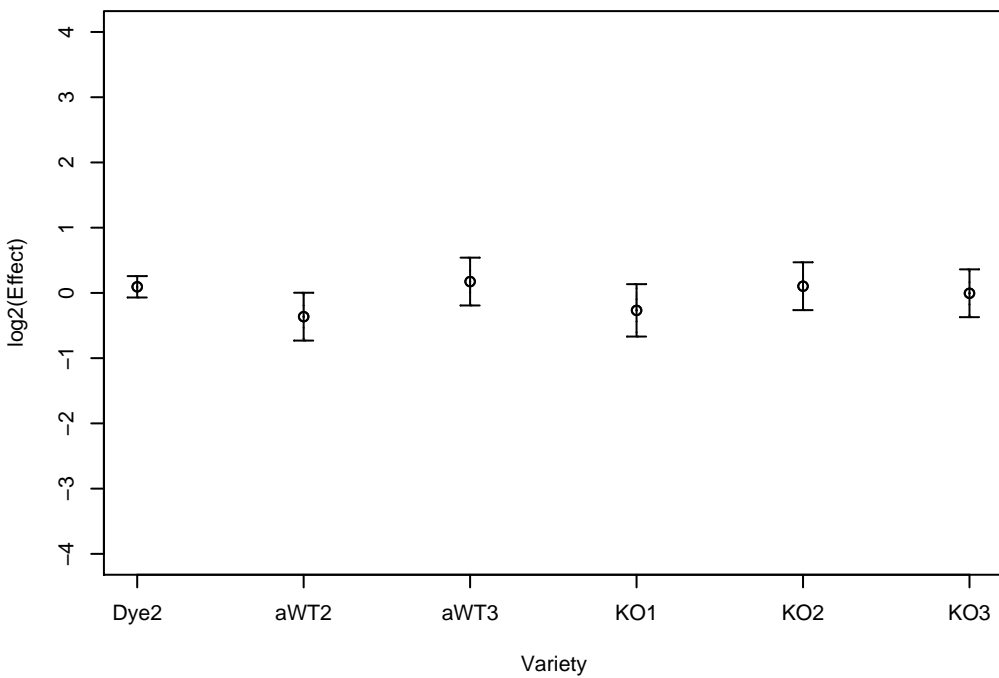

Intensity vs Variety

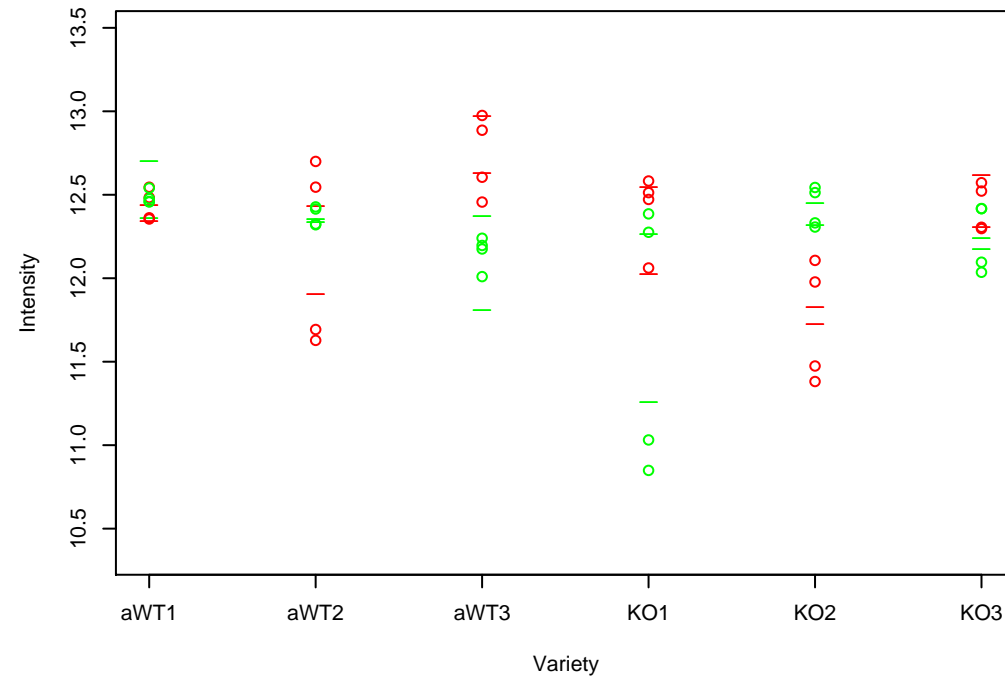

Intensity vs Array

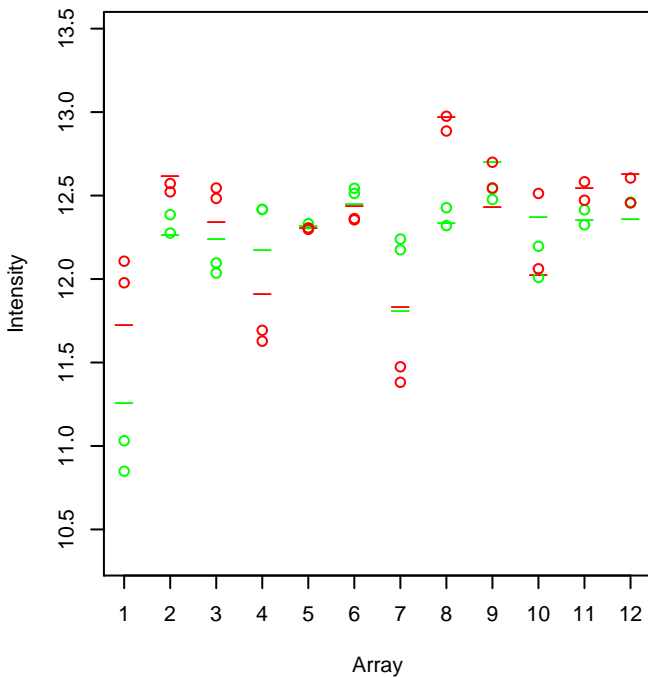

Normal Q-Q Plot

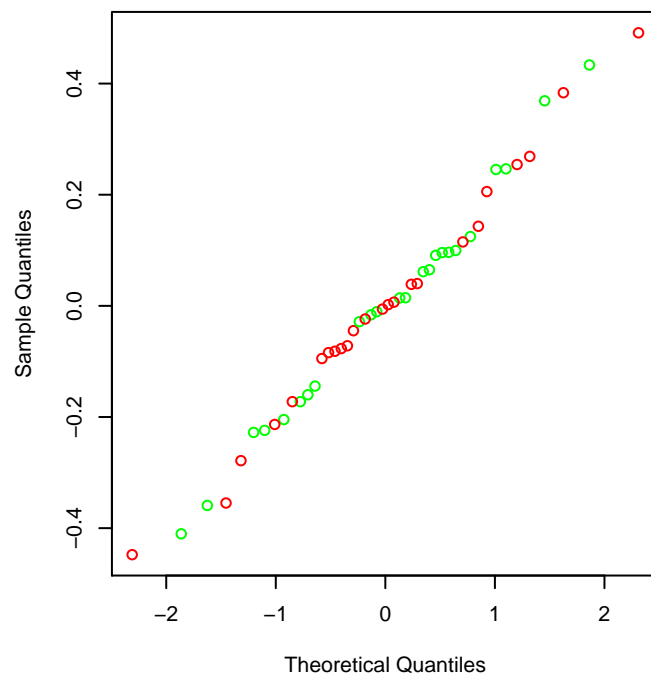

Cook's Distance Plot

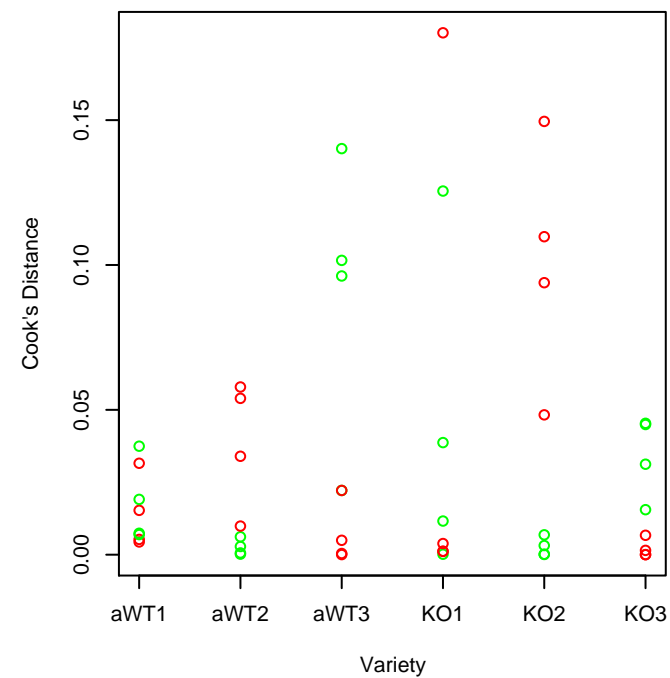

Flagged as: 100

Va = 0.6847

Probability &gt; 0.05. Effect &lt; 0.585.

# 51 – Mus musculus timeless homolog (Drosophila) (Timeless), mRNA

Effect vs Variety

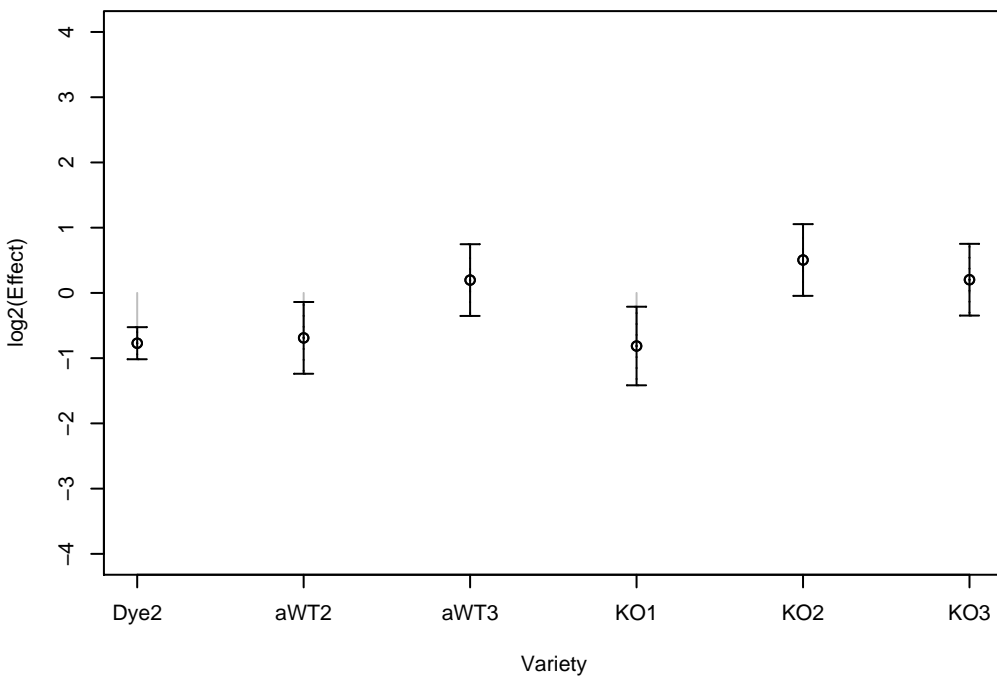

Intensity vs Variety

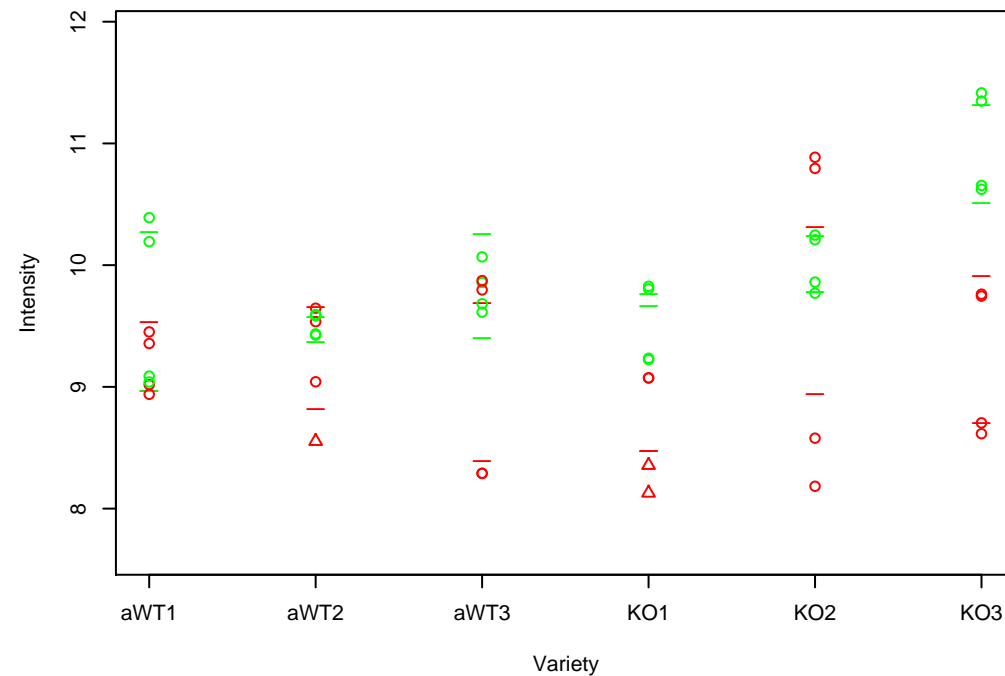

Intensity vs Array

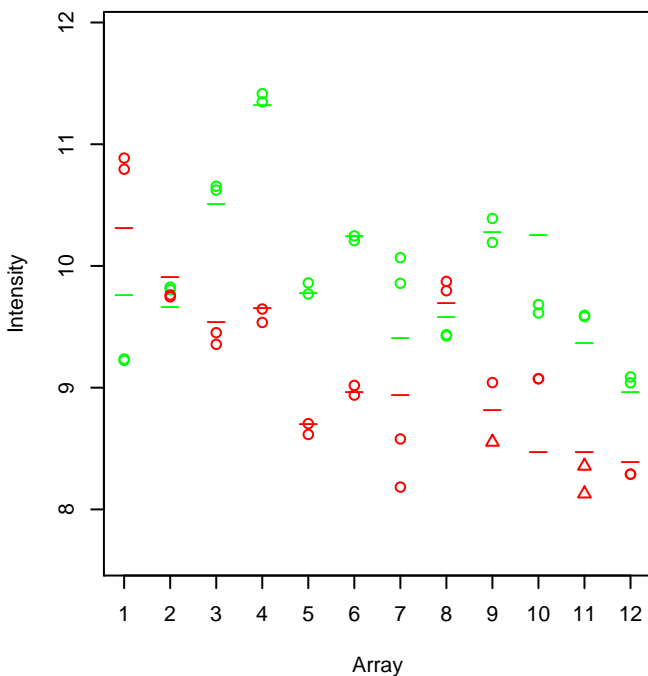

Normal Q-Q Plot

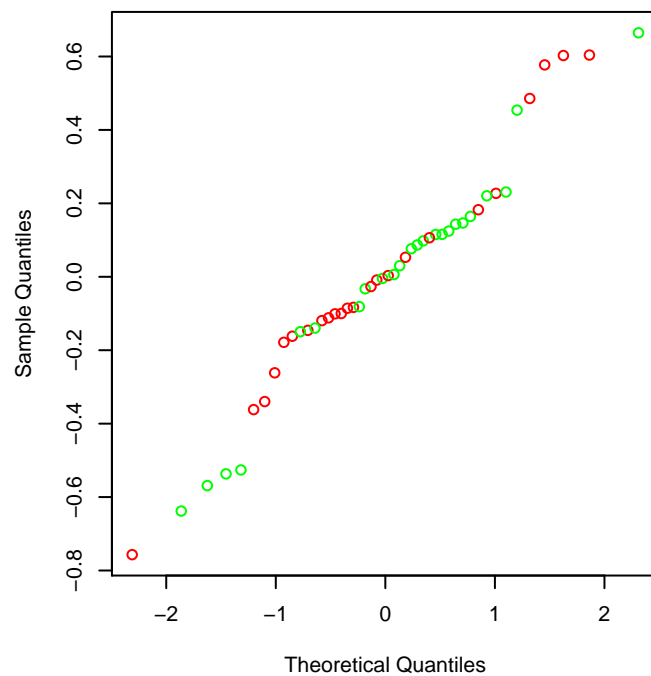

Cook's Distance Plot

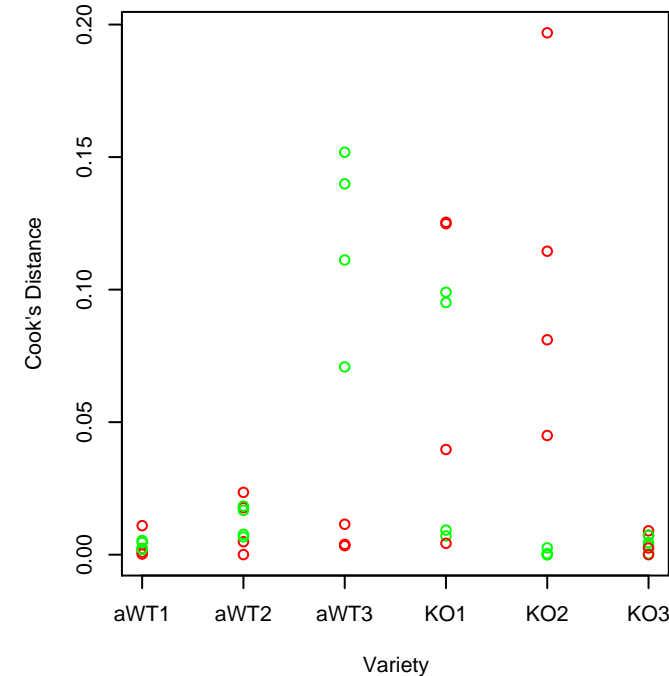

Flagged as: 101

Va = 0.2551

Probability > 0.05.

Effect vs Variety

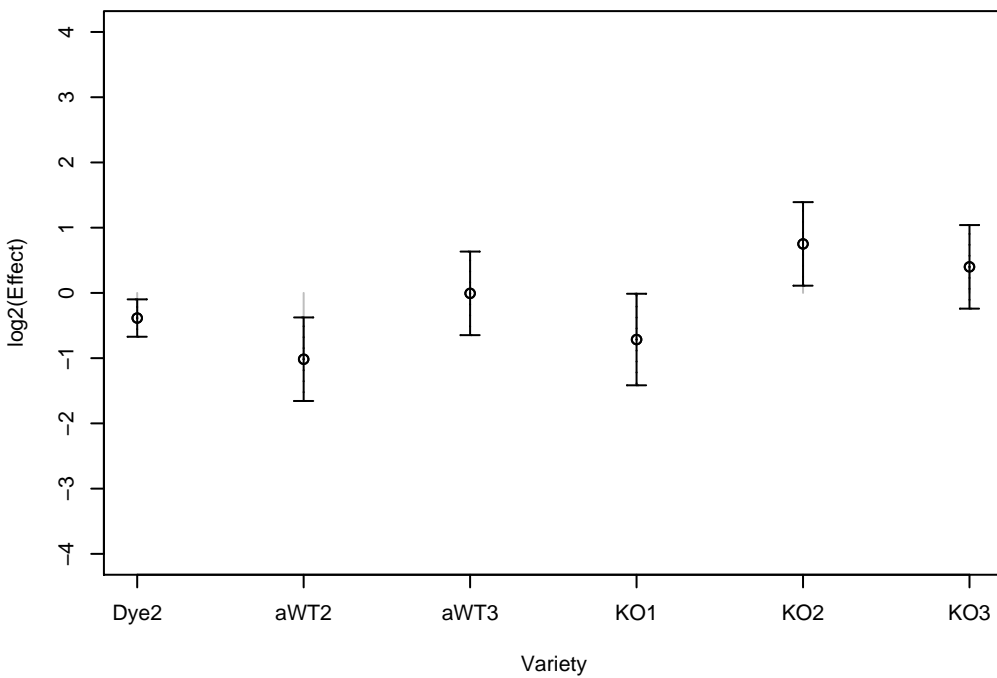

Intensity vs Variety

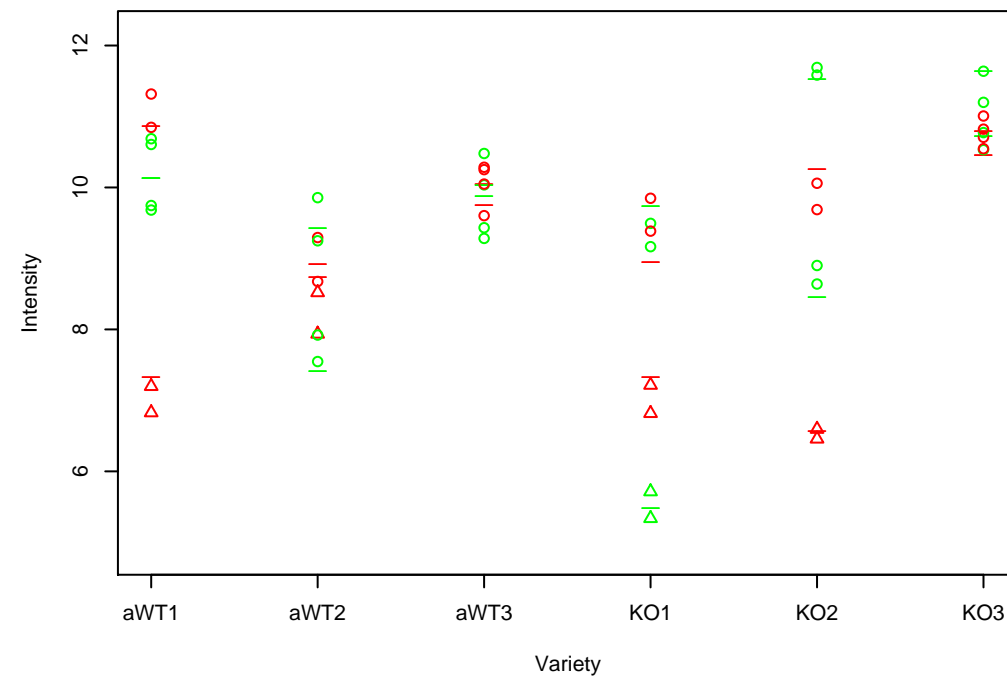

Intensity vs Array

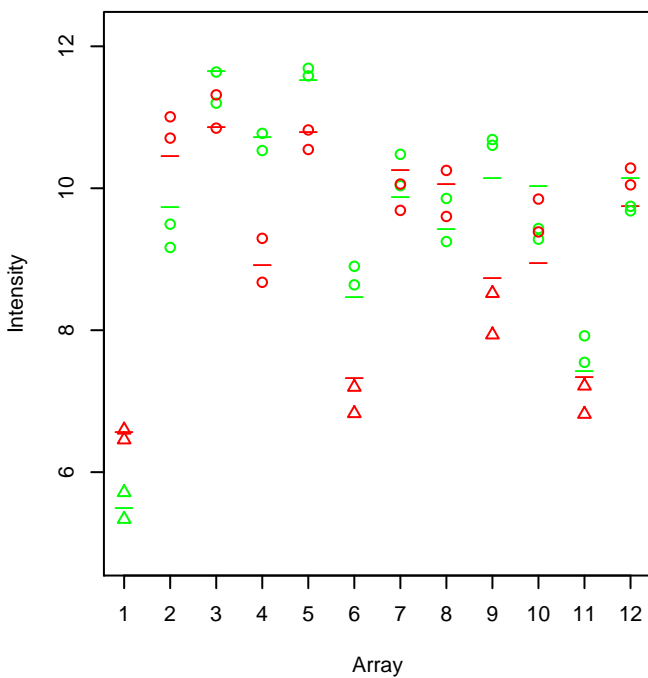

Normal Q-Q Plot

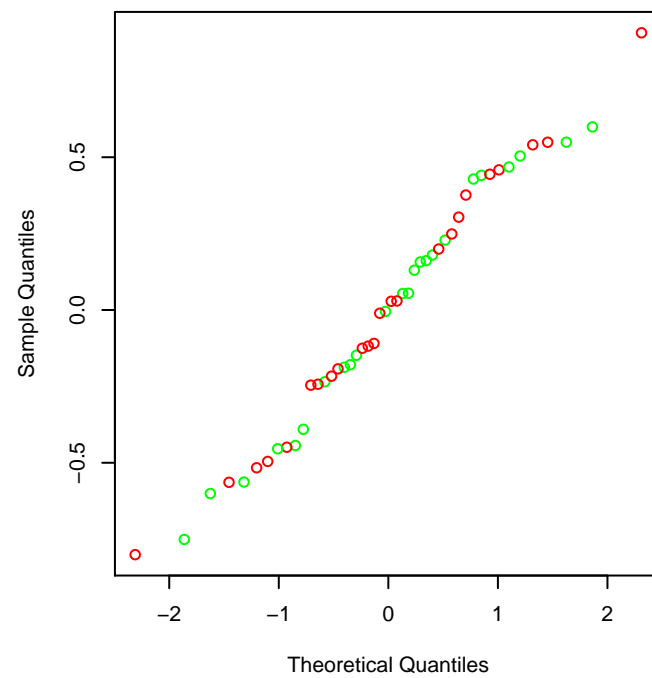

Cook's Distance Plot

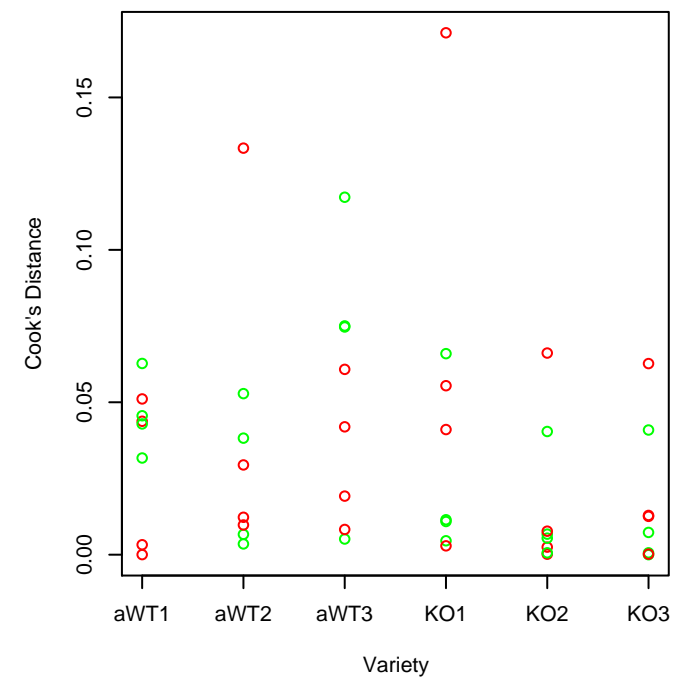

Flagged as: 101

Va = 0.2247

Probability &gt; 0.05.

Effect vs Variety

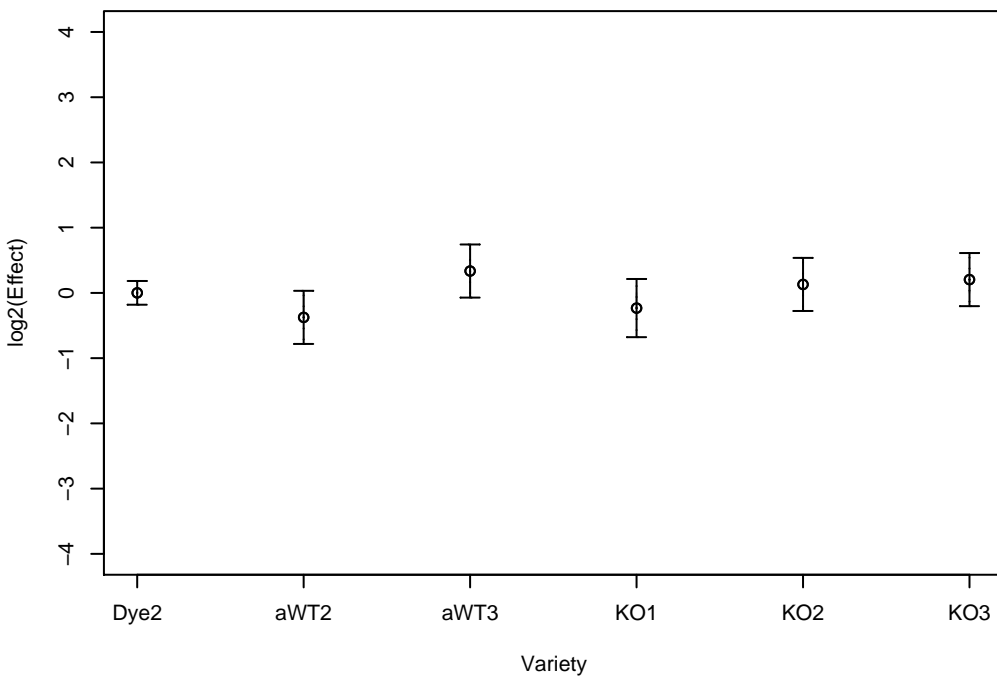

Intensity vs Variety

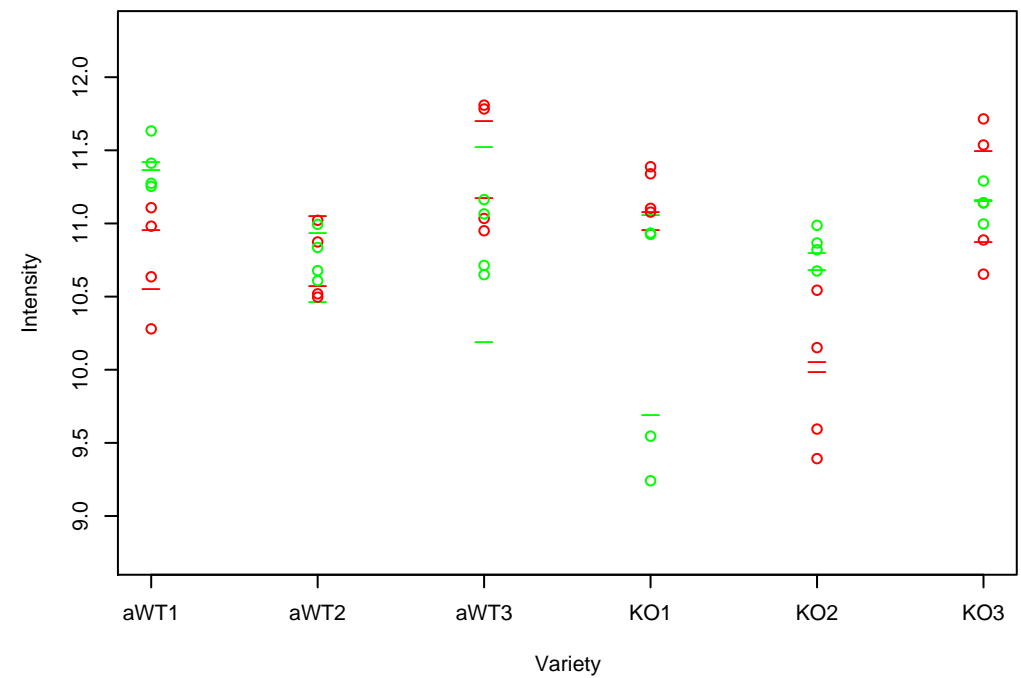

Intensity vs Array

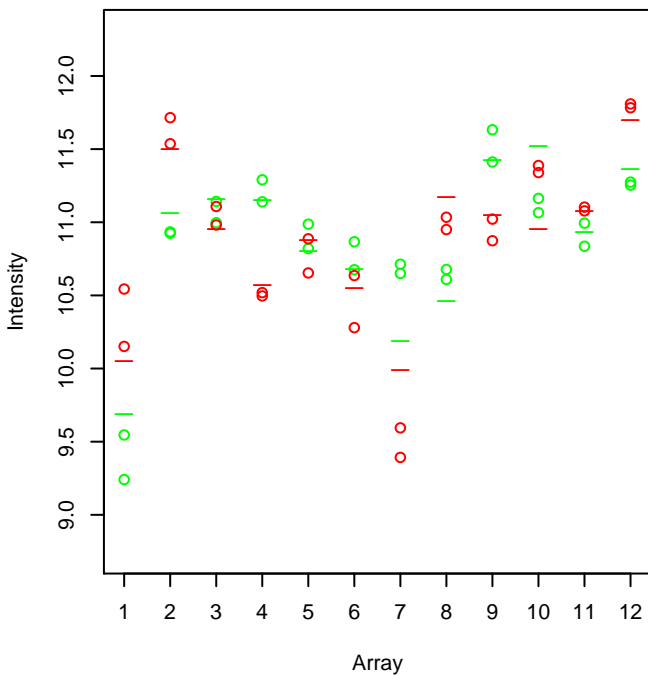

Flagged as: 101

Normal Q–Q Plot

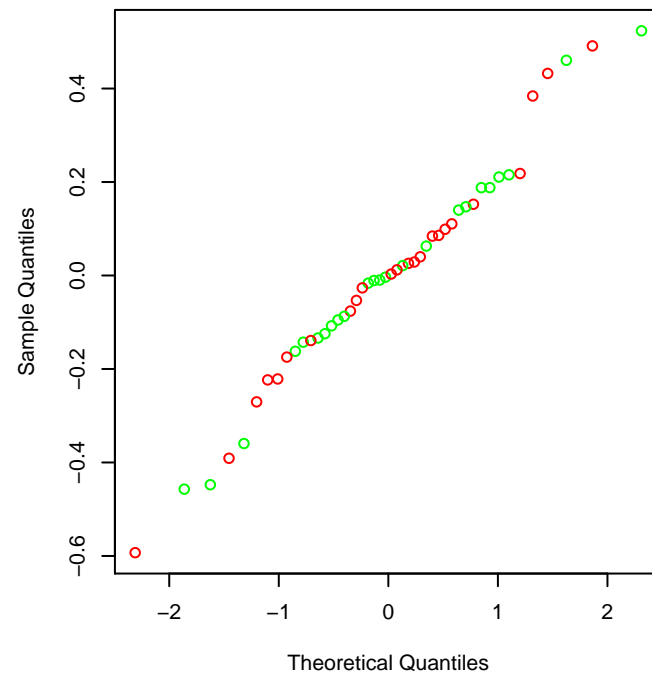

Va = 0.5181

Cook's Distance Plot

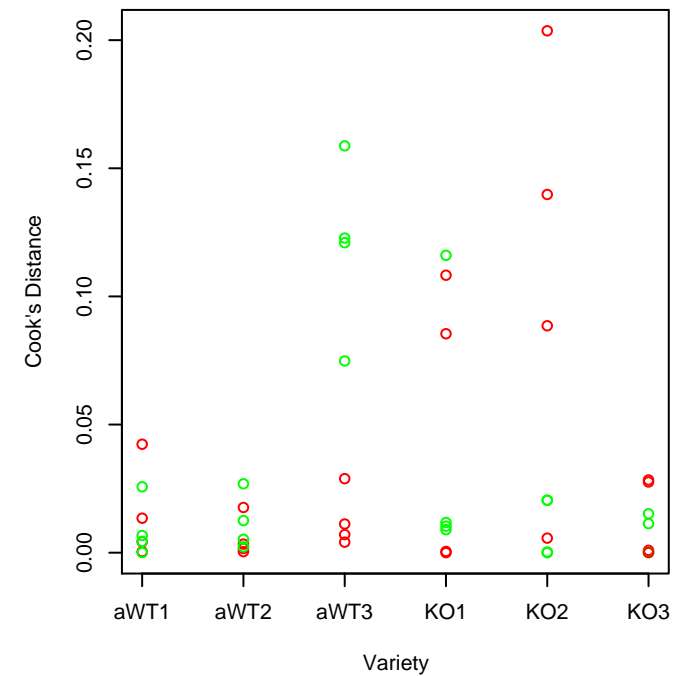

Probability &gt; 0.05.

# 57 – TRIPARTITE MOTIF PROTEIN TRIM33 (FRAGMENT).

Effect vs Variety

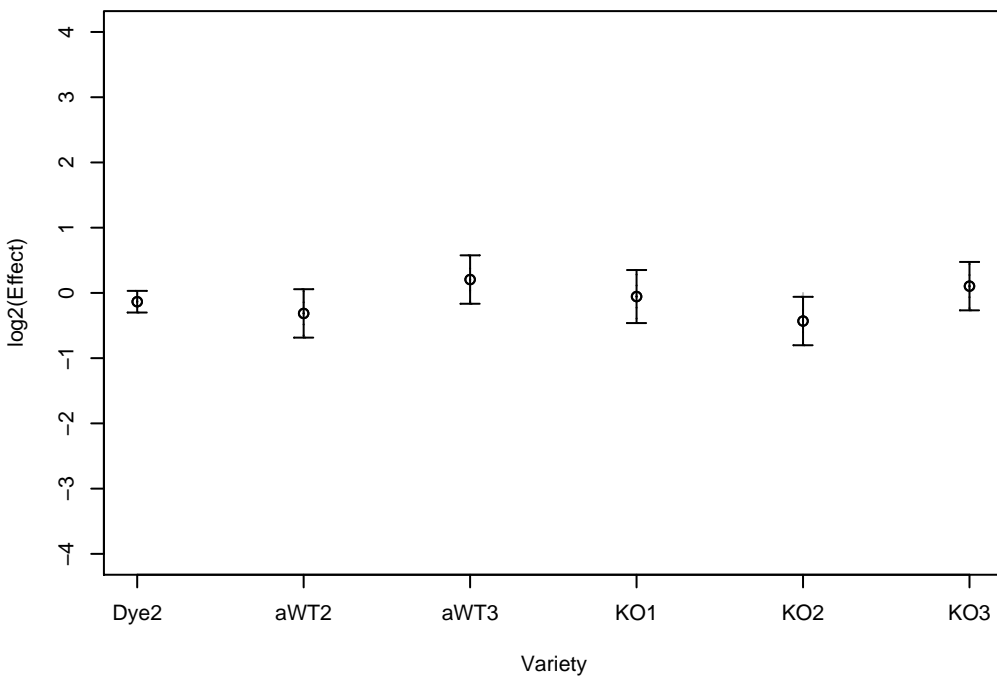

Intensity vs Variety

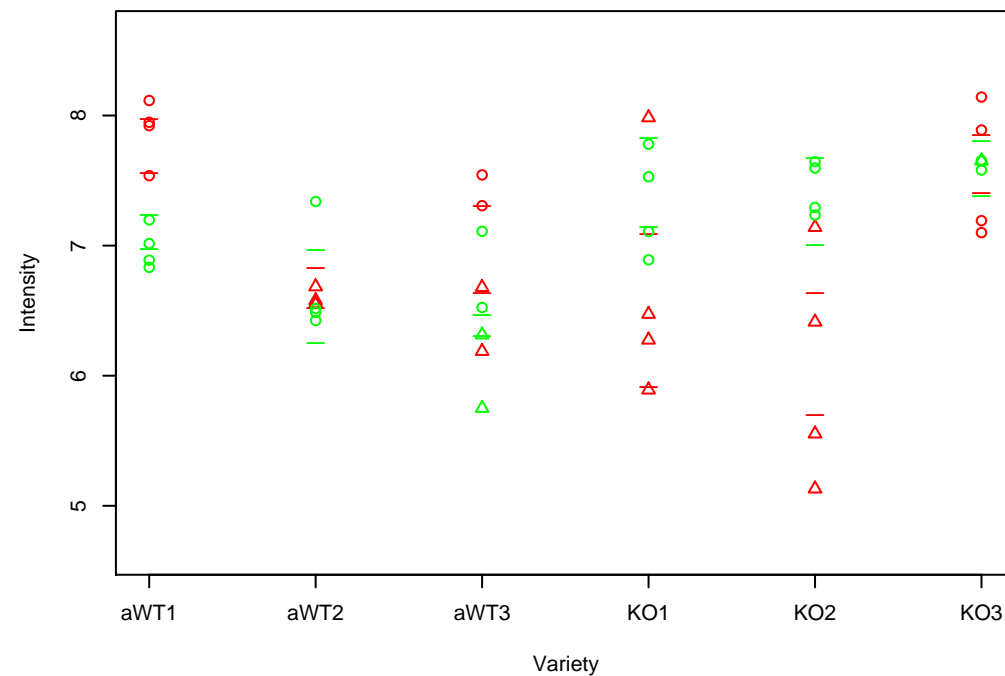

Intensity vs Array

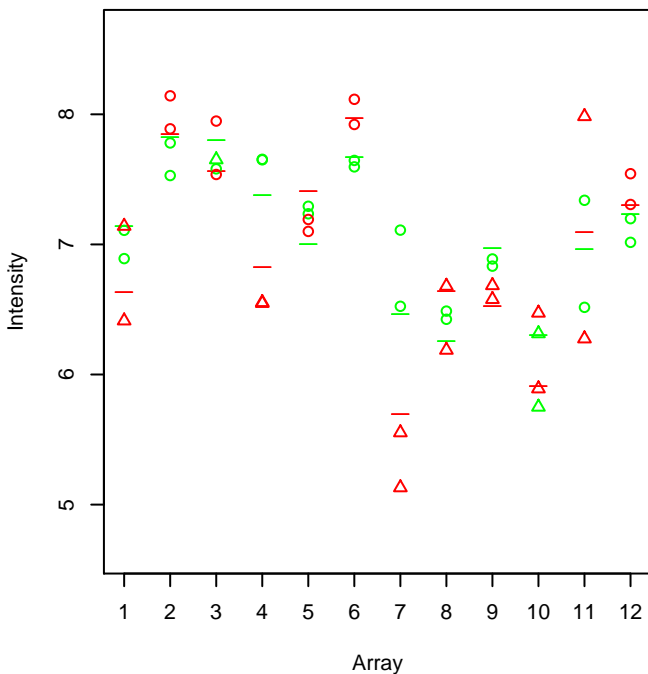

Normal Q-Q Plot

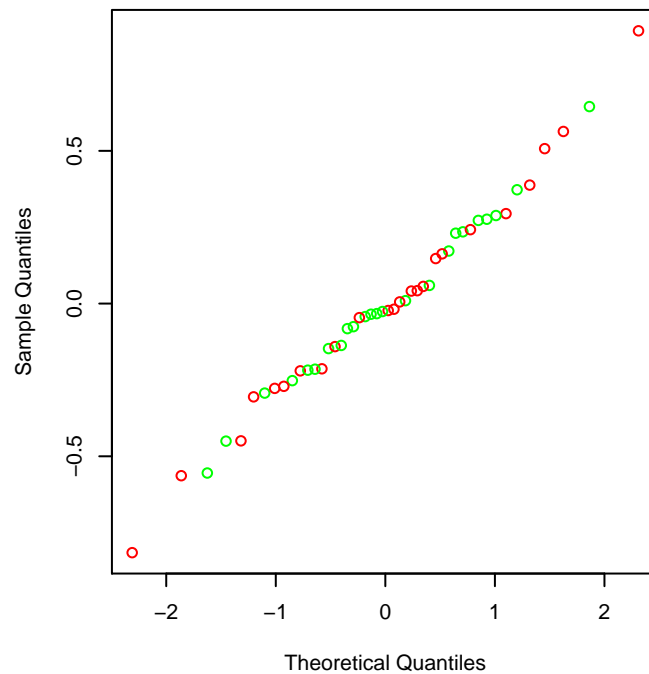

Cook's Distance Plot

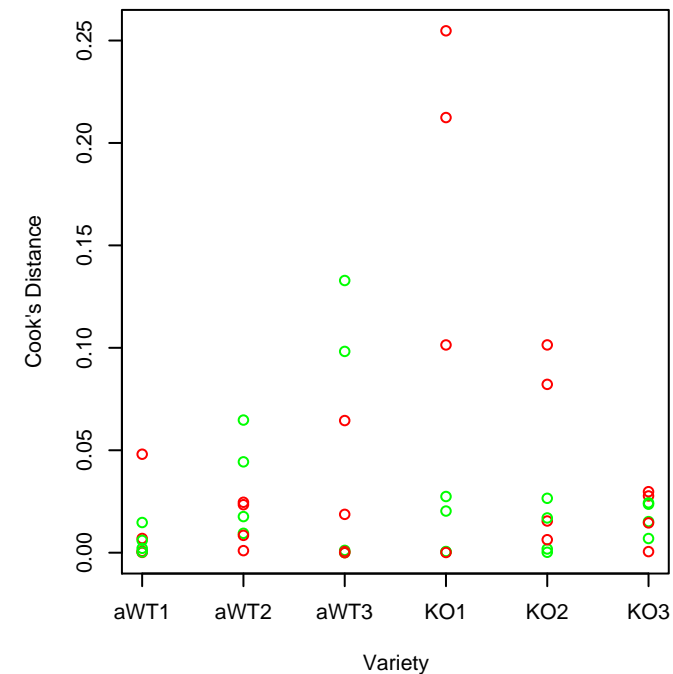

Flagged as: 101

Va = 0.4579

Probability > 0.05.

# 65 – Mus musculus oxidation resistance 1 (Oxr1), mRNA

Effect vs Variety

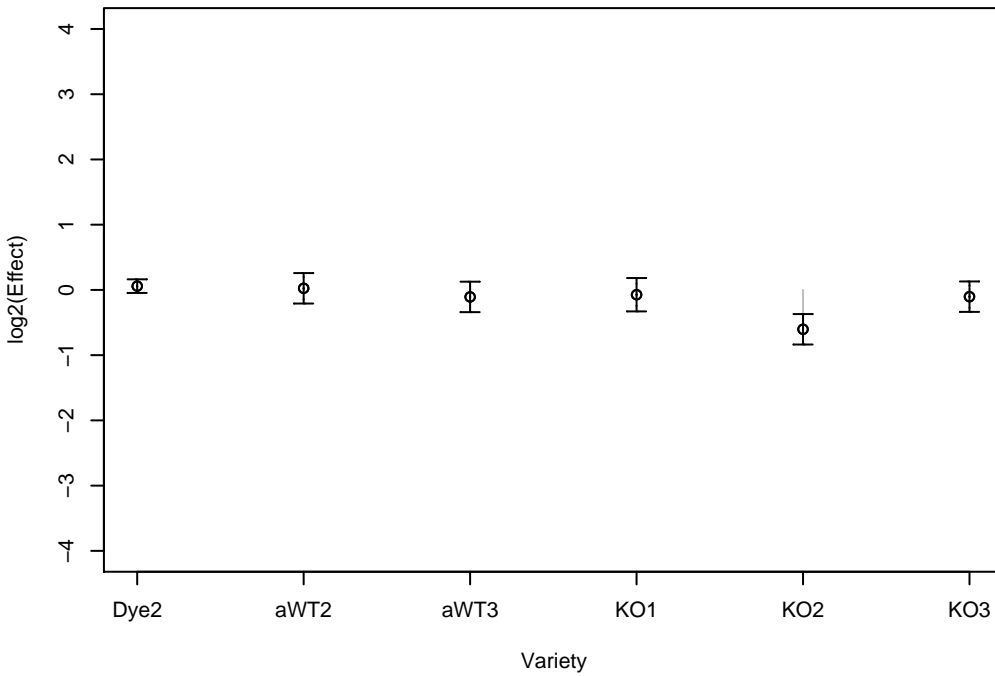

Intensity vs Variety

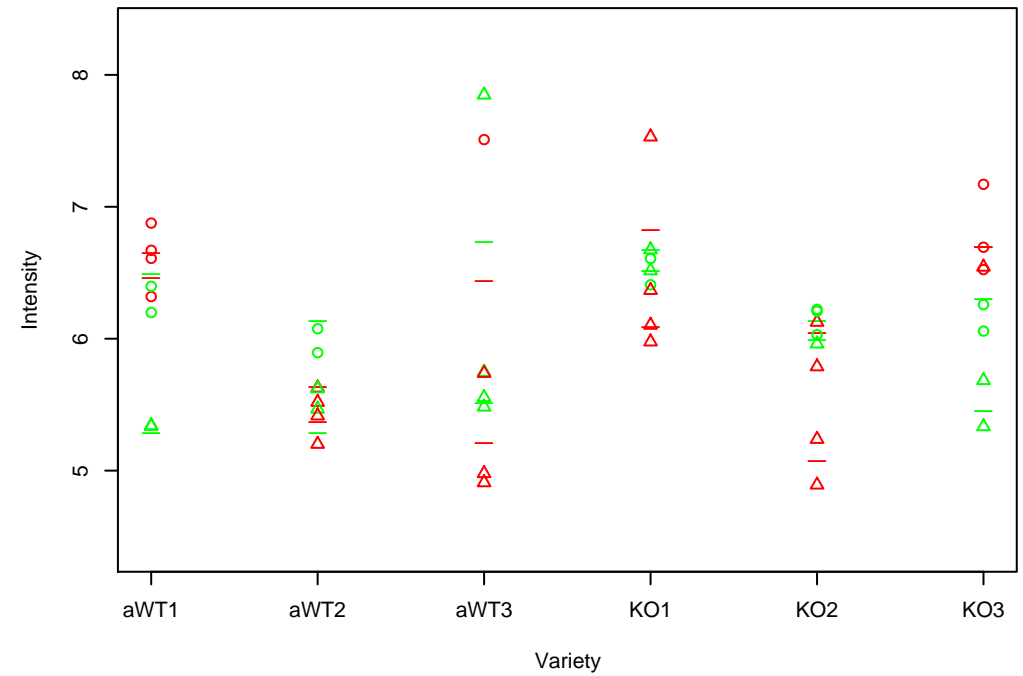

Intensity vs Array

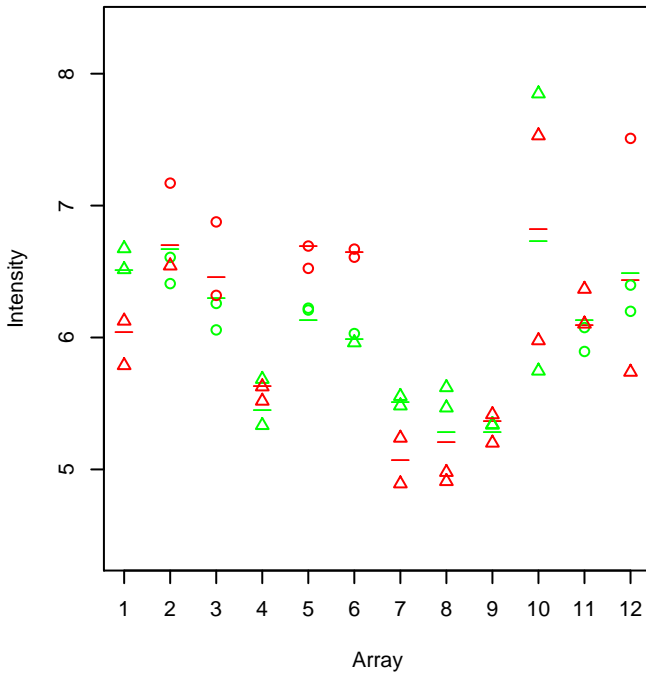

Normal Q–Q Plot

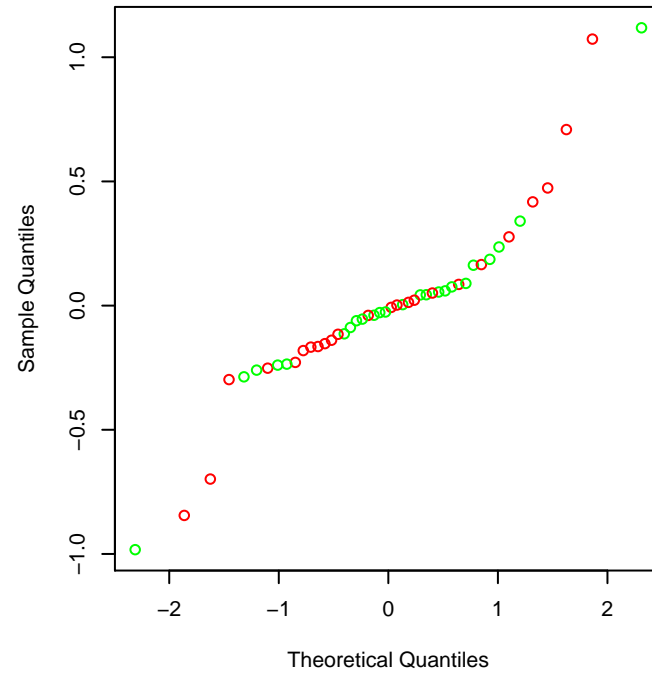

Cook's Distance Plot

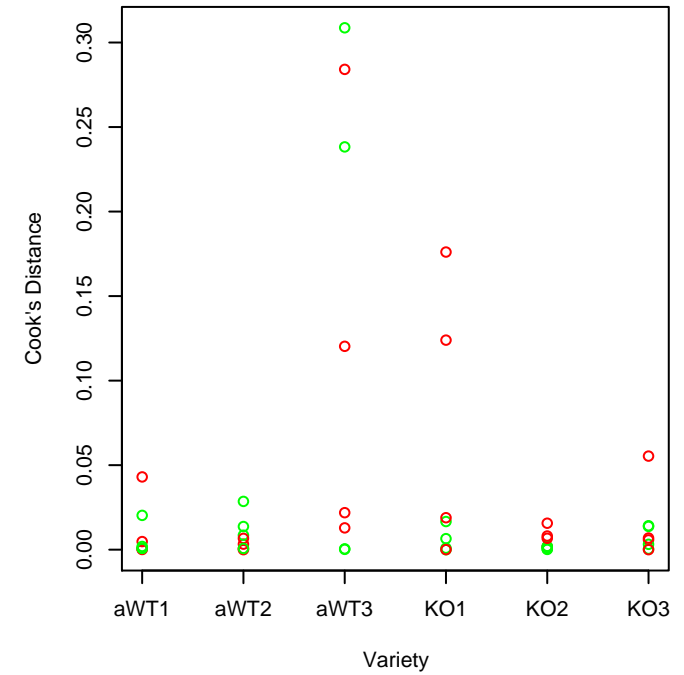

Flagged as: 101

Probability > 0.05.

Effect vs Variety

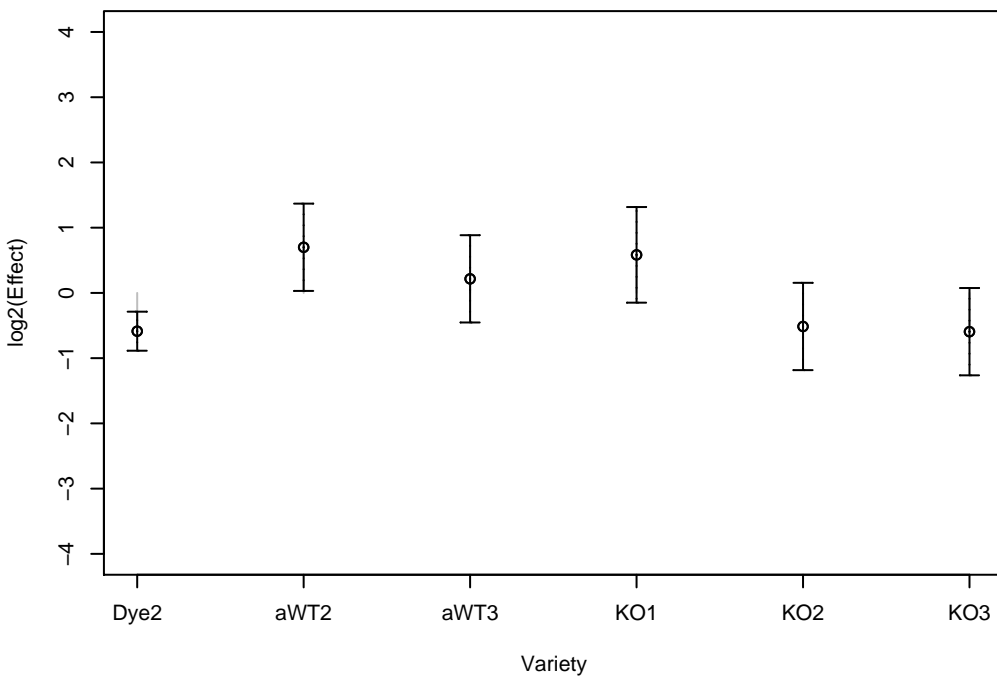

Intensity vs Variety

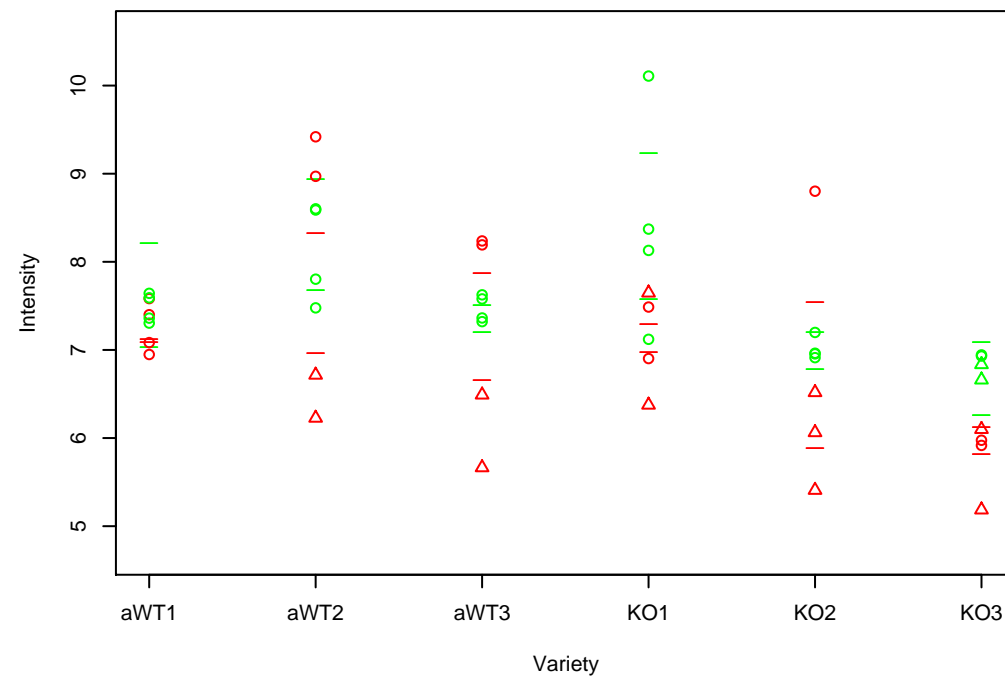

Intensity vs Array

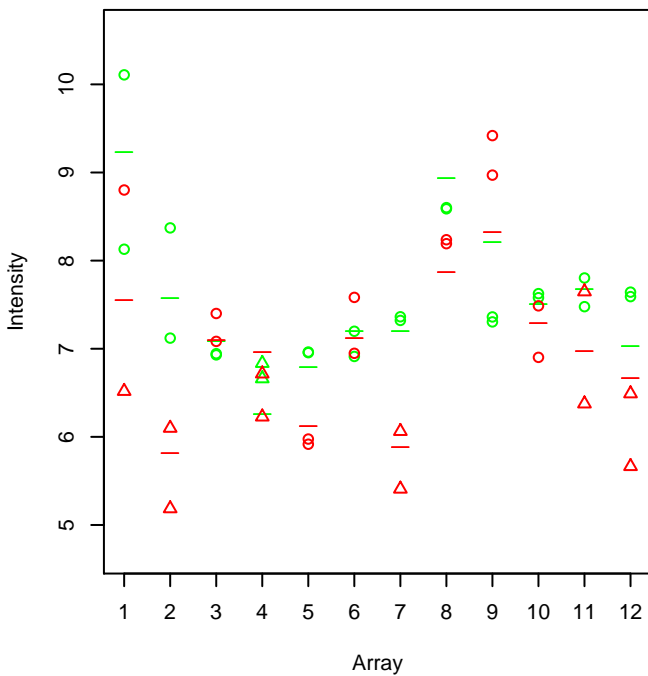

Normal Q-Q Plot

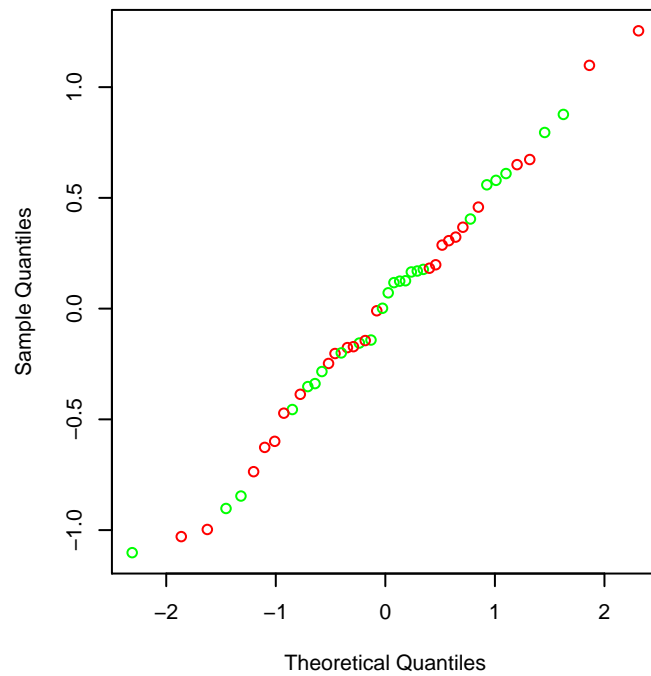

Cook's Distance Plot

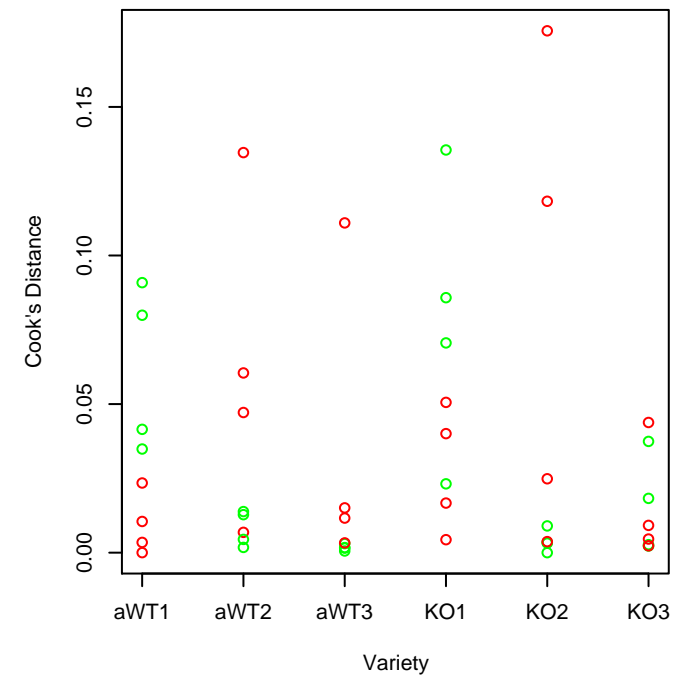

Flagged as: 101

Va = 0.4162

Probability &gt; 0.05.

Effect vs Variety

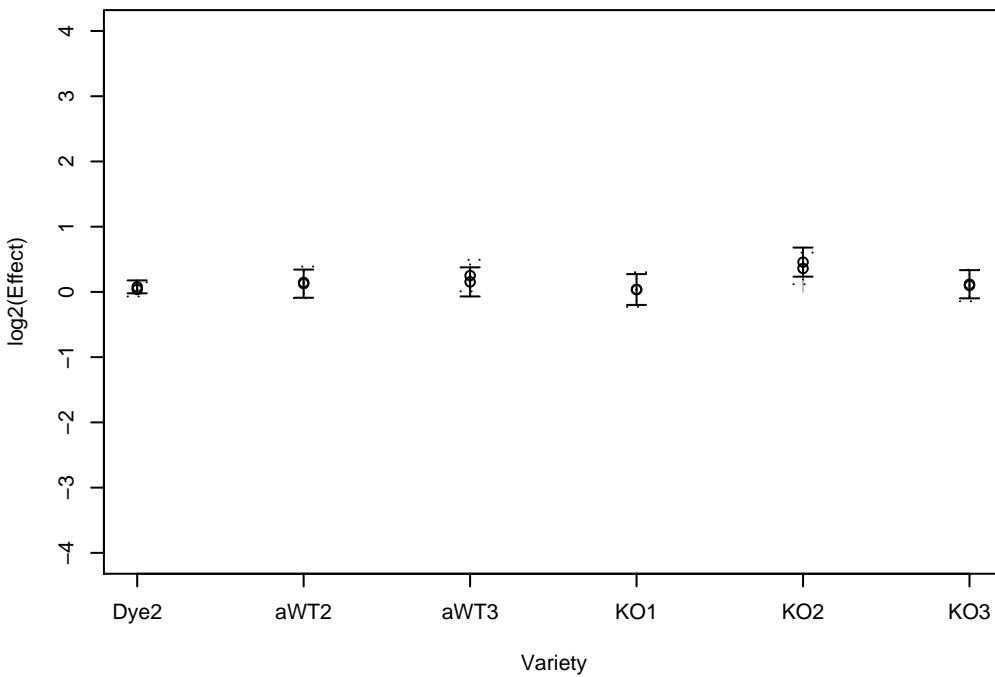

Intensity vs Variety

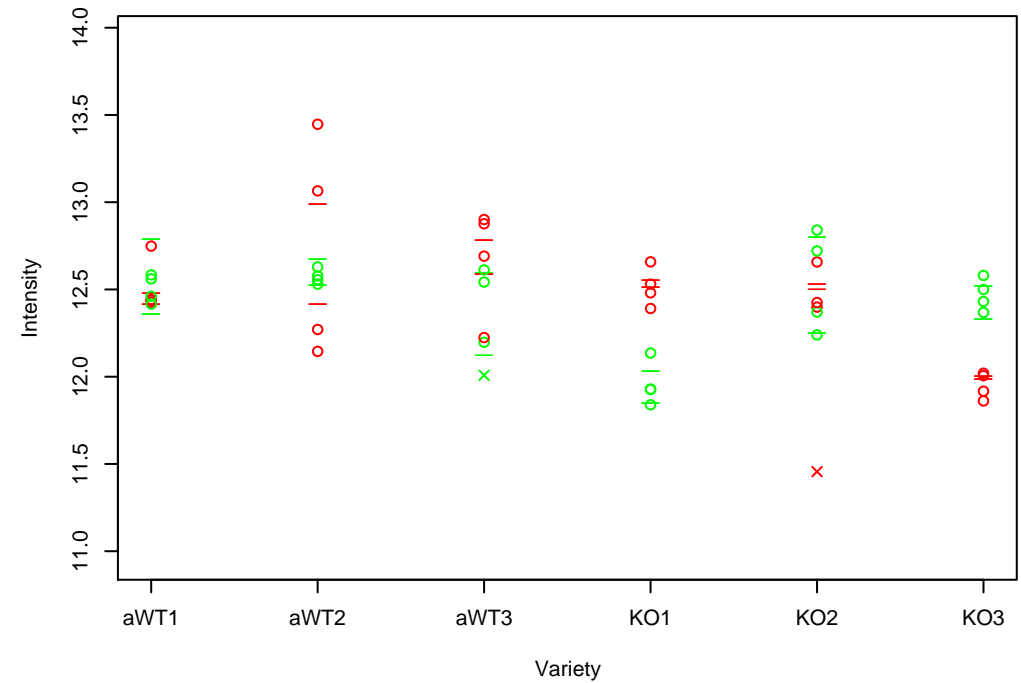

Intensity vs Array

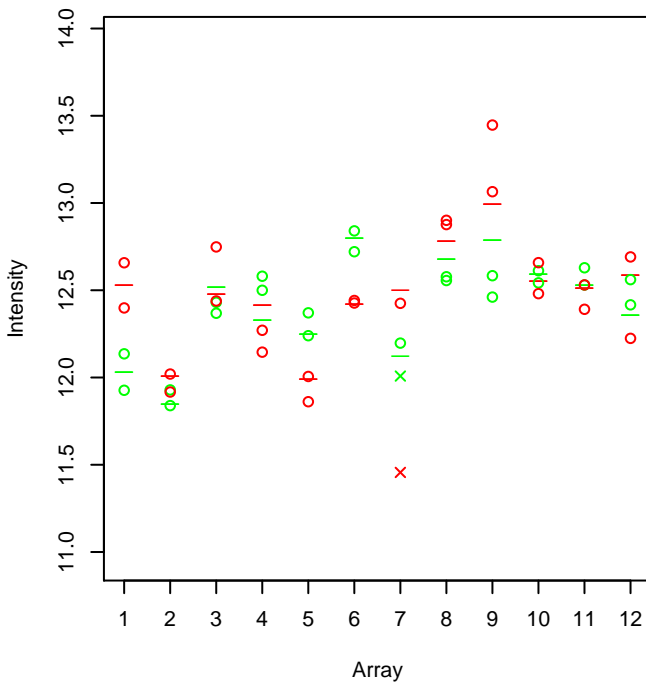

Normal Q-Q Plot

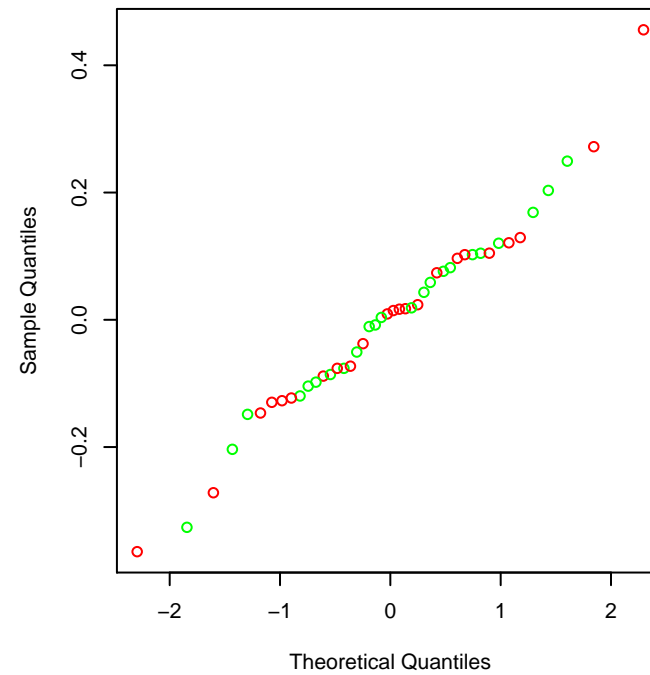

Cook's Distance Plot

How the deposited data were processed for this re-analysis (not part of the article)

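Gene expression in the kidney medulla of 3 wild type and 3 aquaporin-1 knockout mice was measured on 12 arrays of the NIA Mouse 15 K clone set in an interwoven loop, with each mouse on 4 arrays and 2 times in each dye. The authors subtracted the local background median from the spot mean in each channel, applied the linlog transformation with its crossover at the median background SD, normalized by lowess on intensity, row and column with CARMA, and averaged the duplicate spots. The deposited values, as made by the authors in this way, are log2 differences, green channel minus red channel, for 15600 clones, with 0 missing values; below the crossover the scale is linear. Each array was matched to its mice by its labels. A precision from depth does not apply to arrays, and the number of arrays limits it here.

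The ratios were fitted in R 4.3.3 by least squares with a dye term and 5 mouse contrasts, and variances were moderated with limma 3.58.1. The F of the mouse term, contrasts within each genotype, the 15 pairs of mice and the dye term were each adjusted by the Benjamini-Hochberg method over all clones, and clones were called at an adjusted p under 0.05. Pairs were adjusted within each pair. The genotypes were compared with limma on the 6 mouse effects. Sums of F values used the plain F. The fit was tested on simulated data with 200 changed clones. For a change of 2 in 1 mouse, 140 were recovered with 8 false calls. For a dye change of 1, 179 were recovered with 3 false calls, and with no change 0 clones were called. For a genotype change of 2, 197 were recovered, and 20 of the 217 calls were false. There, mice of a genotype were given an SD of only 0.05 before measurement noise. That recovery therefore does not give the power of the genotype comparison in the real data.

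The background and transformation options were computed from the scanner intensities, of which 1600 spots (5.13%) were held on each array. They covered 572 clones with both duplicates. It is not known whether the scanner files and the deposited ratios come from the same spot finding; over these clones, the normalized ratios of both correlated at 0.920 to 0.980 on the 12 arrays. Lowess had a span of 0.2 and degree 1, subtracted values under 1 were set to 1 before log2, and clones had to pass 2 background SD on both spots in 51% of the measurements of a mouse. The layout was held for 1144 lines (3.67%) and describes 336 clones, so most clones have an identifier and no name. The overlap of top lists under different options, and any test of gene sets, were not analysed here, since the authors' lists were held in part only. Plat and Aqp1 have no identifier in the held layout and were not analysed here.

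Clones were named by a rule set before the data were examined: the 7 clones of the authors' selected output, the 3 described clones with the largest F for each result, and at most 2 clones without a description in each direction. The alternatives set at the same time were a plain gene-wise fit, a robust prior, no dye term, arrays centred on their median, arrays scaled to one spread, array quality weights, outliers dropped, a minimum effect of 0.585, an adjusted p under 0.01, a block for mouse numbers, arrays as replicates, and leaving out each mouse and each array. For the scanner intensities they were other linlog formulas and crossovers, other floors, normexp, other normalizations and other filters. A dye term for each day in the array names, and the plain fit with outliers dropped, were added after the data had been seen. The arrays of KO1 against KO3, alone on its day, and of KO1 against KO2, without a day in its name, shared a dye term. Random assignments of the arrays (100, with the real one) were compared with the real one. Python 3.11.15 and matplotlib 3.10.9 drew the figures.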

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

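The test of random array assignments was planned, as were the fits with each array left out and with arrays scaled to one spread. The other tests in this part were chosen after the result had been seen. KO3 had an average of 413.4 differing clones per pair with another mouse, while the other 5 mice had between 38.4 and 137.8. Its gap to the nearest mouse was 0.735 of the range, above Dixon's critical value for 6 samples. Each pair counts for both of its mice, so the 6 averages are not independent and the error rate of that critical value does not hold; the ratio is used here as a description. The SD of the mouse effects over clones, 0.39 for KO3, gave a ratio of 0.486, below the critical value. In 100 random assignments of the arrays to the places of the loop, the real one included, 1 gave any mouse as many calls, and the largest count among the others was 429 calls against 2067. These assignments remove the differences of all mice, so they bear on whether any mouse differs and leave open whether KO3 stands out from the others by chance.

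Several technical explanations are argued against by the tables. With 1 array left out at a time, pairs with KO3 held at least 92.91% of the calls, although the number of these calls fell from 2067 to 354 without the array of KO3 against WT1, so no single array could account for the whole pattern. KO3's 4 arrays bear days in their names that no other name bears. The array of KO1 against KO2 is named as a rescan and has no day in its name, so its day is not given. Its slide number lies between those of WT3 against KO2 and KO2 against WT1, which share a day, so it may belong to that day. A dye term for each day that has several arrays left 98.08% of the calls in pairs with KO3. The arrays of KO1 against KO3 and KO1 against KO2 shared a further dye term, so a dye bias of the day of KO1 against KO3 alone was not fitted apart. With that term there were 306 calls in pairs with KO3, at 3 residual degrees of freedom. This is a count, and it does not show that they are the same calls. Among held clones that pass the intensity filter, 26 of 29 calls between mice (89.66%) involved KO3, so noise of dim spots is unlikely to be the whole cause. Among those that fail it, 37 of 39 did. Of the 8 held clones called among the 6 mice, 2 passed the filter. The filter was computed from the scanner files and the calls from the deposited ratios, and it is not known whether both come from the same spot finding.

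Other explanations stay open. Effects of those days other than a dye bias cannot be told apart from KO3. KO3's arrays have the 4 widest distributions of ratios (SD 0.65 to 0.90). With all arrays scaled to one spread, KO3 averaged 113.8 calls per pair, WT2 averaged 87.8, and the ratio fell to 0.252, below the critical value. This is consistent with a wider spread of the ratios on some arrays as a candidate cause. A mouse that differs in many clones would widen the ratios too, and scaling would remove part of that difference. The residual SD of KO3's arrays (0.31 to 0.43) lay within the range of the other arrays (0.26 to 0.45). An error in one dye channel and the mouse itself cannot be told apart: of KO3's 200 clones with the largest effects, 64.75% had the same sign in the other channel, against 17.5% to 57.25% for the other mice, and errors shared by the dye term and the held-out arrays pull these shares down. The design has 1 RNA sample of KO3, so the preparation or labelling of that sample and the biology of the mouse cannot be told apart either. A difference of the individual mouse remains among the open explanations, and no test of it was possible with 1 sample.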

How the results depend on the processing

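The dye term for each day and the plain fit with outliers dropped were chosen after the data had been seen, and the other alternatives before the data were examined. Causes of the changes below were not tested unless one is named. The alternative for clones measured on at least 9 arrays was void, since no value is missing.

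The count of 283 clones differing among the 6 mice stayed within 1.5 times with a robust prior (233, all among the 283), with arrays centred on their median (275, of which 267 were shared), with a minimum effect of 0.585 (283) and in the plain fit with outliers dropped (192, of which 68 were shared). At an adjusted p under 0.01 it was 8.

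The plain gene-wise fit gave 2 clones among the 6 mice, 0 among wild type mice, 1 among knockout mice, 1 within genotypes jointly and 9 with a dye effect. It gave 56 calls in pairs of the same genotype, 116 across genotypes, 168 with KO3 and 4 without KO3. With outliers dropped as well, it gave 7 clones among wild type mice, 157 within genotypes, 379 with a dye effect and 274 calls without KO3. Without a dye term there were 163 clones among the 6 mice, 1 among wild type, 153 among knockout and 44 within genotypes jointly, with 400 calls within genotypes, 978 across and 1269 with KO3, and the F values summed to 2624 (top 100) and 9946 (top 1000). With arrays scaled to one spread the clones were 116, 4, 29 and 12 in the same order, the calls 77 within genotypes, 791 across, 569 with KO3 and 299 without, and the top 1000 sum 11677. Array quality weights gave 1097, 0, 1050 and 689 clones, 416 with a dye effect, calls of 1807, 3297, 4513 and 591, and sums of 4564 (top 100) and 16633 (top 1000). Dropping outliers gave 455, 0, 515 and 209 clones, 327 with a dye effect, 361 calls without KO3, and sums of 8819, 16734 and 33370; removing the largest residuals lowers the residual variance by construction. The moderated F summed to 2698 (top 100) and 11198 (top 1000). The robust prior and the centred arrays each gave 0 clones among wild type mice.

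A dye term for each day gave 2 clones among the 6 mice, 0 among wild type, 4 among knockout and 0 jointly, calls of 94 within genotypes, 218 across, 306 with KO3 and 6 without, and sums of 5759, 17037 and 35191. It leaves 3 residual degrees of freedom instead of 6, as does leaving out a mouse with its 4 arrays, so fewer clones can pass and plain F values are larger by construction.

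With each mouse left out the clones among the 6 mice were 0 to 1, among wild type mice 0 to 1, among knockout mice 0 to 84, jointly 0 to 0 and with a dye effect 1 to 4. The calls were 0 to 84 within genotypes and 0 to 550 across. The F values summed to 4269 to 10590 (top 10), 12264 to 20621 (top 100) and 27437 to 40394 (top 1000). With each array left out the clones among the 6 mice were 7 to 245, among wild type 0 to 4, among knockout 4 to 324, jointly 0 to 67 and with a dye effect 4 to 506. The calls were 89 to 742 within genotypes, 272 to 1461 across, 354 to 1920 with KO3 and 9 to 107 without KO3, and the sums 909.6 to 2468, 3678 to 5755 and 12727 to 16268. These arrays moved the 283 clones by over 1.5 times when left out: WT1 against WT3 (135), WT2 against KO1 (49), WT2 against WT3 (106), KO2 against WT1 (41), KO2 against KO3 (35), KO3 against WT2 (43), KO3 against WT1 (7), KO1 against KO3 (128), KO1 against KO2 (100).

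For the genotypes, limma on the mouse effects gave 0 clones under each alternative except arrays as replicates (229), which leaves out the spread between mice. The clones at an unadjusted p under 0.05 numbered 1238 in the plain fit, 652 with a minimum effect of 0.585, 875 with a dye term for each day, 980 to 1619 with each mouse left out and 1186 to 1817 with each array left out, beside 1486 in the fit reported. A block for the mouse numbers gave 0 clones and 1328 at an unadjusted p under 0.05. Deviations of mice with the same number correlated across clones at -0.077, -0.24 and -0.042. Mice with the same number shared no array, so the design itself ties their estimation errors, and clones are not independent replicates. These correlations therefore cannot decide whether the numbers pair the mice.

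In the 127 held clones, lowess on intensity alone gave sums of F of 104.0 (subtracted linlog), 74.7 (subtracted log2) and 103.5 (unsubtracted) over the top 10, and 289.1 for subtracted linlog over the top 100. Median centring gave 369.4 and 810.7 for subtracted linlog, 175.2 and 430.2 for subtracted log2, and 161.7 over the top 100 for unsubtracted data. Without the intensity filter, on all 572 clones, the sums were 204.5 and 765.2, 123.6 and 543.1, and 191.2 and 530.3; more clones enter the ranking by construction. With the floor at the background SD, subtracted log2 gave 159.9 and 330.2 and a range of 6.43, and normexp gave a range of 5.03. At 4 background SD, 98 clones pass, so no sum over 100 could be given. With each array left out, the sums ran over 134.1 to 205.1 and 330.9 to 548.2 for subtracted linlog, 73.1 to 128.4 and 244.0 to 384.3 for subtracted log2, and 70.2 to 134.4 and 199.0 to 343.0 for unsubtracted data. Unsubtracted linlog data gave the values of unsubtracted log2 throughout. Subtracted linlog had the largest sum under these alternatives except the floor at the background SD, at the top 10.

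In unsubtracted log2 data, intensity explained 2.02% of the variance of M after normalization, position explained 11.5% before and 3.79% after, the SD of M was 0.47 before and 0.10 after, and the fit on position ranged over 0.11 from its 5th to its 95th percentile. With a span of 0.4, position explained 1.24% after normalization.

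Signal over background limits the scanner results: 22.2% of the held clones passed the filter, and 33.6% of the subtracted values were under 1. Of the comparisons of an alternative with the value reported, 165 counts fell and 22 rose by more than 1.5 times. Of the values that are not counts, 136 moved by at least their spread, and 180 comparisons stayed within these limits. Changes of direction or order were not counted among these. The spread is the SD over the arrays left out for sums of F and over the arrays or channels for the other values, so the limits differ in relative size: for the top 10 deposited clones it was 427.9, and sums of 514.6 without a dye term, 563.3 for the moderated F and 602.8 with scaled arrays count as within it beside 864.3, while for the top 100 it was 544.7.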

Differences from the paper's values

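The paper gives 129 genes at a false discovery rate of 5% in subtracted linlog data. The deposited ratios gave 283 clones with limma. The paper tested 4361 genes after its intensity filter, and 15600 clones were tested here, since the filter could be computed for the 572 held clones only. Of the alternatives set before the data were examined, these came within 1.5 times the paper's value: no dye term (163), arrays scaled to one spread (116), and leaving out the array of WT1 against WT3 (135), WT2 against WT3 (106), KO1 against KO3 (128) or KO1 against KO2 (100). The others did not: the plain fit (2), the robust prior (233), centring (275), array weights (1097), outliers dropped (455), the minimum effect (283), the stricter adjusted p (8), each mouse left out (0 to 1) and the other 8 arrays left out (7 to 245). The plain fit with outliers dropped, chosen after seeing the values, gave 192 clones, which is within 1.5 times the paper's value. The paper's list of genes was not used here, so how many of its genes that setting drops was not counted.

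The paper gives 3% of the measured genes as differing between mice of the same genotype. The joint test within genotypes gave 0.635% of 15600 clones here, where the paper's share is of 4361 genes. Array weights (689 clones) came within 1.5 times the paper's share, and the other alternatives set before the data were examined did not. Added after seeing the values, the plain fit with outliers dropped gave 1.01%, which did not either. The count itself, 99 clones, was within 1.5 times the paper's 129. The paper also gives 129 as its count from the ANOVA of subtracted linlog data, where the mouse term covers all 6 mice. The joint test here covers differences within genotypes only, so neither the shares nor the counts compare like tests.

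The paper's F values sum to 7084 over the top 1000 genes, and those of the deposited ratios summed to 12868. The top 10 (778 in the paper, 864.3 here) and the top 100 (3091 and 3629) were within 1.5 times. The ranking here is over 15600 clones without a filter, where the paper gives 4361 genes after its filter, and a sum over a longer ranking is at least as large by construction where the shared clones have the same F. Without a dye term the sum was 9946, within 1.5 times the paper's. Centring, scaling, array weights, outliers dropped, the moderated F and leaving out each mouse or array (12727 to 40394) did not come within it.

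The paper's Table 1 places the sums of F of subtracted log2 data below those of unsubtracted data. In the 127 held clones they were above, at 94.6 against 76.3 for the top 10 and 272.9 against 219.1 for the top 100. With loess on A alone they were below, at 74.7 against 103.5 for the top 10 and 231.6 against 252.9 for the top 100. Without the intensity filter they were below for the top 10 (123.6 against 191.2) and above for the top 100 (543.1 against 530.3). With median centring they were above for both. With each array left out they were above on 8 of 12 occasions for the top 10 and on 9 for the top 100, so this order is not settled here. The paper states that the F values of subtracted linlog data exceeded those of each other combination at every rank, and in the held clones this was so at 81 of 127 ranks against subtracted log2 and at 124 of 127 against unsubtracted data.

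In the selected output of Additional file 4, the 7 clones pass the authors' p-value and effect. With limma and adjustment over 15600 clones, 0 of the 7 passed an adjusted p under 0.05 in the fit to all arrays. Array quality weights called H3159G01 (0.0325), H3154G07 (0.0159), H3116G07 and H3118G01 (0.0318), and leaving out the array of WT1 against WT2 called H3116G07 (0.0247). Over the 27 alternatives the adjusted p of H3159G01 ran from 0.0325 to 0.870, that of H3154G07 from 0.0159 to 1, that of H3116G07 from 0.0247 to 0.535 and that of H3118G01 from 0.0318 to 0.566. By the plain p-value without adjustment, as in that output, H3131G01 was at 0.0564 and the other 6 were under 0.05.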

Other observations

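The tests in this part were planned. The chance of each count was weighed against 100 random assignments of the arrays, the real one included. As many clones differing among the 6 mice as the real 283 were found in 1 assignment, and the largest count of the others was 8. As many differing among the knockout mice (259) were found in 1, with 44 as the largest of the others. As many in the joint test within genotypes (99) were found in 1, with 7 as the largest. Only the real assignment reached these 3 counts, so chance is unlikely for them, within the limit of 100 assignments. Shuffled arrays also lose their grouping by day, so effects of the days are not weighed by this test. The 2 clones that differ among wild type mice were matched or passed in 3 assignments, and 1 of these reached 103 clones. The count was 0 in the plain fit, with the robust prior, with centred arrays, with array weights, with outliers dropped and with any of 11 arrays left out, so chance is left open for it. For the dye effect, 2 of 100 random sign patterns gave as many as 53 clones, with 87 as the largest.

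Splitting the 6 mice into 3 and 3 in each of 10 ways, 1 split gave as many clones at an unadjusted p under 0.05 as the real one (1486), which is the real one itself. The next, with WT1, WT2 and KO1 against the others, gave 1473. With 10 splits, chance cannot be excluded for the genotype comparison.

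The array of KO1 against KO3 had a median green background of 3953 units, where the other arrays had 941 to 1624. It also had the largest green crossover, the most dropped values and the lowest array weight, 0.37, against a highest weight of 3.41 for WT2 against KO1.

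The linlog formula in the program's source code leaves out a factor that the published formula has. At the crossover, its linear part has 0.693 times the slope of its logarithmic part, where the published formula has equal slopes, and neither has a step. With the source code's formula, the sum of F over the top 10 held clones of subtracted linlog data was 117.3, beside 138.5 with the published formula. The top 100 sum was 334.3, beside 352.3. Both differences were smaller than the SD of the sum over the fits with an array left out.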
